# Identification of miRNAs and their targets through high-throughput sequencing and degradome analysis in male and female *Asparagus officinalis*

**DOI:** 10.1186/s12870-016-0770-z

**Published:** 2016-04-12

**Authors:** Jingli Chen, Yi Zheng, Li Qin, Yan Wang, Lifei Chen, Yanjun He, Zhangjun Fei, Gang Lu

**Keywords:** *Asparagus officinalis*, miRNAs, High-throughput sequencing, Degradome analysis, Sex determination

## Abstract

**Background:**

MicroRNAs (miRNAs), a class of non-coding small RNAs (sRNAs), regulate various biological processes. Although miRNAs have been identified and characterized in several plant species, miRNAs in *Asparagus officinalis* have not been reported. As a dioecious plant with homomorphic sex chromosomes, asparagus is regarded as an important model system for studying mechanisms of plant sex determination.

**Results:**

Two independent sRNA libraries from male and female asparagus plants were sequenced with Illumina sequencing, thereby generating 4.13 and 5.88 million final clean reads, respectively. Both libraries predominantly contained 24-nt sRNAs, followed by 21-nt sRNAs. Further analysis identified 154 conserved miRNAs, which belong to 26 families, and 39 novel miRNA candidates seemed to be specific to asparagus. Comparative profiling revealed that 63 miRNAs exhibited significant differential expression between male and female plants, which was confirmed by real-time quantitative PCR analysis. Among them, 37 miRNAs were significantly up-regulated in the female library, whereas the others were preferentially expressed in the male library. Furthermore, 40 target mRNAs representing 44 conserved and seven novel miRNAs were identified in asparagus through high-throughput degradome sequencing. Functional annotation showed that these target mRNAs were involved in a wide range of developmental and metabolic processes.

**Conclusions:**

We identified a large set of conserved and specific miRNAs and compared their expression levels between male and female asparagus plants. Several asparagus miRNAs, which belong to the miR159, miR167, and miR172 families involved in reproductive organ development, were differentially expressed between male and female plants, as well as during flower development. Consistently, several predicted targets of asparagus miRNAs were associated with floral organ development. These findings suggest the potential roles of miRNAs in sex determination and reproductive developmental processes in asparagus.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0770-z) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are a class of endogenous non-coding RNAs with lengths of 20–25 nucleotide (nt) and function as gene expression regulators [1]. To date, 28,645 conserved and species-specific miRNAs from 223 species have been deposited in miRBase 21 (ftp://mirbase.org/pub/mirbase). Plant miRNAs were first reported in *Arabidopsis thaliana* in 2002, and subsequently identified in a large number of plant species. Plant miRNAs originate from single-stranded primary transcripts (pri-miRNAs), which display stem-loop structures, via the cleavage of a short duplex from the stem region by DCL1 [2]. Increasing evidence demonstrates that miRNAs play important roles in multiple biological processes, including growth, development, and stress responses [3–6], by translation inhibition or by cleaving their specific mRNA targets [7]. Extensive studies have been performed to understand the functions of miRNAs in various species during the past decade [3–5]. The rapid advancement of high-throughput sequencing technologies has provided a highly efficient means to explore large miRNA families. These sequencing technologies have been successfully used in various species to identify and characterize a large number of novel miRNAs due to their advantage in detecting novel miRNAs with low copy number [5–7].

Plant miRNAs post-transcriptionally regulate target mRNAs via perfect or nearly perfect complementary base pairing of the miRNA. The miRNAs would cleave their specific targets at the 10 th or 11th complementary base by effector mediated AGO1 protein complex, which directly leads to protein translation inhibition or mRNA cleavage [8]. Selection and annotation of miRNA targets are essential steps to understand the biological function of miRNAs. Prediction of miRNA target genes can be performed using several methods, such as computational target prediction, AGO protein co-immunoprecipitation, and RNA ligase-mediated rapid amplification of cDNA ends (5′ RLM-RACE) [9]. With recent advances on sequencing technologies, degradome analysis combined with high-throughput sequencing and bioinformatics analysis has been proved to be an efficient approach for miRNA target prediction. Degradome sequencing has been successfully applied in *Arabidopsis*, rice, and other plant species [10–12].

Evidence has suggested that miRNAs are involved in several regulatory pathways that control reproductive development in plants. For example, miR156 and miR172 affect flowering time when over-expressed in *Arabidopsis* and maize [13–15]. MiR172 regulates flower development by targeting *APETALA2* (*AP2*) and *AP2* homologs in *Arabidopsis* [16]. Recent studies have reported the potential role of miRNAs in sex determination. In maize, the translation of *IDS1* can be inhibited by *ts4* miRNA (miRNA172), resulting in male florets; by contrast, a loss-of-function mutation in the *ts4* or a mutation in the miRNA-binding site of the *ids1* gene would produce normal IDS1 protein, thus resulting in female florets [17, 18]. MiRNAs are likely to be important in sex determination and differentiation in dioecious species [19]. Nevertheless, to the best of our knowledge, the mechanism through which miRNAs control plant sex determination has not been elucidated. Although numerous sex chromosome-specific miRNAs have been identified in some dioecious species [20], the detailed functions of these miRNAs remain unclear.

Garden asparagus (*Asparagus officinalis* L.) is widely cultivated as a valuable vegetable crop worldwide because of its important nutritional and medicinal value attributed to its abundant amounts of flavonoids, saponins, and several vitamins. Previous works have shown that asparagus exhibits antioxidant, anti-cancer, and immunity promoting properties [21]. Asparagus is a dioecious species that belongs to Liliaceae family. The sex of garden asparagus is determined by its sex chromosomes; the males are heterogametic (XY), whereas the females are homogametic (XX) [22]. Garden asparagus is a diploid species containing 20 chromosomes; of which, the chromosome L5 has been identified as its sex chromosome [23]. Unlike other dioecious plants, such as white campion (*Silene latifolia*) and *Marchantia polymorpha*, asparagus contains homomorphic sex chromosomes. The primitive Y chromosome of asparagus only diverge from their homomorphic X chromosome in a short male-specific and non-recombining region; asparagus is currently regarded as a model plant for studying the evolution of sex chromosomes, considering that its sex chromosomes originated approximately 2 MYA [24]. However, genomic information of asparagus remains limited. Approximately 8,700 EST sequences for asparagus are currently available in the NCBI databases and a transcriptome dataset generated by high-throughput sequencing technology was recently published [25]. To date, information regarding asparagus miRNAs or even the Liliaceae family is insufficient, and only a few miRNAs have been described in detail. In the present study, we constructed two small RNA (sRNA) libraries of male and female asparagus and performed high-throughput Illumina sequencing to identify conserved and asparagus-specific miRNAs. Differentially expressed miRNAs between male and female plants were identified and further verified by real-time quantitative RT-PCR (qRT-PCR). Furthermore, potential targets for all asparagus miRNAs were predicted through degradome sequencing. Gene ontology (GO) analysis indicated that several predicted targets of asparagus miRNAs are associated with organ development, substance metabolism, signal transduction, and stress responses. Interestingly, several miRNAs are known to be involved in plant reproductive organ development; hence, miRNAs exhibit important roles in sex determination and differentiation.

## Results

### Small RNA profiles in *A. officinalis*

Two independent sRNA libraries were generated from the pooled total RNAs from female and male asparagus individuals. These libraries were sequenced with the high-throughput Illumina HiSeq platform to identify miRNAs from asparagus. 

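Each library was made from 1 pool of RNA from leaves, roots, stems and flowers of several plants of 1 sex. The sequencing comparison of the sexes therefore rests on 1 female and 1 male library, with no replicate libraries. The deposited values, which the authors call TPM, are read numbers of each unique small RNA scaled to the size of its library and are not divided by length. Ratios of the female to the male value were computed from the deposited values without a pseudocount. No p-value was computed, since miRNAs are not replicates of a sex. Shares of sequences are given with exact (Clopper-Pearson) 95% intervals, which describe the size of the list and not the variation between plants. The grouping of families into lists, the rule for naming miRNAs and the alternative settings, apart from the merging of sequences within lists and the addition of candidates to families, were chosen before the data were examined, but after the paper's own tables, which hold nearly the same values, had been read.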

A total of 9,336,830 and 14,970,830 raw reads were obtained from the female and male RNA libraries, respectively. After trimming the adapter sequences and removing low quality and short sequences (<15 nt long), 6,906,565 and 11,732,973 reads were retained for the female and male flowers, respectively. The sequences belonging to rRNAs, tRNAs, anRNA, and snoRNAs were further filtered according to the Rfam database (11.0). The remaining 4,133,319 and 5,883,039 clean reads, which represent 1,699,714 and 2,343,563 unique reads, were used for miRNA identification from female and male individuals, respectively (Table 1).

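The low values of the deposited table rise in even steps. Of the 157 female values up to 60 TPM, 99.4% were whole multiples of 0.229 TPM within 0.0051 TPM. Of the 162 male values in that range, 99.4% were whole multiples of 0.157 TPM within the same tolerance. If 1 step is 1 read, the values were scaled to 4373625 reads in the female library and 6374800 reads in the male library, and 5 TPM stands for 21.9 and 31.9 reads. These totals are 1.06 and 1.08 times the clean read numbers that the paper gives. Over other totals, the median share of whole multiples was 4.46% in the female library and 4.94% in the male library. No test was run on reads, since 21 values per library lay within 20 steps, and 100 such values had been set as the minimum for rebuilding reads.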

**Table 1:** Statistics of high-throughput sequencing reads

Category	Female	Male
Raw reads	9336830	14970830
Adaptor sequence and <15 bp removed	2430265	3237857
Clean reads	6906565	11732973
rRNA removed	2773246	5849934
Final clean reads	4133319	5883039
Unique reads	1699714	2343563

In both libraries, the majority of the unique sRNA reads were 20–24 nt in length (male, 73.08 %; female, 79.81 %). The most abundant sRNAs in the libraries were 24-nt RNAs, followed by 21-nt RNAs (Fig. 1). The portion of 24-nt sRNAs was approximately 30.84 % and 32.60 % in male and female plants, respectively, and the portion of 21-nt sRNAs was approximately 19.75 % and 25.56 %. These results are consistent with the typical size distribution of sRNAs reported in other plant species, such as *Arabidopsis* [26, 27], *Oryza sativa* [28], *Medicago truncatula* [29], and *Citrus trifoliata* [30]; in these species, 24-nt sRNAs are the most abundant and diverse class of small non-coding RNAs (sncRNAs) sequenced in the sRNA libraries.

**Fig. 1:**
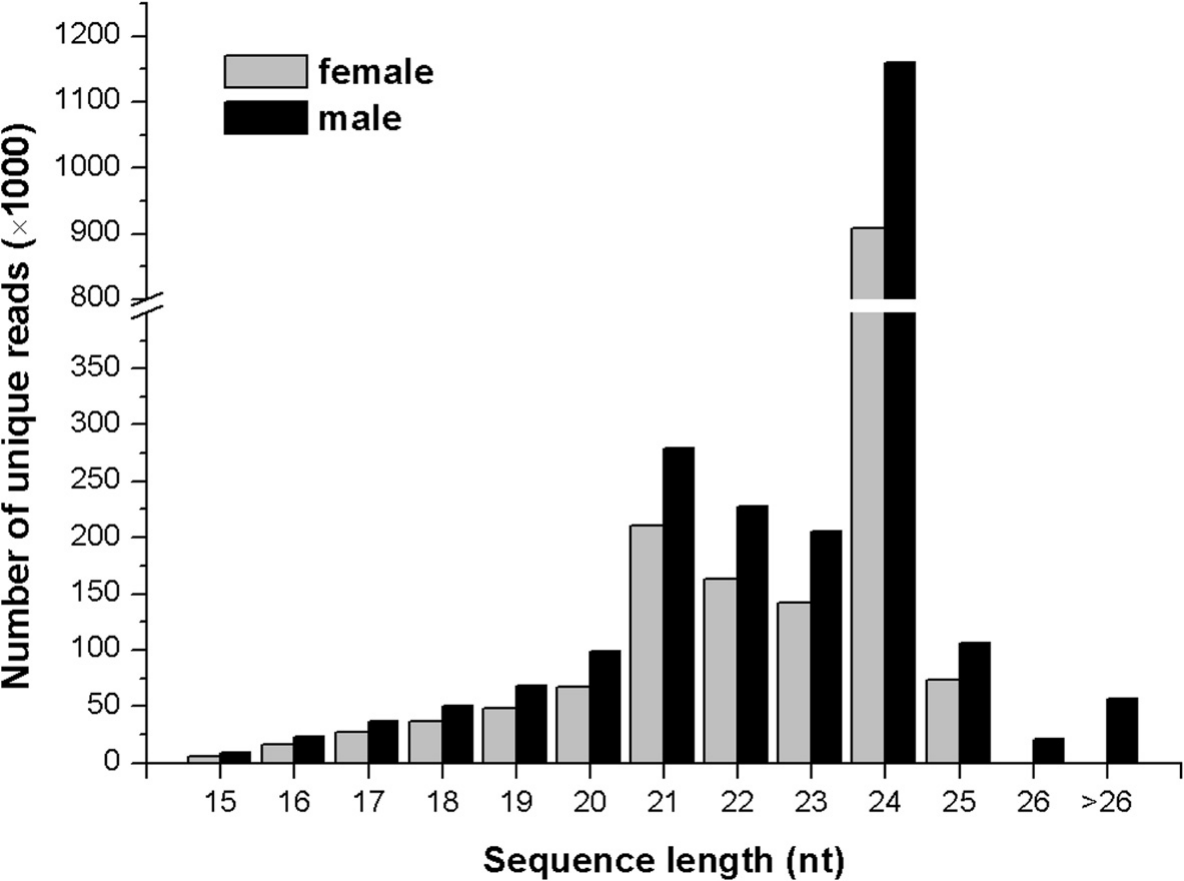
Length distribution of unique sRNAs in male and female libraries of *A. officinalis*. Most of the generated reads were 24 (>30 %) and 21(>19 %) nucleotides long

### Identification of conserved miRNAs in *A. officinalis*

Eligible sRNAs were mapped with miRBase 21 (ftp://mirbase.org/pub/mirbase/21/) to identify conserved miRNAs from all our data sets. 

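The deposited table lists 194 unique sequences of 20 to 24 nt, of which 154 are assigned to a conserved family and 40 are candidates without one. The larger of the 2 values of every sequence is at least 5.02 TPM. In 52 sequences (26.8%) the value of the other library lies under 5 TPM.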

After the BLASTN search and further sequence analysis, 154 non-redundant miRNAs were identified to have high sequence similarity to known miRNAs (Additional file 1). These miRNAs could be classified into 26 miRNA families. 

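Summed over its members, the miR166 family held 38897 TPM in the female library and 33346 TPM in the male library. This was 70.3% of the summed conserved values in the female library and 67.6% in the male library. The miR396 family followed with 4836 and 6013 TPM, and the miR535 family with 2619.8 and 3085 TPM.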

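In the deposited table, 63 sequences are named miR166, and aof-miR165a is listed in the same family, which makes 64. The miR396 family holds 16 sequences and the miR168 family 12. Of the miR166 sequences, 30 carry a single substitution against aof-miR166d-1 and have less than 1% of its value in both libraries. When sequences of a family within 1 substitution, or with only end differences, were merged with the most abundant one, 14 miR166 sequences were left. At least 10 TPM in one library was reached by 32 of the 63.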

Among the identified families, the miR166 family contained the largest number of members (63), followed by miR396 and miR168 families, with 16 and 12 members, respectively. By contrast, the miR157, miR394, miR482, miR528, miR894, miR1425, and miR5179 families had only one member each (Fig. 2). 

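In the deposited table 9 families held 1 sequence each, these 7 and the miR477 and miR479 families. Aof-miR394 had 231 TPM in the female library and 178 TPM in the male library, and aof-miR528 had 144 and 209 TPM. Aof-miR157a had 19.0 and 22.9 TPM, aof-miR482 had 11.2 and 14.4 TPM, and aof-miR477i had 8.23 and 10.2 TPM. The lowest of these were aof-miR894a with 5.49 and 5.33 TPM and aof-miR1425-5p with 1.37 and 6.27 TPM. The sequence of the miR479 family is named aof-miR171h.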

Nucleotide sequence analysis of these miRNAs revealed that uridine (U) is the most common nucleotide at the 5′ end (>78 %); the 10th nucleotide matched to the cleavage site of the targets and was mainly adenine (A; ~40 %). However, the majority of the nucleotides at position 11, another common cleavage site, was A or cytosine (C) (Fig. 3).

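Of the conserved sequences, 115 (74.7%, exact 95% interval 67.0 to 81.3%) began with U. C and G each stood first in 17 sequences and A in 5. Weighted by the values summed over both libraries, sequences with a 5′ U made up 96.6%. At position 10, counted from the 5′ end, G stood in 40.9% of the sequences (33.1 to 49.1%), A in 20.8% (14.7 to 28.0%), C in 20.1% and U in 18.2%. In the 90 conserved sequences outside the miR166 family, A and C each stood there in 27.8%.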

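Position 11 held C in 47.4% of the conserved sequences (39.3 to 55.6%), A in 17.5% (11.9 to 24.5%), G in 20.1% and U in 14.9%. Outside the miR166 family, A stood there in 30.0% and C in 25.6%.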

**Fig. 2:**
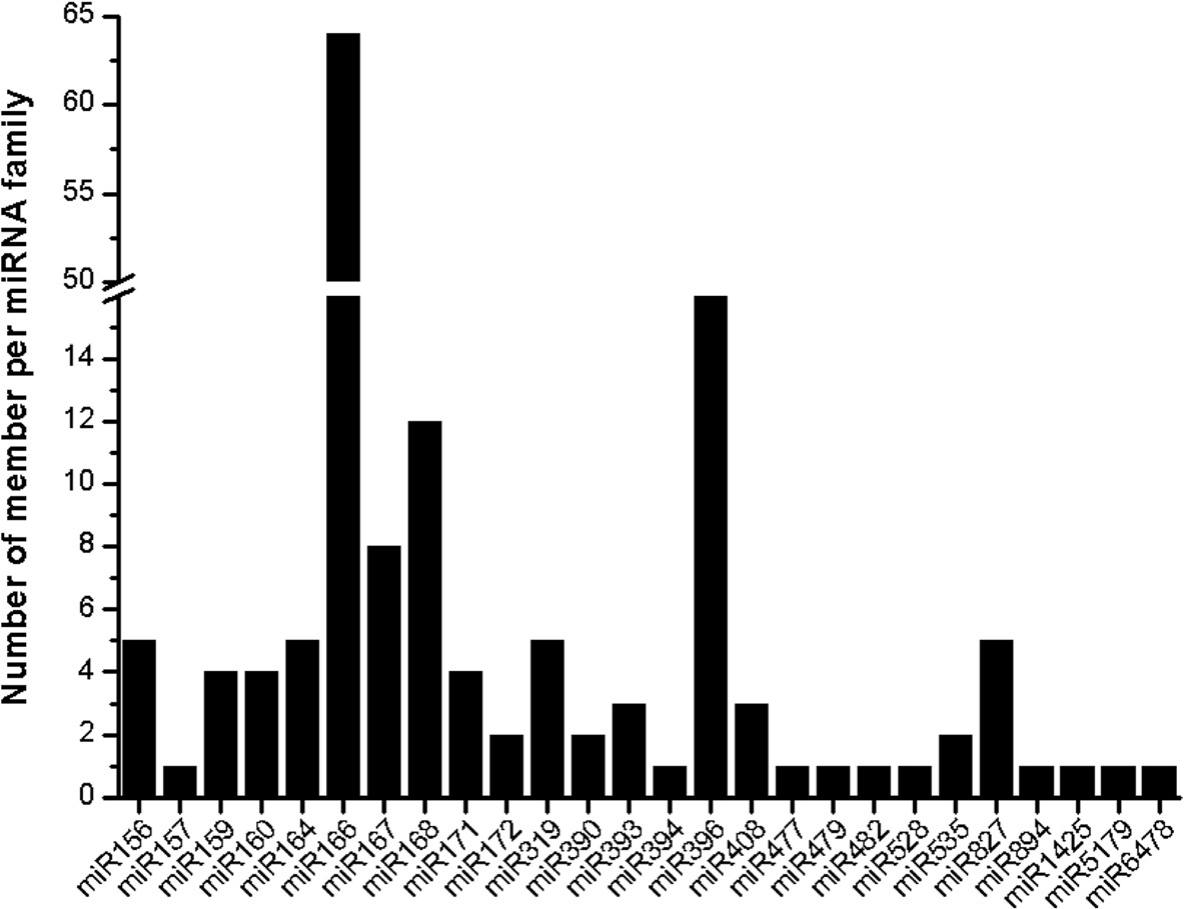
Number of identified miRNAs in each conserved miRNA family in *A. officinalis*

**Fig. 3:**
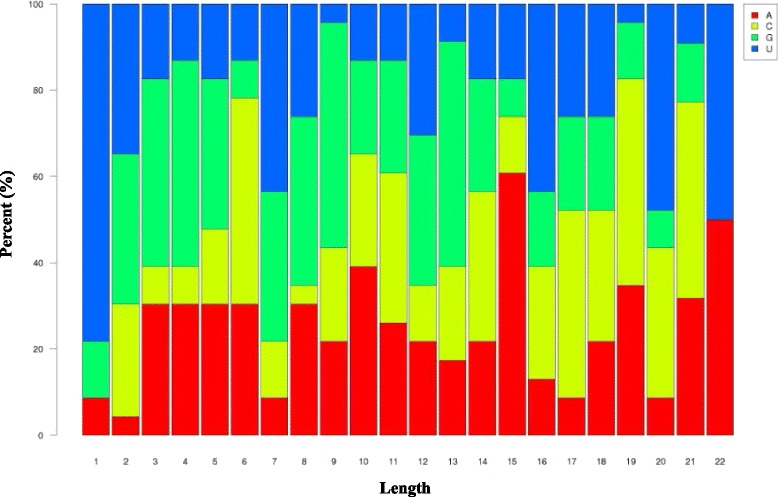
Relative nucleotide bias at each miRNA position compared with the total RNA. Uridine (U) was the most common nucleotide at the 5′ end (>78 %), and the 10^th^ nucleotides, which match to the cleavage site of targets, were mainly adenine (A) (~40 %)

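The deposited table holds 104 conserved sequences of 21 nt (67.5%, exact 95% interval 59.5 to 74.8%). Taking only the most abundant sequence of each family, 76.9% were 21 nt long. Weighted by summed values, 21-nt sequences made up 95.01%.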

The majority of the conserved miRNAs were 21-nt in length (67.97 %), thereby representing the most abundant class of miRNAs in plants. The next represented class was the 20-nt miRNAs, which included 23.52 % of all the identified miRNAs (Additional file 1: Table S1). 

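There were 36 conserved sequences of 20 nt (23.4%, exact 95% interval 16.9 to 30.9%) and 12 of 22 nt. The 23-nt and 24-nt classes held 1 sequence each.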

The miRNA length distribution is consistent with previously reported values for other plants [31]. Among the 26 miRNA families, 16 were found to be highly conserved among different plant species; these families include miR396, miR390, miR166, miR171, miR172, and miR159. Specifically, miR166b-3, miR167a, miR171f, and miR396a-5p were highly conserved in 74, 59, 48, and 53 species in miRBase (http://www.mirbase.org/). Some known but less-conserved miRNAs were also found in asparagus. Interestingly, most asparagus miRNAs have been identified mainly in monocot plants. For example, miR1425, miR166k, and miR166e were previously identified in *O. sativa,* whereas miR396a was found in *Zea mays.*

Only aof-miR172a, aof-miR535a, aof-miR535b, aof-miR160b, aof-miR160d, and aof-miR482 miRNAs matched to the respective pre-miRNAs from the asparagus unigenes because of limited asparagus genome information (Additional file 1: Table S2). To further verify the identified miRNAs, we used the genome sequences of *O. sativa*, a model monocot plant, as the reference for the identification of the precursors of the potential miRNAs. Finally, the pre-miRNA sequences of 42 miRNAs were identified based on the *O. sativa* genome sequences (Additional file 1: Table S2).

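Over the 194 listed miRNAs the values summed to 56836 TPM in the female library and 50894 TPM in the male library. The list thus covers 5.68% and 5.09% of the reads to which the values were scaled. The median value was 11.8 TPM in the female library and 11.5 TPM in the male library.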

The relative abundance of asparagus miRNAs were estimated as transcripts per million (TPM). The TPM values drastically varied among 26 miRNA families. Some miRNAs were highly expressed in both male and female plants, which accumulated at more than 1000 TPM. These miRNAs include aof-miR159a, aof-miR164b, aof-miR166d-1, aof-miR166g-3p, aof-miR166h-3p, aof-miR167h, aof-miR396b-2, aof-miR396b-2, and aof-miR535b. However, some miRNAs were expressed at lower levels in asparagus plants (Additional file 1: Table S1). 

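In each library 9 miRNAs lay above 1000 TPM, and 8 of them did so in both. The 10 most abundant miRNAs held 85.4% of the summed values in the female library and 86.1% in the male library.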

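In the female and male libraries, aof-miR166g-3p had 5424 and 5519 TPM, and aof-miR166h-3p had 4316 and 3755 TPM. Aof-miR535b had 2583 and 3053 TPM. Aof-miR396b-2 had 2214 and 3262 TPM, and aof-miR396b-3 had 2437 and 2502 TPM. Aof-miR167h had 1431 and 1116 TPM, and aof-miR159a had 1317 and 1128 TPM. A pair of miRNAs lay above 1000 TPM in one library only. These were aof-miR164b with 1277 TPM in the female library and 851 TPM in the male library, and aof-miR165a with 662 and 1436 TPM.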

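Values under 10 TPM were found for 86 of the 194 miRNAs (44.3%) in the female library and for the same number in the male library.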

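The most abundant member held 94.1% of the summed value of the miR164 family in the female library and 96.4% in the male library. In the miR167 family aof-miR167h held 87.5% and 86.8%. The miR168 family was more evenly spread, with 35.7% in aof-miR168h in the female library and 40.6% in aof-miR168a-1, the most abundant member, in the male library. Members were summed by family and not by arm of the hairpin. Aof-miR168h and aof-miR168a-1 are not end or substitution variants of each other. In the miR156 family, aof-miR156j held 54.0% in the female library and 79.3% in the male library.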

Different conserved miRNAs, even those in the same family, exhibited different expression levels. For example, aof-miR166d-1 miRNA presented the highest abundance level, with 26,780 and 21,203 TPM in the female and male libraries, respectively. However, some miR166 members showed relatively lower expression levels. 

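The deposited values of aof-miR166d-1 were 26780.5 TPM in the female library and 21204 TPM in the male library, a ratio of 1.26. They made up 47.1% and 41.7% of the summed values of all listed miRNAs.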

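The median miR166 member had 8.46 TPM in the female library and 7.37 TPM in the male library. Over all families, 44 listed miRNAs were single-substitution variants of a more abundant miRNA, their parent, with less than 1% of its value in both libraries. Variants of aof-miR166d-1 had 0.00597 to 0.172% of its value in the female library and 0.00297 to 0.186% in the male library. Substitutions are written as the parent's base, the position from 1 at the 5′ end and the variant's base. The share of the parent was over 2-fold higher in the female library for all 5 variants at position 5, among them A5G of aof-miR166d-1 (aof-miR166d-5). It was over 2-fold higher in the male library for all 6 variants at position 10, among them G10U of aof-miR166d-1 (aof-miR166i-6). Elsewhere, 5 of 33 variants were over 2-fold apart.

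**Figure D1:**
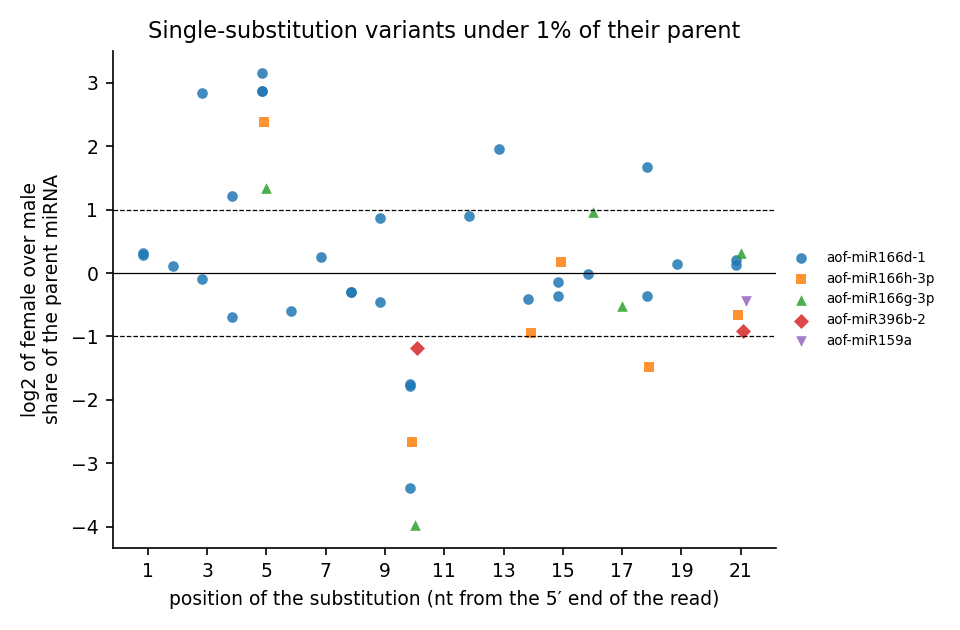
Log2 of the female over the male share of the parent miRNA, for each of the 44 variants, against the position of the substitution in nt from the 5′ end of the read. Symbols stand for the parent miRNAs and dashed lines for 2-fold. The 5 variants at position 5 lie above the upper dashed line and the 6 at position 10 below the lower one.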

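By the mean of both libraries, aof-miR166e-9 (0.91 TPM in the female and 5.02 TPM in the male library), aof-miR166d-2 (5.03 and 1.25 TPM) and aof-miR166e-2 (5.72 and 0.63 TPM) were the lowest miR166 members. In the female library alone aof-miR166a-5 was the lowest with 0.46 TPM, against 7.37 TPM in the male library. Aof-miR166i-9 had 8.69 and 0.94 TPM. All of these are single-substitution variants of aof-miR166d-1, aof-miR166g-3p or aof-miR166h-3p.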

The lowest levels were observed for aof-miR166a-5, aof-miR166i-9, aof-miR166e-9, and aof-miR166e-2 (Additional file 1: Table S1). These results are consistent with the high-throughput sequencing of sRNAs from radish, Chinese cabbage, and apricot [32, 33].

### Identification of novel candidate miRNAs in asparagus

The remaining sRNA sequences were mapped with asparagus unigenes, and their hairpin structures were predicted to identify novel miRNAs in asparagus. 

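Leaving out aof-miRn25*, the deposited table holds 39 candidate miRNAs, of which 15 (38.5%, exact 95% interval 23.4 to 55.4%) are 21 nt long. A further 10 are 22 nt long, 6 are 24 nt long, and 4 each are 20 and 23 nt long. A 5′ U is found in 10 of the 40 candidate entries and a 5′ C in 13.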

Based on the annotation criteria for novel miRNAs [34], 39 candidate miRNAs with lengths between 20 nt to 24 nt were identified; of which, 38.5 % were 21-nt long (Table 2). 

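Table S3 gives 47 precursor entries in 14 unigenes, with 30 different sequences. Their lengths ran from 67 to 222 nt, with a mean of 161 nt. The sequence of the candidate was found in 44 of the 47 precursors. The exceptions were aof-miRn25*, aof-miRn30 in UN31232 and aof-miRn39 in UN16232.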

The length of the novel miRNA precursors ranged from 66 nt to 220 nt, with an average length of 161 nt (Additional file 1: Table S3). 

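The precursor sequences of Table S3 were folded again with RNAfold 2.7.2 at its default temperature. The folding energies ran from -213.6 to -23.5 kcal/mol. In 46 of the 47 entries the energy lay within 10% of the listed one. For aof-miRn25* the energy was -32.5 kcal/mol, against a listed -93.8 kcal/mol.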

The minimum free energy (MFE) for the hairpin structures of these miRNA precursors was lower than −18 kcal/mol. Moreover, the minimal folding free energy index (MFEI) of these candidates ranged from 0.7 to 1.5, with an average value of 1.22, which is higher than that of other RNA types, such as tRNAs (0.64), rRNAs (0.59), and mRNAs (0.62–0.66) [35]. These results suggest that the secondary structures of these novel miRNAs are stable.

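From the refolded energies the MFEI ran from 0.613 to 1.98, with a mean of 1.19 and a median of 1.41. It lay under 0.7 in 6 of the 47 entries, against 5 by the listed energies. The entry that differs is aof-miRn25*, whose listed precursor does not hold its sequence. That precursor has the length, GC content and refolded energy of the one listed for aof-miRn24. The entries of UN07381 and UN09382 had a median MFEI of 1.42 and the other 24 entries a median of 0.96. With 1 precursor per unigene the median was 0.985.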

**Table 2:** Novel miRNAs identified from *A. officinalis*

miRNA-name	Sequence	Length	GC%	Expression (TPM)		Folding energy	MFEI	Unigene			
				Female	Male			Unigene	Start	End	Strand
aof-miRn01	AAAUUCCAGACGGUCGGCGGGC	22	63.2	11.43	11.92	–193.90	1.53	UN09382	28	210	+
						–212.60	1.44	UN07381	24	233	+
aof-miRn02	AAAUUCCAGACGGUCGGCGGGCU	23	60.9	10.29	12.24	–213.30	1.44	UN07381	23	234	+
aof-miRn03	AAUAGAUGAGAUGAGAUGAGUUGU	24	33.4	5.03	7.06	–87.94	2.00	UN00358	39	209	+
aof-miRn04	AAUUCCAGACGGUCGGCGGGC	21	66.7	10.29	14.12	–212.60	1.44	UN07381	24	233	+
						–193.90	1.53	UN09382	28	210	+
aof-miRn05	AAUUCCAGACGGUCGGCGGGCU	22	63.6	11.89	13.49	–213.30	1.44	UN07381	23	234	+
aof-miRn06	AGACGGUCGGCGGGCUGAAU	20	65.0	20.12	28.39	–215.50	1.44	UN07381	19	238	+
aof-miRn07	AGACGGUCGGCGGGCUGAAUC	21	66.7	24.46	33.10	–215.50	1.43	UN07381	19	239	+
aof-miRn08	AGCGGGGUGUUCUGAUCCAUA	21	52.4	5.03	1.88	–33.40	0.90	UN45561	155	243	+
aof-miRn09	AGCGGGGUGUUCUGAUCCAUACAA	24	50.0	9.83	3.29	–33.40	0.90	UN45561	155	243	+
aof-miRn10	AUGCGAGCGGGGUGUUCUGAUCCA	24	58.3	18.98	13.49	–42.70	1.02	UN45561	150	248	+
aof-miRn11	AUUCCAGACGGUCGGCGGGC	20	70.0	13.95	10.67	–193.90	1.53	UN09382	28	210	+
						–212.60	1.44	UN07381	24	233	+
aof-miRn12	AUUCCAGACGGUCGGCGGGCU	21	66.7	14.86	9.73	–213.30	1.44	UN07381	23	234	+
aof-miRn13	CAGACGGUCGGCGGGCUGAA	20	70.0	9.15	12.39	–215.20	1.43	UN07381	19	237	+
aof-miRn14	CAGACGGUCGGCGGGCUGAAU	21	66.7	23.32	31.69	–215.50	1.44	UN07381	19	238	+
aof-miRn15	CAGACGGUCGGCGGGCUGAAUC	22	68.2	25.15	40.94	–215.70	1.42	UN07381	18	239	+
aof-miRn16	CCAGACGGUCGGCGGGCUGA	20	75.0	13.49	16.00	–215.20	1.43	UN07381	20	236	+
aof-miRn17	CCAGACGGUCGGCGGGCUGAA	21	71.4	4.57	9.10	–215.20	1.43	UN07381	19	237	+
aof-miRn18	CCAGACGGUCGGCGGGCUGAAU	22	68.2	18.29	17.88	–215.70	1.44	UN07381	18	238	+
aof-miRn19	CCAGACGGUCGGCGGGCUGAAUC	23	69.6	22.64	33.26	–215.70	1.43	UN07381	18	239	+
aof-miRn20	CCUGGUUCCCUGUAUGCCACC	21	61.9	27.44	18.51	–45.50	0.99	UN21911	249	331	+
aof-miRn21	CGAAAUUCCAGACGGUCGGCGGGC	24	66.7	8.69	8.16	–193.90	1.53	UN09382	28	210	+
						–212.60	1.44	UN07381	24	233	+
aof-miRn22	CGAACCCUGGUCGAUUGUUUU	21	47.6	10.29	12.71	–52.44	0.65	UN41527	26	234	+
aof-miRn23	CGAACCCUGGUCGAUUGUUUUU	22	45.5	2.52	6.43	–53.04	0.65	UN41527	25	235	+
aof-miRn24	CGAUUGUUUUUGGGAUGCGCU	21	47.6	4.34	5.65	–32.70	0.62	UN21248	7	116	+
aof-miRn25	CUGGUUCCCUGUAUGCCACCC	21	61.9	25.38	17.26	–45.50	1.03	UN21911	250	330	+
aof-miRn25*	GCGUGCAUGGAACCAAGCAUG	21	52.2	5.11	2.56	–93.80	1.00	UN21911	250	330	+
aof-miRn26	GAAAUUCCAGACGGUCGGCGGGC	23	65.2	7.77	6.27	–193.90	1.53	UN09382	28	210	+
						–212.60	1.44	UN07381	24	233	+
aof-miRn27	GAAAUUCCAGACGGUCGGCGGGCU	24	62.5	6.63	5.80	–213.30	1.44	UN07381	23	234	+
aof-miRn28	GUGCCUGGUUCCCUGUAUGCC	21	61.9	730.06	744.81	–50.40	1.03	UN21911	246	334	+
aof-miRn29	GUGCUUCCCCUCGUUGUCACC	21	61.9	0.00	10.04	–43.60	0.78	UN05913	103	192	+
aof-miRn30	UAAAUAGUCGGGGUUGCCAACC	22	50.0	3.89	9.57	–43.20	1.20	UN31232	131	39	-
aof-miRn31	UAAAUAGUCGGGGUUGGCAACC	22	50.0	5.94	6.27	–43.20	1.14	UN42854	153	60	-
						–68.90	1.50	UN31232	27	143	+
aof-miRn32	UGAUUAUGUAGUGGUCCCUCC	21	47.6	7.77	9.88	–63.94	0.98	UN22735	161	338	+
aof-miRn33	UGGCGUGCAUGGAAUCAAGCA	21	52.4	13.72	5.80	–49.10	1.02	UN21911	247	333	+
aof-miRn34	UGGUCGAUUGUUUUUGGGAUG	21	42.9	26.75	21.49	–30.90	0.63	UN21248	10	112	+
aof-miRn35	UGGUCGAUUGUUUUUGGGAUGC	22	45.5	4.57	6.12	–31.40	0.63	UN21248	9	113	+
aof-miRn36	UGUGAUUAUGUAGUGGUCCCUCC	23	47.8	8.46	6.12	–63.94	0.98	UN22735	161	338	+
aof-miRn37	UGUGAUUAUGUAGUGGUCCCUCCA	24	45.8	5.72	5.96	–65.64	1.01	UN22735	160	339	+
aof-miRn38	UUGCCUACUCCGCCCAUUCCCC	22	63.6	251.74	222.75	–45.10	1.13	UN22494	52	141	+
aof-miRn39	UUUCCAAUGCCUCCCAUUCCGG	22	54.5	109.06	102.91	–23.70	0.91	UN16232	530	464	-
						–27	0.96	UN17918	30	96	+

*TPM* transcripts per million, *MFEI* minimal folding free energy index of the hairpin structures

^*^ indicated miRNA star (miRNA^*^)

The abundance of miRNAs was significantly different among the identified novel miRNAs. Sequencing data showed that aof-miRn28, aof-miRn38, and aof-miRn39 miRNAs had relatively higher abundance in both male and female libraries; other family members demonstrated lower abundance of reads, and aof-miRn29 was not found in the female library. 

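Aof-miRn28 had 730.1 TPM in the female library and 745 TPM in the male library, aof-miRn38 had 252 and 223 TPM, and aof-miRn39 had 109 and 103 TPM. Aof-miRn28 (GUGCCUGGUUCCCUGUAUGCC) lies on the same arm of UN21911 as aof-miR160d (UGCCUGGUUCCCUGUAUGCCA) and starts 1 nt before it. Aof-miRn39 shares all 20 nt of aof-miR482 and starts at the same base of UN17918. Together with aof-miRn20, aof-miRn25, aof-miRn29 and aof-miRn33, 6 of the 40 candidate entries lie on sequences or hairpins of conserved miRNAs. Aof-miRn25*, also listed at UN21911, is not counted among them, since its sequence was not found in its listed precursor. These 6 held 58.9% of the summed candidate values in the female library and 57.8% in the male library.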

Similar to previous studies [30, 31, 36], the newly identified miRNAs generally showed lower abundance levels than the conserved miRNAs. These novel species-specific miRNAs are considered to be young miRNAs that arose recently through evolution.

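The median value was 10.3 TPM for the candidates and 12.4 TPM for the conserved miRNAs in the female library, and 11.3 and 11.5 TPM in the male library. By summed values, the candidates made up 2.71% of all listed miRNAs in the female library and 3.06% in the male library. With overlapping candidates of a unigene summed, the medians of the 14 groups were 17.8 and 18.9 TPM, while the conserved sequences were left unsummed. Without the candidates of UN07381 and UN09382 the candidate medians were 8.115 TPM in the female library and 8.315 TPM in the male library.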

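By the entries of Table S3, 7 of the 40 candidate entries have more than 1 precursor. At UN21911, which also holds aof-miR160d, 5 candidate entries are listed.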

The majority of these identified novel miRNAs were generated from one locus, whereas seven novel miRNAs including aof-miRn1, aof-miRn04, aof-miRn11, aof-miRn21, aof-miRn26, aof-miRn31 and aof-miRn39 had more than one pre-miRNAs (Additional file 1: Table S3). On the other hand, some unigenes could be bidirectionally transcribed. For example, the unigene UN31232 produced aof-miRn31, whereas its antisense transcript was predicted to generate another miRNA, namely, aof-miRn30. 

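Aof-miRn31 had 5.94 TPM in the female library and 6.27 TPM in the male library. Aof-miRn30 had 3.89 and 9.57 TPM, a male to female ratio of 2.46. Aof-miRn31 was found at the first base of the precursor from 27 to 143 nt of UN31232. The sequence of aof-miRn30 was not found in the precursor that Table S3 lists for it on the opposite strand of that unigene.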

Similar findings were reported in other plants, such as soybean [37], switchgrass [38], and *Panax ginseng* [39]. Furthermore, in the present study, miRNAs could be located in either the 5′-arm or 3′-arm of the stem-loop precursor. For the unigene UN42854, aof-miRn31 was located in the 3′-arm; conversely, this miRNA was also located in the 5′-arm of UN31232. Moreover, UN16232 and UN17918 are the precursors of aof-miRn31, and originate from the 5′-arm and 3′-arm, respectively. 

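In the precursor from UN42854, aof-miRn31 starts at position 73 of 94 nt, in the 3′ arm, and all 22 of its bases are paired. In the precursor from UN31232 it lies in the 5′ arm. Table S3 lists UN16232 and UN17918 for aof-miRn39, which starts at position 46 of the 67-nt precursor from UN17918 and is not found in the precursor from UN16232.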

Interestingly, among novel candidates, 18 miRNAs were predicted to be generated from UN07381. Therefore, this unigene may be required to transcribe several miRNAs in asparagus.

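Table S3 lists 18 candidates at UN07381, and 5 of them also at UN09382. All 18 are windows of 1 stretch of 30 nt, CGAAAUUCCAGACGGUCGGCGGGCUGAAUC. They start at 8 different positions and end at 6. Their values summed to 257 TPM in the female library and 315 TPM in the male library. The most used 5′ end held 23.0% of this sum in the female library and 27.0% in the male library. In 8 conserved families with 3 or more overlapping sequences, the most used 5′ end held at least 81.5% in the female library and 62.4% in the male library. Conserved sequences were listed by their match to known mature miRNAs. This can leave out reads with shifted 5′ ends, so these shares may be too high.

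**Figure D2:**
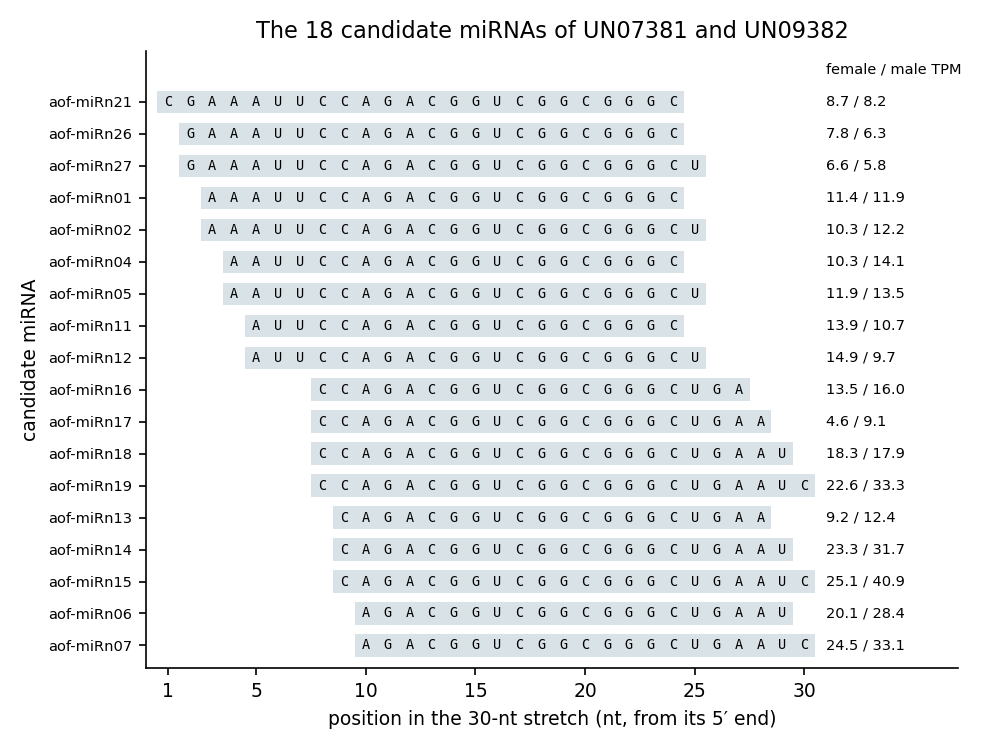
Sequences of the 18 candidate miRNAs listed at UN07381, placed by position in nt along the shared stretch, with their female and male TPM at the right. The windows start at 8 positions and none stands far above the others.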

### Differentially expressed miRNAs between male and female plants

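The median log2 ratio of the female to the male value was 0.18 over the listed miRNAs, and the log2 ratio of the summed values was 0.16. Ratios are given as deposited, without correction for this shift.

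**Figure D3:**
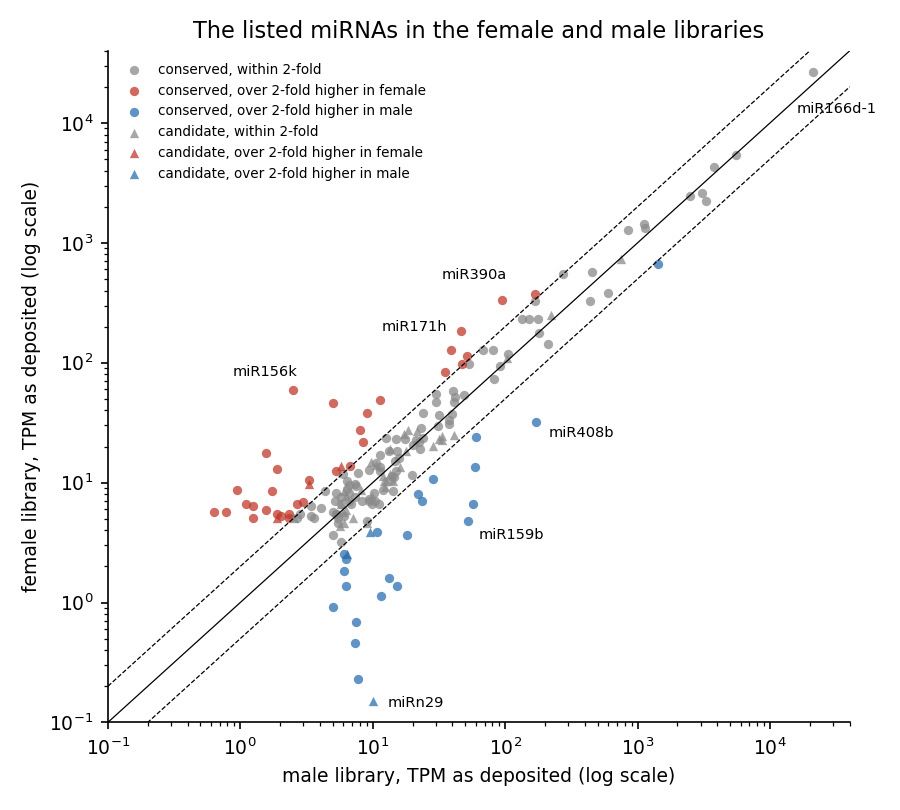
Female TPM against male TPM of the 194 listed miRNAs, both on log scales. Circles are conserved miRNAs and triangles candidates, and dashed lines mark 2-fold. Aof-miRn29, listed at 0 in the female library, is drawn at the lower edge. Most of the points beyond the dashed lines lie at low values.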

The normalized expression levels of miRNAs were compared between male and female plants to identify sex-biased miRNAs. MiRNAs with more than 2-fold changes in their expression levels and adjusted *p* < 0.05 are presented in Table 3. 

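Of the 70 miRNAs under 10 TPM in the higher library, 26 were over 2-fold apart. Of the 92 between 10 and 100 TPM, 27 were over 2-fold apart, and of the 32 with at least 100 TPM, 7 were. The adjusted p-values behind Table 3 were not computed again.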

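By the deposited values, 60 of the 194 miRNAs were over 2-fold apart, 54 of them conserved and 6 candidates. The miR166 family held 22 of them. Of the 60, 19 were single-substitution variants with less than 1% of the value of a more abundant miRNA. With 5 TPM added to both values, 32 miRNAs were over 2-fold apart, and with near-identical sequences of a family merged, 26 of 73 were.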

The results showed that 56 conserved miRNAs and seven novel candidate miRNAs were differentially expressed between male and female RNA libraries. Among them, 37 miRNAs were significantly up-regulated in the female library, whereas the other 26 miRNAs were preferentially expressed in the male library. 

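Rescaled by the median ratio, 30 miRNAs were over 2-fold higher in the female library and 28 in the male library. By the deposited values, 35 miRNAs were over 2-fold higher in the female library and 25 in the male library. Among those with at least 10 TPM in one library, the largest female to male ratios were found for aof-miR156k, aof-miR166d-4 (11.2), aof-miR166d-5 (9.20), aof-miR168e (6.93), aof-miR164e (4.31), aof-miR393b (4.17), aof-miR171h (3.98) and aof-miR390a (3.51). The largest male to female ratios, apart from aof-miRn29, were found for aof-miR166k-1 (11.2), aof-miR159b (11.0), aof-miR168f (10.2), aof-miR168a-2 (8.66), aof-miR166i-6 (8.33), aof-miR408b (5.30) and aof-miR396f (4.97). Of these, aof-miR156k belongs to the family that targets SPL factors and aof-miR171h to the miR479 family. The miRNAs aof-miR166d-4, aof-miR166d-5 and aof-miR166i-6 are single-substitution variants with less than 1% of the value of aof-miR166d-1. Aof-miR390a had 333 TPM in the female library and 94.9 TPM in the male library, aof-miR171h had 185 and 46.6 TPM, and aof-miR408b had 32.2 and 171 TPM.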

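Summed by family, 8 of 26 families were over 2-fold apart. Higher in the female library were miR390 (log2 ratio 1.81), which triggers small RNAs against auxin response factors, miR393 (1.45), which targets auxin receptors, and miR160 (1.22), which targets auxin response factors. The miR479 (1.99), miR171 (1.12) and miR5179 (1.04) families were also higher there. Higher in the male library were the miR408 family (4.81-fold), which acts on copper proteins, and the miR1425 family (4.58-fold). The miR1425 family was no longer over 2-fold apart with 5 TPM added to both values or with a minimum of 10 TPM in one library, and miR5179 was no longer so with 5 TPM added. With the values rescaled by the median ratio, miR171 and miR5179 were no longer over 2-fold apart, and the small female excess of miR159, miR168, miR172 and miR894 changed to a male excess. With aof-miRn20, aof-miRn25 and aof-miRn28, which overlap miR160, added to that family, its log2 ratio was 0.15. This last setting was chosen after the values were seen.

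**Figure D4:**
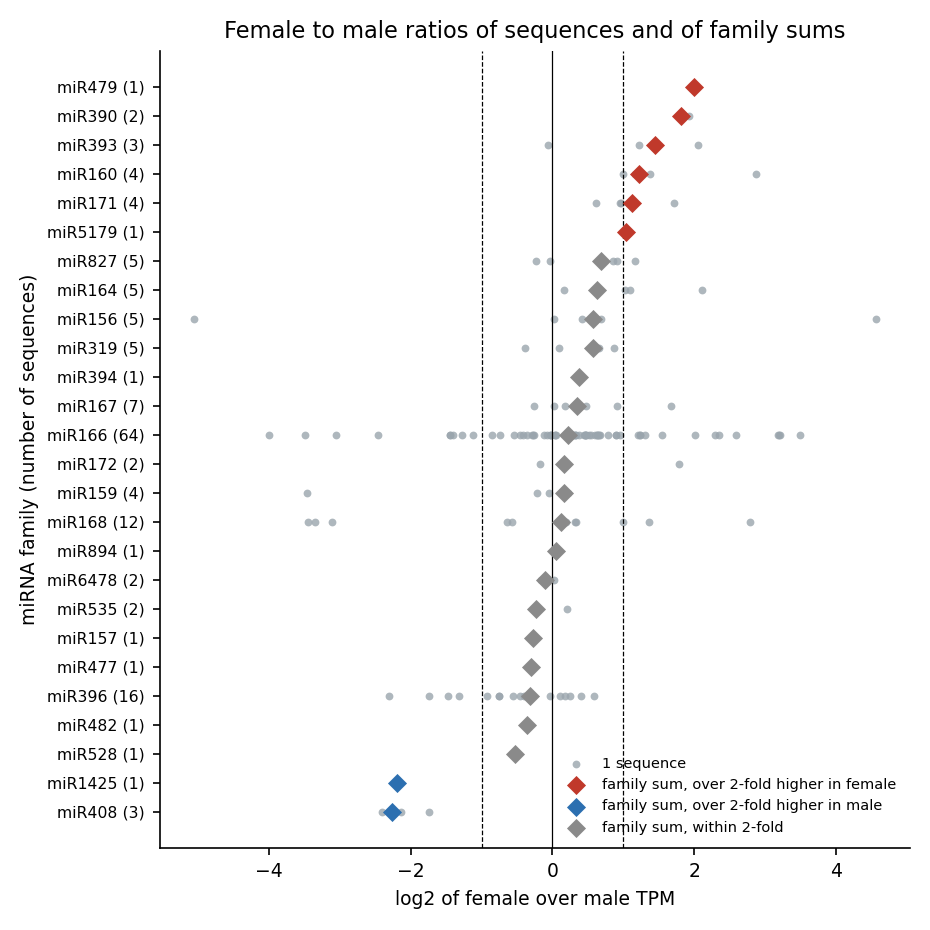
Log2 of the female over the male TPM for each conserved sequence (small circles) and for the sum of each family (diamonds), with the number of sequences of the family in brackets. Dashed lines mark 2-fold. The sums of 6 families lie over 2-fold higher in the female library, 4 of them also after rescaling by the median ratio, and those of 2 families in the male library.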

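Families with related targets were grouped into lists. Members were taken by family and not by arm of the hairpin, as with aof-miR396a-3p beside aof-miR396a-5p. A list can therefore hold sequences that do not share the targets named for its family. The 16 members of miR396, which targets growth-regulating factors, had a median log2 ratio of -0.51, and 11 of them were higher in the male library. This median lies at the 0.29th percentile of random lists of the same size matched on mean value, but the exact 95% interval of the median includes 0, with an upper bound of 0.18, and merging near-identical sequences left 5 with a median of -0.32. The 9 members of the copper and nutrient families miR408, miR528 and miR827 had a median of -0.23 (2.205th percentile, interval -2.14 to 0.91). All 3 miR408 members were over 2-fold higher in the male library, while aof-miR827c was over 2-fold higher in the female library, though not after rescaling by the median ratio, and the summed miR827 value was higher there, with 663 TPM against 413 TPM. For the 13 members of miR159, miR319 and miR171, which target MYB, TCP and GRAS factors, the median was 0.61 (94.93rd percentile). The 64 members of miR166, which targets class III HD-ZIP genes, had a median of 0.33 (94.04th percentile). Of these, 41 are single-substitution variants with less than 1% of the value of a parent, so the percentile does not rest on 64 separate miRNAs, and after merging the median of 14 sequences was 0.13. For the 8 members of miR156, miR157 and miR172, which act on phase change and flowering, it was 0.22 (49.36th percentile). The 12 members of miR168, which targets AGO1, had a median of 0.16 (49.885th percentile), which turned to -0.01 when the values were rescaled by the median ratio and to -0.58 after merging. For the 18 candidates of the inverted repeats it was -0.25 (12.445th percentile). The disease-resistance list held aof-miR482 alone and has no median.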

Notably, aof-miRn29 was only expressed in male plants, thereby indicating that this novel miRNA may have a specific role in male flower organ development in asparagus.

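Aof-miRn29 was listed at 0 in the female library and at 10.04 TPM in the male library, so no ratio is given. Its sequence (GUGCUUCCCCUCGUUGUCACC) lies at positions 70 to 90 of a 90-nt precursor from UN05913. The opposite arm holds aof-miR535b at positions 3 to 23. From its detection in male plants only, the paper proposes a specific role of aof-miRn29 in the development of male flower organs.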

**Table 3:** Differentially expressed miRNAs between asparagus male and female plants

miRNA-name	Sequence	Length	Family	Expression (TPM)		Female/male	Log_2_ (fold change)
				Female	Male		
aof-miR1425-5p	UAGGAUUCAAUCCUUGCUGCU	21	miR1425	1.37	6.27	0.219	–2.1910
aof-miR156k	UGACAGAAGAGAGAGAGCAC	20	miR156	59.22	2.51	23.594	4.5603
aof-miR156a	UUGACAGAAGAGAGUGAGCAC	21	miR156	0.23	7.69	0.030	–5.0589
aof-miR159b	UUUGGAUUGAAGGGAGCUCUG	21	miR159	4.80	52.86	0.091	–3.4580
aof-miR160c	GCGUGCGAGGAGCCAAGCAUA	21	miR160	5.72	0.78	7.333	2.8744
aof-miR160b	UGCCUGGUUCCCUGUAUGCC	20	miR160	11.89	5.96	1.943	0.9583
aof-miR160d	UGCCUGGUUCCCUGUAUGCCA	21	miR160	114.55	51.14	2.240	1.1635
aof-miR160a	UGCCUGGCUCCCUGUAUGCCA	21	miR160	21.95	8.47	2.591	1.3735
aof-miR164c	GGAGAAGCAGGGCACGUGCA	20	miR164	13.72	6.75	2.033	1.0236
aof-miR164a	UGGAGAAGCAGGACACGUGC	20	miR164	5.03	2.35	2.140	1.0976
aof-miR164e	UGGAGAAGCAGGACACGUGCA	21	miR164	48.70	11.29	4.314	2.1090
aof-miR166a-2	GGAAUGUUGUCUGGCUCGUG	20	miR166	6.40	1.25	5.120	2.3561
aof-miR166b-1	GGAAUGUUGUCUGGCUCGUGG	21	miR166	83.00	35.14	2.362	1.2400
aof-miR166e-2	UCCGACCAGGCUUCAUUCCCC	21	miR166	5.72	0.63	9.079	3.1825
aof-miR166e-4	UCGCACCAGGCUUCAUUCCCC	21	miR166	5.49	1.88	2.920	1.5460
aof-miR166e-6	UCGGACCACGCUUCAUUCCCC	21	miR166	6.86	2.98	2.302	1.2029
aof-miR166e-7	UCGGACCAGACUUCAUUCCCC	21	miR166	10.75	28.55	0.377	–1.4074
aof-miR166e-8	UCGGACCAGCCUUCAUUCCCC	21	miR166	8.00	21.80	0.367	–1.4461
aof-miR166e-9	UCGGACCAGCCUUCAUUCCUC	21	miR166	0.91	5.02	0.181	–2.4659
aof-miR166e-10	UCGGACCAGGCCUCAUUCCCC	21	miR166	12.58	5.33	2.360	1.2388
aof-miR166e-11	UCGGACCAGGCUCCAUUCCCC	21	miR166	8.46	1.73	4.890	2.2898
aof-miR165a	UCGGACCAGGCUUCAUCCCCC	21	miR166	661.69	1436.29	0.461	–1.1172
aof-miR166l-2	UCGGACCAGGCUUCAUUUCUC	21	miR166	2.52	6.12	0.412	–1.2793
aof-miR166i-6	UCGGACCAGUCUUCAUUCCCC	21	miR166	1.60	13.33	0.120	–3.0589
aof-miR166k-1	CUCGGACCAGGCUUCAUCCCC	21	miR166	1.37	15.37	0.089	–3.4901
aof-miR166d-2	UCGGACCAGGCUUCAUUACCC	21	miR166	5.03	1.25	4.024	2.0086
aof-miR166d-4	UCGGCCCAGGCUUCAUUCCCC	21	miR166	17.61	1.57	11.217	3.4876
aof-miR166d-5	UCGGGCCAGGCUUCAUUCCCC	21	miR166	46.19	5.02	9.201	3.2018
aof-miR166d-6	UCGGGCCAGGCUUCAUUCCUC	21	miR166	6.63	1.10	6.027	2.5914
aof-miR166i-9	UCGGUCCAGGCUUCAUUCCCC	21	miR166	8.69	0.94	9.245	3.2087
aof-miR166b-p3	UCUCAGACCAGGCUUCAUUCC	21	miR166	6.63	2.67	2.483	1.3121
aof-miR166a-5	UCUCGGACCCGGCUUCAUUCC	21	miR166	0.46	7.37	0.062	–4.0116
aof-miR166m-1	UCGGACCAGGCUUCAUUCCUUU	22	miR166	2.29	6.27	0.365	–1.4540
aof-miR167g	UGAAGCUGCCAGCAUGAUC	19	miR167	117.74	54.25	2.170	1.1177
aof-miR167b	GGUCAUGCUCUGACAGCCUCACU	23	miR167	10.52	3.29	3.198	1.6772
aof-miR168d	CGCUUGGUGCAGGUCGGGAA	20	miR168	5.26	2.04	2.578	1.3663
aof-miR168f	CCCGCCUUGCACCAAGUGAAU	21	miR168	1.14	11.61	0.098	–3.3511
aofmiR168e	UCGCUUGGUGCAGGUCGGGU	20	miR168	13.03	1.88	6.931	2.7931
aof-miR168a-2	UCGCUUGGUGCAGAUCGGGAC	21	miR168	6.63	57.41	0.115	–3.1203
aof-miR168a-4	GAUCCCGCCUUGCACCAAGUGAAU	24	miR168	0.69	7.53	0.092	–3.4422
aof-miR171f	UGAUUGAGCCGUGCCAAUAUC	21	miR171	128.27	39.06	3.284	1.7155
aof-miR172b	GUGGCACCAUCAAGAUUCACA	21	miR172	27.67	8.00	3.459	1.7904
aof-miR390c	AGCUCAGGAGGGAUAGCGCC	20	miR390	5.94	1.57	3.783	1.9195
aof-miR390a	AAGCUCAGGAGGGAUAGCGCC	21	miR390	332.68	94.91	3.505	1.8094
aof-miR393a	UCCAAAGGGAUCGCAUUGAUC	21	miR393	5.49	2.35	2.336	1.2240
aof-miR393b	UCCAAAGGGAUCGCAUUGAUCU	22	miR393	37.95	9.10	4.170	2.0600
aof-miR396a-5p	UUCCACAGCUUUCUUGAACU	20	miR396	24.24	60.55	0.400	–1.3219
aof-miR396f	UCCACAGGCUUUCUUGAACUG	21	miR396	3.66	18.20	0.201	–2.3147
aof-miR396g	UUCCACAGCCUUCUUGAACUG	21	miR396	1.83	6.12	0.299	–1.7418
aof-miR396b-4	UUCCACAGCUUUCUUGAACUU	21	miR396	3.89	10.82	0.360	–1.4739
aof-miR408a	UGCACUGCCUCUUCCCUGGC	20	miR408	7.09	23.69	0.299	–1.7418
aof-miR408b	UGCACUGCCUCUUCCCUGGCU	21	miR408	32.24	170.99	0.189	–2.4035
cme-miR408c	UGCACUGCCUCUUCCCUGGCUU	22	miR408	13.49	59.61	0.226	–2.1456
aof-miR171h	UGAGCCGAACCAAUAUCACUC	21	miR479	185.20	46.59	3.975	1.9910
aof-miR5179	UUUUGCUCAAGACCGCGCAAC	21	miR5179	97.17	47.37	2.051	1.0363
aof-miR827c	UUAGAUGACCAUCAACAAACA	21	miR827	377.95	167.85	2.252	1.1712
**aof-miRn08**	**AGCGGGGUGUUCUGAUCCAUA**	**21**		**5.03**	**1.88**	**2.676**	**1.4201**
**aof-miRn09**	**AGCGGGGUGUUCUGAUCCAUACAA**	**24**		**9.83**	**3.29**	**2.988**	**1.5792**
**aof-miRn17**	**CCAGACGGUCGGCGGGCUGAA**	**21**		**4.57**	**9.10**	**0.502**	**–0.9942**
**aof-miRn23**	**CGAACCCUGGUCGAUUGUUUUU**	**22**		**2.52**	**6.43**	**0.392**	**–1.3511**
**aof-miRn29**	**GUGCUUCCCCUCGUUGUCACC**	**21**		**0.00**	**10.04**	**0.000**	
**aof-miRn30**	**UAAAUAGUCGGGGUUGCCAACC**	**22**		**3.89**	**9.57**	**0.406**	**–1.3004**
**aof-miRn33**	**UGGCGUGCAUGGAAUCAAGCA**	**21**		**13.72**	**5.80**	**2.366**	**1.2425**

TPM transcripts per million. Bold font highlights novel miRNAs in *A. officinalis*. All the differentially expressed miRNAs were screened out at the restrictive condition of *p* value < 0.05

To confirm the expression patterns of miRNAs in asparagus derived from the high-throughput sequencing, 15 identified miRNAs were selected and subjected to qRT-PCR analysis in either plants or flowers. 

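In the deposited table aof-miR156k had 59.2 TPM in the female library and 2.51 TPM in the male library, a ratio of 23.6. Aof-miR156j, from the same family, had 93.3 and 92.1 TPM.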

The results of qRT-PCR analysis were consistent with the sequencing data (Fig. 4a), except for aof-miR156k, which exhibited more than 23-fold higher expression levels in the female library than that in the male library based on sequencing data, whereas only 1.5-fold levels were detected in female plants than that in male plants by qRT-PCR analysis. Therefore, the sequence data is trustworthy and can be used for further analyses.

**Fig. 4:**
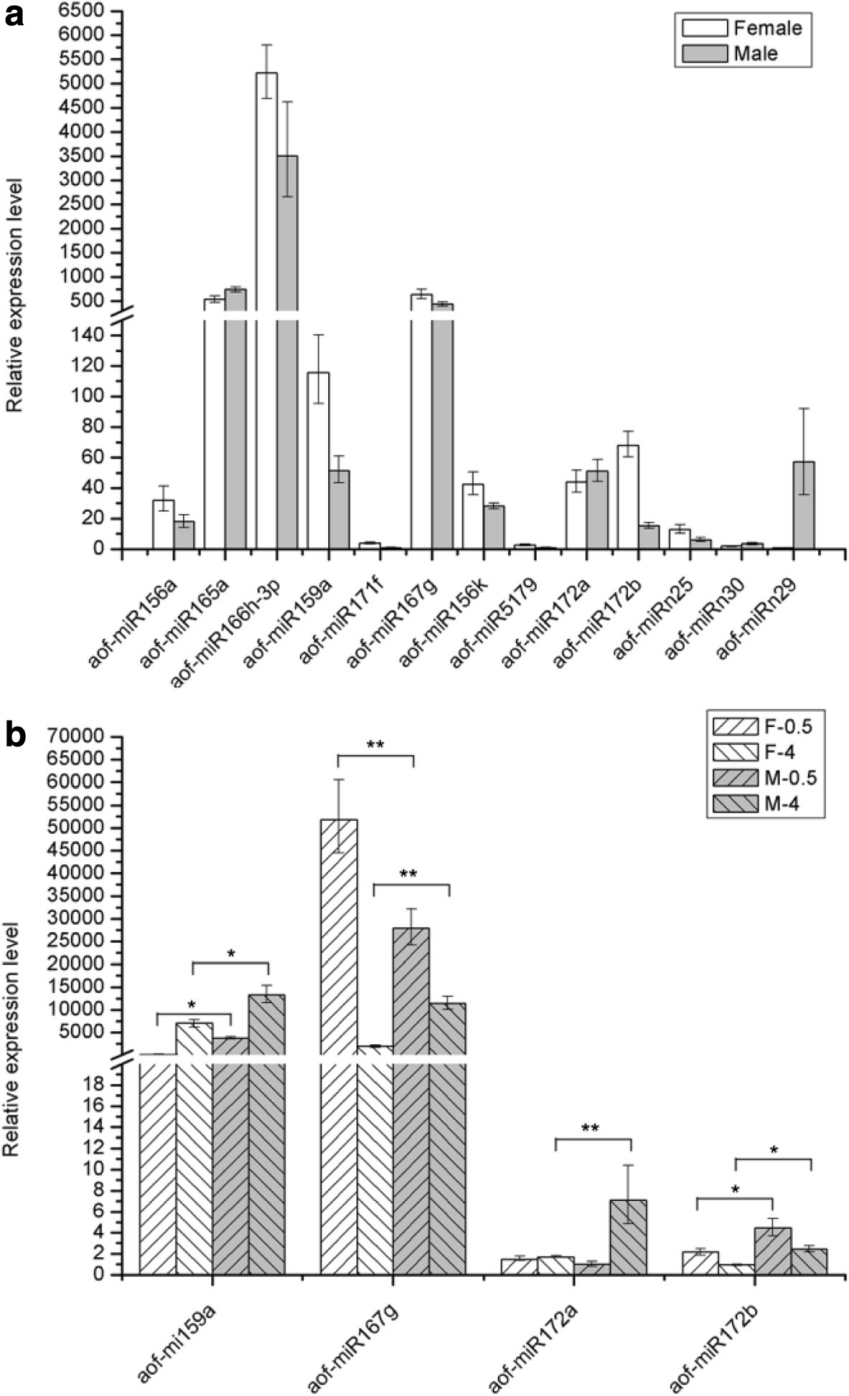
Comparison of miRNA expression levels between asparagus male and female individuals through qRT-PCR. **a** Expression levels of 13 selected miRNAs between male and female plants. **b** Expression profiles of aof-miR159a, aof-miR167g, aof-miR172a and aof-miR172b during male and female flower development. F-0.5, 0.5 mm female flower buds; M-0.5, 0.5 mm male flower buds; F-4, 4.0 mm female flower; M-4, 4.0 mm male flower. *or **indicates a statistically significant difference between male and female flowers at the same stage at *P <* 0.05 or 0.01, respectively

The expression profiles of differentially expressed miRNAs in male and female flower buds were estimated during the early (with a length of 0.5 mm) and late (with a length of 4 mm) stages through qRT-PCR to evaluate the correlations between expression levels of these miRNAs, including aof-miR167g, aof-miR172a, aof-miR172b, and aof-miR159a with their potential roles in sex determination or flower development. These miRNAs exhibited differential expression patterns during asparagus flower development (Fig. 4b). The expression of aof-miR167g was decreased in both male and female flowers during development, with TPM of approximately 26-fold higher in 0.5 mm female floral buds than that in 4 mm ones. By contrast, changes in male flowers were less than 2-fold. Aof-miR159a exhibited opposite expression pattern, with 32-fold higher abundance in late male flowers (4 mm) than that in young male floral buds (0.5 mm). Meanwhile, the expressions levels of aof-miR159a in male flowers were approximately 17-fold higher than that in female flowers at the early developmental stage. Furthermore, the expression level of aof-miR160d and aof-miR396f were further estimated in 0.5 mm, 2 mm, and 4 mm floral buds (Additional file 2: Figure S1), Comparison between male and female flowers showed that the expression level of aof-miR160d was higher in female flowers than that in male flowers, especially in the 2 mm floral buds, whereas the expression level of aof-miR396f showed a higher expression level in 2 mm male flower than female one, reaching to about 4-fold change.

### MiRNA putative target prediction and annotation using degradome analysis

Putative targets were predicted by high-throughput degradome sequencing to determine the function of the identified miRNAs in asparagus [12]. The male and female samples were mixed and used to construct a degradome library. A total of ~10.13 million raw reads were obtained, which represent 7,532,780 (74.4 %) unique sequences. These reads were mapped to the asparagus unigene sequences assembled from published asparagus ESTs (http://www.ncbi.nlm.nih.gov/nucest) to identify potential miRNA targets. A total of 2,486,559 (~33 %) unique sequences could be mapped to the reference asparagus unigene data. After initial processing and analyzing by CleaveLand4 (http://sites.psu.edu/axtell/software/cleaveland4/), 40 target gene sequences for 44 conserved and seven novel miRNAs were identified based on the available asparagus dataset (Additional file 3: Table S4).

Relative abundance was plotted for each transcript. The sliced-target transcripts were grouped into five categories, namely, category 0, 1, 2, 3, and 4, according to the relative abundance of tags at the target sites as previously reported in *Arabidopsis* [11], rice [12], and maize [40]. These transcripts contained more than one raw read at the position, except for category 4 with only one raw read [41]. The miRNAs and corresponding targets in the four categories are shown in Additional file 3 and Fig. 5. Among the 40 identified targets, 15, 12, and 12 targets were classified into categories 0, 2, and 4, respectively. Only one target was found in category 1, and no target belonged to category 3. These results indicate that most of the predicted targets are efficiently cleaved by their corresponding miRNAs.

**Fig. 5:**
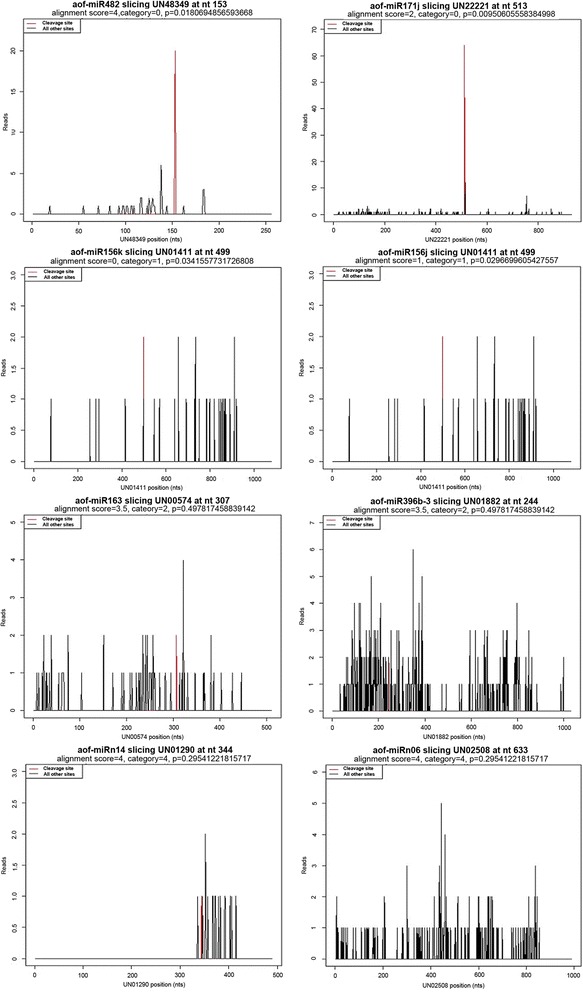
Target plot (t-plots) of representative validated asparagus miRNA targets in different categories as confirmed by degradome sequencing

Target prediction analysis showed that the identified targets regulated a wide range of biological processes. 

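The deposited target table holds alignments of the miRNAs to the asparagus unigenes with a score for each. It names no program, and the paper names psRNATarget for another search, so the origin of the scores is not certain. The table gives no reads or cleavage sites and is therefore treated as a prediction by complementarity. It lists 463 alignments of 130 miRNAs to 194 unigenes, 272 of them on the plus strand of the unigene and 191 on the minus strand. Scores ran from 0.5 to 3, and in all 382 alignments without a gap the score equals the number of mismatches plus 0.5 for each G-U pair. A lower score thus stands for closer pairing. A predicted target was listed for 96 of the 154 conserved miRNAs.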

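Among the predicted alignments, the miR396 family had sites in 29 unigenes, the miR156 family in 25 and the miR166 family in 16. Sites of miR166 members in UN19434, annotated as a class III homeobox-leucine zipper protein, were listed for 17 miRNAs. Sites in UN16563, annotated as growth-regulating factor 3, were listed for 8 miR396 members. Both unigenes have these sites on the strand opposite to the assembled one.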

Most of the conserved targets were transcription factor genes, such as translation initiation factor, hormone response factor, AP2-like factor, and scarecrow-like protein, which regulate plant growth and development, as well as stress responses [42–44]. The mRNAs of heat shock proteins (HSPs), histones, transport inhibitor response proteins, dehydrogenases, kinesin-like protein, sulfite reductases and some putative uncharacterized proteins are likely to be targeted by asparagus miRNAs. 

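Predicted sites of aof-miR167e, with scores of 2.5 and 3, were listed in UN21824 and UN02784, annotated as auxin response factor 8-like, and in UN12573, annotated as auxin response factor 6-like. Aof-miR167e had 18.3 TPM in the female library and 13.2 TPM in the male library. No predicted alignment of aof-miR167h, the most abundant member, was listed at these unigenes.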

Interestingly, several targets identified in the present study were previously reported to be involved in reproductive development in plants; these targets included MYB proteins targeted by miR159 [45], AP2-like transcription factors regulated by miRNA172 [46, 47], and *ARF6* or *ARF8* controlled by miR167 [48].

Target analysis showed that a single miRNA can simultaneously regulate several target genes, which usually belong to a large gene family. As predicted, some highly conserved miRNAs such as miR156, miR396, miR167, and miR482, had multiple targets, which is consistent with previous reports in *Arabidopsis* [12]. For example, the miR156 family can regulate several target genes such as the squamosa promoter-binding-like protein, histone H2B.11, and methyltransferase (Additional file 3). On the other hand, the majority of miRNAs from the same family and even some miRNAs from different families could regulate the same target genes. 

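Most predicted unigenes, 20, were listed for aof-miR156k, and the median over the 130 miRNAs was 2. The miR482 family, with 1 sequence, had predicted sites in 10 unigenes, and the miR167 family in 8.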

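Of the 194 predicted unigenes, 112 (57.7%) had sites of 1 miRNA only, and 10 had sites of more than 1 family. Apart from UN15466, with miR319 and miR393, the families were miR156 with miR157 or miR159 with miR319.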

Meanwhile, one mRNA could be a potential target of several different miRNAs. For example, aof-miR167a and aof-miR827 can regulate the expression of 6-phosphogluconate dehydrogenase. Moreover, aof-miR156 and aof-miR157 had the same target sequence, namely, UN13110, and both have been predicted to target the same EST sequence for squamosa binding proteins in *Phaseolus vulgaris* [49].

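Predicted sites of aof-miR827a, aof-miR827b and aof-miR827c in UN10001, annotated in Table S4 as 6-phosphogluconate dehydrogenase, each had a score of 3. No predicted alignment of aof-miR167a to UN10001 was listed. Aof-miR827c had 378 TPM in the female library and 168 TPM in the male library.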

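In UN13110 the predicted site of aof-miR156a and of aof-miR157a (GUGCUCUCUCUCUUCUGUCAA) lies from 175 to 195 nt and has a score of 1 for both miRNAs. Aof-miR156j has a site with the same score there.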

Although novel asparagus miRNAs were sequenced at relatively lower levels compared with known miRNAs, seven out of 39 novel miRNAs were found to have candidate targets in asparagus (Additional file 3: Table S4). Among these miRNAs, aof-miRn06 and aof-miRn17 had only one target gene, whereas aof-miRn39 had three target genes, including a mediator of RNA polymerase II transcription subunit 26b. 

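In the deposited prediction, aof-miRn39 has sites in UN24718 and UN22259 with a score of 2 and in UN33041 with a score of 2.5. Aof-miR482, which it extends by 2 nt at the 3′ end, has sites in the same unigenes with scores of 1, 1 and 2. UN22259 is the unigene that Table S4 annotates as mediator of RNA polymerase II transcription subunit 26b.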

No targets were identified for the other 32 novel miRNAs in the degradome sequencing data, which may be partly attributed to the limited genome and transcriptome information in asparagus. Notably, aof-miRn13 and aof-miRn14 shared the same targets, thereby suggesting that both may belong to the same miRNA family or may refer to the same miRNA because of the high similarity of their nucleotide sequences.

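Aof-miRn13 (CAGACGGUCGGCGGGCUGAA) and aof-miRn14 (CAGACGGUCGGCGGGCUGAAU) share their 5′ end and differ by 1 nt in length. Aof-miRn13 had 9.15 TPM in the female library and 12.4 TPM in the male library, and aof-miRn14 had 23.3 and 31.7 TPM. From their shared target and similar sequences, the paper proposes that both belong to 1 family or are the same miRNA.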

### Verification of miRNA-guided cleavage of target mRNAs in asparagus

The psRNA Target (http://plantgrn.noble.org/psRNATarget/) was used to predict the target unigenes of asparagus miRNAs by querying specific miRNA sequences against the asparagus unigene database created by transcriptome sequencing (RNA-seq). The results were combined with degradome analysis data. Ten predicted mRNAs for four asparagus miRNAs were selected, and their cleavage products were detected by 5′ RLM-RACE to verify the miRNA-guided target cleavage. As shown in Fig. 6, all of the 10 predicted targets were found to contain one or two specific cleavage sites, which correspond to the complementary miRNA sequences. All four tested asparagus miRNAs guided target cleavage, mostly at the 10th or 11th nucleotide (Fig. 6). 

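Among the predicted alignments, the site of aof-miR171f in UN22221 (GAUAUUGGCGCGGCUCAAUCA, 505 to 525 nt) had a score of 0.5, the lowest of the table, which 8 alignments share. Aof-miR171f had 128 TPM in the female library and 39.1 TPM in the male library, a ratio of 3.28.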

In our degradome sequencing data, scarecrow-like protein 6, which belongs to GRAS family, was predicted as the target of miR171f (Additional file 3). Consistently, four GRAS family transcription factors including UN003161, UN018618, UN025921, and UN040929, were also identified as targets cleaved by miR171f in the 5′ RLM-RACE experiment. Two growth-regulating factors (UN012544 and UN021078) were identified to be cleaved by miR396f, which is consistent with degradome sequencing data. Three auxin response factors (UN003563, UN030717, and UN032018) and a transport inhibitor response protein (UN033492) were also identified as the target genes of miR160d and miR393b, respectively, which is consistent with previous studies [50, 51].

**Fig. 6:**
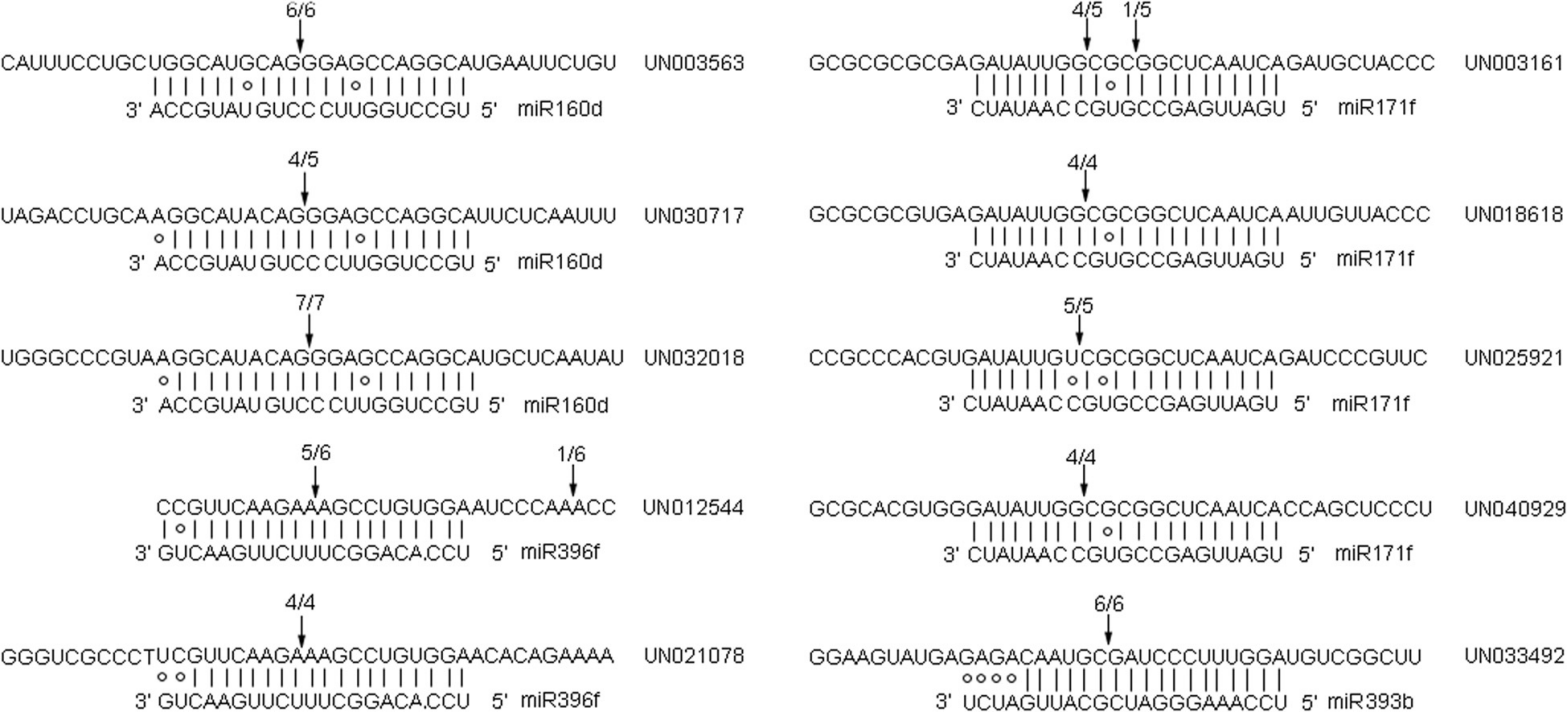
Detection of predicted miRNA target genes in asparagus by 5′ RLM-RACE. Arrows point to the cleavage sites of targeted mRNAs for four asparagus miRNAs. The Watson-Crick pairing (vertical dashes) and mismatch pairing (circles) are shown in the complementary pairing area of miRNA and its target. The denominator and numerator of the fraction indicate the number of sequenced monoclonal sequences and the number of monoclonal sequences with the cleavage site at the arrow, respectively. Only the monoclonal sequences with the cleavage sites in the complementary pairing area of miRNA/target or nearby 10 nucleotides were counted

### GO functional analysis of targets regulated by asparagus miRNA

Putative target genes were subjected to GO analysis and mapped to the metabolic pathways from the KEGG database to elucidate the miRNA–target interaction and ensure the accuracy of gene annotation. Only 19 out of 40 target unigenes could be mapped to the function and metabolic pathway databases; these genes were regulated by 26 corresponding miRNAs (Additional file 4: Table S5). These target genes were also found to be involved in a wide spectrum of biological processes (Table 4), cellular components, and molecular functions including transcription regulation, auxin–mediated signaling pathways, circadian rhythm, cell division, flower and seed development, metabolic processes, and defense responses. Several miRNAs from different families were involved in the same biological process. For instance, the miR167 and miR393 families participated in auxin mediated signaling pathways. The miR156, miR167, and miR171 families were associated with transcription regulation via DNA-dependent mechanisms. In addition, the majority of the target genes were involved in nucleic acid and protein binding, as well as protein dimerization. Furthermore, GO classification demonstrated that most of the predicted proteins (19 unigenes) were located in the nucleus. The other proteins functioned in the extracellular region, endoplasmic reticulum, cytoplasm, and Golgi apparatus.

**Table 4:** GO term analysis on different expressed miRNAs between asparagus male and female plant

GO biological process	miRNAs	Unique gene
Transcription, DNA − dependent	miR156k; miR156j; miR167a; miR167e; miR167c; miR171b; miR171f; miR171j; miR171a	UN01411; UN21824; UN04709; UN08763; UN12573; UN06775; UN22221
Regulation of transcription, DNA− dependent	miR156k; miR156j; miR167a; miR167e; miR167c; miR171b; miR171f; miR171j; miR171a	UN01411; UN21824; UN04709; UN08763; UN12573; UN06775; UN22221
Auxin mediated signaling pathway	miR167a; miR167e; miR167c; miR393a; miR393c; miR393b	UN21824; UN04709; UN08763; UN12573; UN06775; UN15466
Circadian rhythm	miR171b; miR171f; miR171j; miR171a	UN22221
Root hair cell tip growth	miR171b; miR171f; miR171j; miR171a	UN22221
Cell division	miR171b; miR171f; miR171j; miR171a	UN22221
Mitotic cell cycle	miR396a-3p; miR396d;	UN14593
Nucleosome assembly	miR156k; miR156j;	UN15310
Methionine biosynthetic process	miR156k; miR396b-4;	UN17597; UN27824
Flower development	miR167a;	UN08763; UN12573
Histidine biosynthetic process	miR396b-4;	UN27824
Carbohydrate metabolic process	miR166d-6;	UN14719
Purine nucleotide biosynthetic process	miR396b-4;	UN27824
One − carbon metabolic process	miR396b-4;	UN27824
Transport	miR408a	UN10287
Defense response	miR166d-6;	UN14719
Purine base biosynthetic process	miR396b-4;	UN27824
Folic acid-containing compound biosynthetic process	miR396b-4;	UN27824
Meristem maintenance	miR172a	UN21982
Specification of floral organ identity	miR172a	UN21982
Electron transport chain	miR408a	UN10287
Cell differentiation	miR172a	UN21982
Seed development	miR172a	UN21982

### Expression profiles of target genes for differentially expressed miRNAs

QRT-PCR was used to detect the expression profiles of miRNA specific targets during male and female floral development and validate the mechanism of a given miRNA to regulate the expression of its target gene. The expression patterns were estimated in male and female plants, as well as in 0.5 mm and 4 mm flowers for three unigenes, namely UN00815, UN12573 and UN21982, as putative target sequence of the aof-miR159, aof-miR167 and aof-miR172 family, respectively (Fig. 7). Meanwhile, three targets (UN003563, UN030717 and UN032018) for aof-miR160d and three targets (UN021544, UN021078 and UN028196) for aof-miR396f were predicted from the unigene database created by RNA-seq, and their expression levels were estimated in 0.5 mm, 2 mm and 4 mm male and female flowers (Additional file 2). A negative correlation was observed between the expression of miRNAs and their targets (Figs. 4b and 7, Additional file 2). The targets of aof-miR160d and aof-miR396f were differentially expressed between male and female flower at one or more than one developmental stage, suggesting that aof-miR160d and aof-miR396f may participate in floral development via negatively regulating their targets. MiR172 had significantly higher expression level in 0.5 mm flowers than that in 4 mm flowers of male or female plants. Conversely, its putative target sequence, UN21982, was homologous with the floral homeotic protein AP2 in *Arabidopsis* and expressed at a significantly lower level in 0.5 mm flowers than that in 4 mm flowers. *AP2* negatively regulates multiple floral organ identity genes in *Arabidopsis* [52]. Similarly, miR167 levels were lower in 4 mm flowers than those in 0.5 mm flowers in the present study. By contrast, the target gene UN12573, which encodes an auxin response factor 6 (*ARF6*), demonstrated higher expression levels in 4 mm flowers than those in 0.5 mm flowers. These findings indicate that miR172 and miR167 could regulate the putative targets *AP2* and *ARF6,* respectively. The inverse relationship between miRNAs and their target genes is consistent with the predicted mechanism of miRNA function. However, the altered expression levels of miR159 and its putative target UN00815, which encodes an eukaryotic translation initiation factor 2 subunit β (EIF-2), followed the same trend during floral development; as such, a complex regulating regulatory mechanism exits between miRNAs and their target genes [53]. MiRNAs have been proposed to upregulate their target genes upon cell cycle arrest, although the underlying mechanism has not been elucidated [54].

**Fig. 7:**
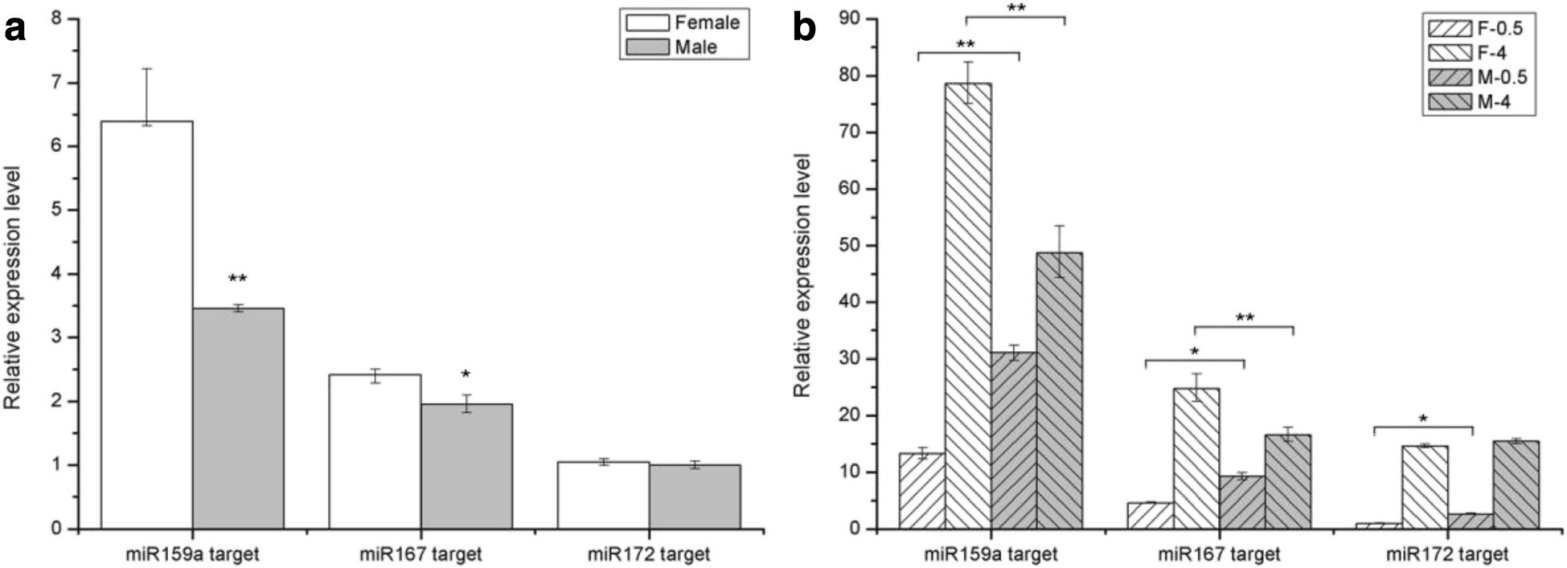
Comparison of the expression levels of miRNA target genes between male and female individuals through qRT-PCR. **a** The expression level of *EIF-2* (UN00815), *ARF6* (UN12573) and *AP2* (UN21982), targeted by aof-miR159, aof-miR167 and aof-miR172 family, respectively, in male and female plants. *or **indicates a statistically significant difference between male and female plants at *P <* 0.05 or 0.01, respectively. **b** The expression level of target genes in 0.5 mm and 4 mm female and male flower buds. F-0.5 and F-4 represent 0.5 mm and 4 mm female flower respectively; M-0.5 and M-4 represent 0.5 mm and 4 mm male flower, respectively. *or **indicates a statistically significant difference between male and female flowers at the same stage at *P <* 0.05 or 0.01, respectively

## Discussion

MiRNAs are key components of numerous cellular events in plant development and responses to various stresses. Increasing evidence has indicated that plant miRNAs are also involved in development and morphogenesis. With the development of high-throughput sequencing and bioinformatics approaches, miRNAs have been identified from various plant species with or without fully sequenced genomes, including *O. sativa, R. sativus, Populus trichocarpa, Pinus contorta, M. truncatula, C. trifoliata, Panicum virgatum,* and *P. ginseng* [4, 6, 25, 28, 30, 32, 38]. Asparagus is a perennial vegetable, important in various countries because of its importance to health and economy. To date, no asparagus miRNAs data have been reported in the plant miRNA database. In the present study, sRNA libraries of male and female asparagus plants were constructed and sequenced using the Illumina HiSeq system, which generated 4–5 million clean shorter reads (up to 35 bp) per sample. From these sRNA sequences, a total of 154 conserved miRNAs belonging to 26 miRNA families and 39 novel candidate miRNAs were identified in garden asparagus (Additional file 1: Table S1).

Previous studies predicted conserved miRNAs according to their homology to known miRNAs in miRBase. In the present study, homology-based predictions of conserved miRNAs in asparagus were validated by precursor sequence folding and the genuine hairpin structures. Some miRNAs that were previously identified in a wide range of plants were also found in the present study; such miRNAs include the miR159, miR166, miR171, miR172, and miR396 families. The miR166 family contained the highest number of miRNA members. Meanwhile, some highly conserved miRNA families were sequenced with more than 1,000 TPM; these families included the miR159, miR164, miR166, miR167, miR396, and miR535 families (Additional file 1). Therefore, these highly expressed miRNAs may have an essential role in the regulation of asparagus growth and development. 

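A miRNA above 1000 TPM in at least one library was found in 6 families, and 10 miRNAs reached this level.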

Some conserved miRNAs in asparagus have also been studied in detail in other plants. For example, miR171 in *Arabidopsis* targets mRNAs coding for the GRAS domain or scarecrow-like proteins, a family of transcription factors whose members have been implicated in axillary meristem formation, gibberellin and light signaling, gametogenesis, and root radial patterning [55–57]. A previous study showed that miR393 could target mRNAs coding for the TIR1 (an F-box protein) family in *Arabidopsis,* which is required for auxin responses in plant development [51]; miR393 was also strongly upregulated by cold, dehydration, and NaCl treatments [58].

Despite the lack of complete genomic sequences, the availability of asparagus EST and transcriptome sequences contributed to the identification of novel asparagus miRNAs. Based on the hairpin structures of pre-miRNAs, 39 novel candidate miRNAs that met the analytical criteria were identified in this study. The number of potential specific miRNAs in asparagus is comparable with some plant species, such as *B. oleracea* (26) [33], *P. ginseng* (28) [39], *P. vulgaris* (29) [49], and strawberry (37) [59]. Among the novel candidate miRNAs, aof-miRn28, aof-miRn38, and aof-miRn39 presented higher expression levels than the other miRNAs in both male and female individuals, thereby implying their special role in asparagus growth and development. The functions of most novel candidate miRNAs remain unknown because of limited asparagus genome information.

The selection and annotation of miRNA targets are essential steps in the designation of miRNA function in plants. Degradome sequencing based on high-throughput sequencing technology has been used to identify the targets of miRNAs and understand the miRNA regulatory network [10]. In the present study, 40 potential targets were found for 51 miRNAs; these miRNAs were grouped into four categories (Additional file 3). The 5′ RLM-RACE experiment was then performed to detect and verify the cleavage products of the 10 predicted mRNAs for four asparagus miRNAs; the results showed that target cleavage often occurred at the 10th or 11th nucleotide. Similar to previous reports, the targeted genes by of the test miRNAs had a wide range of functions; the majority of the targets were translation and transcription factors, which are involved in growth and development processes. In the present study, *ARF6* and *ARF8* could be regulated by aof-miR167, which participate in flower and fruit development in *Arabidopsis* and tomato [60]. Translation initiation factors could be targeted by aof-miR159, which is involved in anther development [61] and seed germination [62] by modulating hormone signaling pathways. Another transcription factor, squamosa promoter-binding-like protein 9 (SPL9) is a predicted target of the miR156 family, which exhibits crucial role in root development and transition from juvenile to adult phases [63]. Several miRNA targets could encode proteins involved in responses to environmental stresses. The HSP family is one of the largest groups of proteins induced by heat shock stress; these proteins are present in almost all organisms and have significant functions in cellular homeostasis under adverse environment conditions [64]. In the present study, aof-miR396b-3 and aof-miR396c-p5 could regulate the expression of *HSPs*. Furthermore, the transport inhibitor response protein was found to be the target of the miR393 family; this protein was thought to be strongly upregulated under salt stress conditions [57].

Asparagus has become a model plant for investigation of early sex chromosome evolution [65]. The sexual dimorphism in asparagus is controlled by a region called the *M* locus, which is located on a pair of homomorphic sex chromosomes (chromosome L5) [22, 23]. However, cloning the sex-determining region is hindered by the presence of highly repetitive sequences localized to the centromeric and pericentromeric regions in asparagus chromosomes [66]. The sex determination mechanism in dioecious plants remains unclear. Given that miRNAs are likely to participate in sex differentiation/maintenance, we employed high-throughput sequencing in the present study to explore the complex miRNA-mediated regulatory networks, which control asparagus reproductive development, especially sex determination. A total of 63 miRNAs were found to be significantly and differentially expressed between male and female asparagus (by more than 2-fold, adjusted *P* < 0.05), which may be associated with sex determination. 

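Aof-miR172b had 27.7 TPM in the female library and 8.00 TPM in the male library, a ratio of 3.46. The female to male ratio was 1.17 for aof-miR159a and the male to female ratio 2.17 for aof-miR165a. No sequence named aof-miR167g is in the deposited table.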

Based on the sequencing data, 37 miRNAs including aof-miR159a, aof-miR167g, and aof-miR172b were significantly upregulated in female plants, whereas the other 26 miRNAs including aof-miR165a and aof-miRn30 were upregulated in male plants. In particular, aof-miRn29 was only detected in male plants (Table 3). These differentially expressed miRNAs were further verified by qRT-PCR. Previous studies showed that most of these differentially expressed miRNAs performed multiple regulatory functions in floral organ formation and differentiation. The miR159 family is thought to target mRNAs encoding MYB proteins, it has been showed that MYB33 which bind to the promoter of the floral meristem identity gene LEAFY, as well as MYB65, could redundantly facilitate anther development in *Arabidopsis* [67]. In the present study, aof-miR159 was predicted to target *EIF-2*, which functions in the early stages of protein synthesis by forming a ternary complex with GTP and the initiator tRNA followed by binding to the 40S ribosomal subunit, however, there is no evidence at present to show the correlation of *EIF-2* with sex differentiation and floral organ development. 

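Aof-miR172a has a predicted site with a score of 1.5 in UN21982 (CUGCAGCAUCAUCAGGAUUCU), which Table S4 annotates as floral homeotic protein APETALA 2. Aof-miR172a had 72.9 TPM in the female library and 82.0 TPM in the male library.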

The miR172 family in asparagus could target mRNAs encoding floral homeotic protein AP2, which affects *Arabidopsis* flower development [46]. Furthermore, miR172 in maize could target AP2 to control sex determination [47]. Scarecrow-like protein 6, which was suggested to influence gibberellin signaling in *Arabidopsis* [55], was predicted to be targeted by four miR171 family mumbers in asparagus. 

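Predicted sites in UN22221 were listed for 4 miR171 members, with scores of 1.5 for aof-miR171b and 2 for aof-miR171a and aof-miR171j, beside aof-miR171f. Aof-miR171a had 324 TPM in the female library and 168 TPM in the male library. Aof-miR171b had 5.26 and 3.45 TPM, and aof-miR171j had 5.49 and 2.82 TPM.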

Since gibberellin could promote stamen and anther development in *Arabidopsis* [68], and promote masculinity in *Cannabis sativa* and *Spinacia oleracea* [69], the scarecrow-like protein 6 could be inferred to have a role in sex determination in asparagus.

Auxin is implicated in various physiological and developmental processes in plants. ARF has been reported to regulate flower and leaf development by controlling auxin responses [70]. MiR319 was reported to target *ARF2* genes, whereas miR160a may target *ARF16*/*17. ARF2* is a transcriptional suppressor involved in regulation of ethylene, auxin, ABA, and brassinosteroid to control the onset of leaf senescence, floral organ abscission and ovule development [71]. *ARF2* promotes transitions between multiple stages of *Arabidopsis* development and positively regulates flower development [72]. In *Arabidopsis*, *ARF6* and *ARF8* were validated as targets of miR167 and essential for the fertility of ovules and anthers [48]. Recently, Liu et al. [60] suggested that the miR167 family is essential for regulating gynoecium and stamen development in immature tomato flowers by modulating the expression levels of *SlARF6* and *SlARF8*. 

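Of the 7 miR167 members in the deposited table, 6 were higher in the female library, and 4 were when the values were rescaled by the median ratio. Their sum was 1636 TPM in the female library and 1287 TPM in the male library, a ratio of 1.27. Of the 21 members of the miR160, miR164, miR167, miR390 and miR393 families, the list of auxin-related families, 19 were higher in the female library and 11 were over 2-fold higher. With the values rescaled by the median ratio, 16 and 8 were. The median log2 ratio of the list was 1.02. As a description of these libraries, it lies at the 99.985th percentile of 10000 random lists of the same size matched on mean value. Merging near-identical sequences left 9 with a median of 1.18, so the percentile does not rest on 21 separate miRNAs. With 5 TPM added to both values the median of the list was 0.62. With the candidates that overlap miR160 added to that family, its log2 ratio went from 1.22 to 0.15. The list was set by family and not by arm of the hairpin.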

In the present study, the expression level of some miR167 family genes was significantly higher in female asparagus than that in male plants. 

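Aof-miR167b had 10.5 TPM in the female library and 3.29 TPM in the male library, a ratio of 3.20. Aof-miR167c had 23.8 and 12.7 TPM, a ratio of 1.87.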

The levels of aof-miR167g and aof-miR167b were at least 2-fold higher in female flowers than that in male ones. The high levels of miR167 in females can down-regulate *ARF*6 or *ARF*8 expression and thus regulate fruit and seed development. We found that the expression levels of ARF6 increased during flower development. *ARF6* was highly expressed in 4 mm female and male flowers, as indicated by the low expression of its corresponding miRNA in 4 mm flowers. Previous studies have shown that sex differentiation did not occur in 0.5 mm asparagus flowers [73], thereby implying the important roles of miR167 and *ARF6* in floral differentiation in the later development stages. Furthermore, the expression level of *ARF6* was higher in 4 mm female flowers than that in males, thereby suggesting that *ARF6* may be required to support gynoecium growth, as proved by previous studies [48]. Further research on miRNAs is worthwhile, particularly with regard to floral differentiation and sex determination.

## Conclusions

High-throughput sequencing technology was used for the first time to identify 154 known and 39 candidate novel miRNAs in *A. officinalis* plants. Through degradome sequencing and bioinformatics analysis, 40 non-redundant targets for conserved and novel miRNA were identified. These potential targets in asparagus are involved in diverse biological processes, including hormone signaling, flower development, metabolism and transcription regulation. The expression levels of the identified miRNAs and their corresponding targets were compared between male and female plants and verified by qRT-PCR. Several important miRNAs with different expression levels between male and female individuals are suggested to be sex-chromosome specific and associated with reproductive organ development and sex determination in asparagus. Given that the complete asparagus genome sequence remains unavailable, the full set of asparagus miRNAs and their targets should be further investigated. Nonetheless, our research provides a basis to elucidate the complex miRNA-mediated regulatory networks that control development and other physiological processes in asparagus.

## Methods

### Plant material

The asparagus cultivar “Grand” (California Asparagus Seed and Transplants, Inc.) was grown in a controlled greenhouse at an average temperature of 22 °C to 32 °C during the day and 18 °C to 26 °C at night, with a relative humidity of 65 %–80 %. The leaves, roots, stems, and flowers of the 3-year-old male and female plants were collected. Samples from 10 individuals were pooled, immediately frozen in liquid nitrogen and stored at -80 °C until further use.

According to previous studies, the development of asparagus flowers can be divided into 13 stages [73, 74]. Sex determination occurs at stage “-1”, when the length of flower buds is less than approximately 0.7 mm. Male and female flower buds with lengths of 0.5 ± 0.1 mm, 2.0 ± 0.5 mm, and 4 ± 0.5 mm, which respectively represent the periods before, during and after sex determination, were separately sampled from male and female plants. Each of the six floral samples was collected from more than 15 different plants and subsequently mixed, and immediately frozen in liquid nitrogen. Total RNA was isolated using the modified Trizol method and used for qRT-PCR analysis.

### Small RNA library construction and high-throughput sequencing

Total RNA was isolated with TRIzol reagent (Invitrogen, USA) according to the manufacturer’s protocols. Genomic DNA contamination was removed using RQ1 RNase-Free DNase (Promega, USA). The quantity and quality of the total RNA were assayed with a NanoDrop ND-1000 spectrophotometer (NanoDrop). Equal amounts of total RNA from each organ were pooled to obtain the respective total RNAs of male and female plants. The sRNA fractions between 10–55 nt were isolated from the total RNA pool with Novex 15 % TBE-urea gels (Invitrogen, USA).

SRNA libraries were constructed with the Illumina Truseq Small RNA Preparation kit and subjected to next generation sequencing using Illumina HiSeq technology at LC Sciences (China), according to the manufacturer’s protocol.

### Asparagus EST sequence collection and de novo assembly

A total of 8422 asparagus ESTs were collected from GenBank. Approximately 210,000 asparagus transcriptome sequences generated using the 454 pyrosequencing technology as described by Mercati et al. [25] were downloaded from NCBI Short Sequence Archive (Accession Nos. SRX212313 and SRX212315). All these sequences were processed to remove low quality, low complexity and vector sequences using SeqClean (http://sourceforge.net/projects/seqclean/). The cleaned sequences were de novo assembled into unigenes using iAssembler using default parameters [75]. The unigene sequences were provided as Additional file 5.

### Bioinformatics analysis of sequencing data

Raw sequences for the two libraries were cleaned of sequence adapter, low quality tags and small sequences (< 15 nt long). The identical adaptor trimmed sequences in the range of 15–45 nt were then selected for mapping of putative mRNA and non-coding RNA including rRNA, tRNA, snRNA, and snoRNA, deposited at the Rfam (ftp://ftp.sanger.ac.uk/pub/databases/Rfam/11.0/) and NCBI GenBank databases. The remaining sequences were clustered into unique sRNAs with normalized counts for the individual sequence reads. Unique sRNAs with TPM ≥5 in at least one sample and lengths between 20–24 nt were included for miRNA identification. These sRNAs were aligned to the reference sequences including asparagus unigenes or rice genome) with perfect matches. The flanking sequences of sRNAs (200 bp from each side) were extracted and theoretically folded with the RNAfold program (http://mfold.rna.albany.edu/?q=mfold). The potential miRNA candidates were predicted using Mireap (http://sourceforge.net/projects/mireap/) by detecting the secondary hairpin structure, the Dicer cleavage site, and the MFE according to the criteria described by Meyers et al [34]. On the other hand, all these unique sRNAs were also used to query against the mature miRNA sequences in miRBase 21 (ftp://mirbase.org/pub/mirbase) using bowtie allowing up to two mismatches to identify conserved miRNAs [76]. The Fisher’s exact test and *χ*2 test were used to identify differentially expressed miRNAs. The miRNAs with more than 2-fold changes in their expression levels and adjusted *p* values < 0.05 were considered as differentially expressed.

### Degradome sequencing and data analysis

Total RNA from different organs of male and female asparagus plants was equally mixed and used to construct the degradome library according to the method described by Ma et al. [77] with minor modifications. Approximately 150 ng of polyA-enriched RNAs were ligated to the RNA oligonucleotide adaptor containing a 3′ *Mme* I recognition site. The ligation products were used to generate first-strand cDNA by reverse transcription, followed by PCR amplification. After purification and digestion with *Mme* I, the target PCR product was ligated to a double stranded DNA adaptor and gel-purified for PCR amplification. The final cDNA library was purified and sequenced with the Illumina GAIIx platform according to the manufacturer’s instructions.

After sequencing, the adaptor sequences and low quality sequencing reads were removed. The remaining sequences with lengths of 20–21 nt were used to identify potentially cleaved targets by the CleaveLand pipeline, as previously described [78]. The degradome reads were mapped to the asparagus unigene datasets. Only the perfectly matched alignment(s) for a given read were kept and extended to 35–36 nt by adding 15 nt of the upstream sequence. Alignments were retained when the 5′ end of the degradome sequence position coincided with the 10th nucleotide of the miRNA. All the identified targets were subjected to BLASTX analysis to search for similarity, followed by GO term analysis to analyze the miRNA-gene regulatory network.

### QRT-PCR

Fifteen miRNAs were selected and subjected to qRT-PCR to verify the miRNA expression levels derived from high-throughput sequencing. The miRNA specific forward primers and stem-loop RT primers were designed with the primer premier 5.0 software. All the primers are listed in Additional file 6: Table S6. Meanwhile, the expression profiles of nine target genes were estimated by qRT-PCR with primers listed in Additional file 6: Table S7. The specificity and amplification efficiency of each pair of primers were examined through a BLAST search in the NCBI database and by running standard curves with melting curves. The qRT-PCR reactions were run on the CFX96 Real Time System machine (Bio-RAD, USA). Two biological replicates were used to estimate the expression level of miRNAs in male and female plants, three biological replicates were used for other qRT-PCR analysis, each biological replicate has three technical replicates. Each reaction was performed with 20 μL of reaction volume containing 3 pmol specific primers and 12.5 μl SYBR Green Master Mix Reagent (Takara, Japan). The *AoFb15* gene (UN012008) was used as the internal control for the qRT-PCR analysis of target genes. The relative transcript levels were calculated with the 2^-ΔΔCT^ method (Applied Biosystems). Statistical analysis for the expression data was performed using Tukey’s HSD at the *P <* 0.05 or *P <* 0.01 level of significance in SAS software (Version 9.3, SAS Institute, USA).

### Modified 5′ RLM-RACE for the mapping of mRNA cleavage sites

Total RNA was extracted from roots, stems, leaves and flowers of male and female plants with the mirVana kit (Ambion, USA). Poly(A) + mRNA was purified from total RNA using the Oligotex mRNA Kit (Qiagen, Germany), according to the manufacturer’s instructions. A modified procedure for 5′ RLM-RACE was followed with the GeneRacer Kit (Invitrogen, USA), as previously described [79]. Nested PCR amplifications were performed with the GeneRacer 5′- nested primer and the gene-specific primer (Additional file 6: Table S8). PCR products were separated by agarose gel electrophoresis. Distinct bands with the appropriate sizes for miRNA-mediated cleavage were purified (Axygen, USA), ligated to the pGEM-T Easy vector (Promega, USA), cloned, and then sequenced.

### Availability of supporting data

The sRNA sequence data from this study have been submitted to Gene Expression Omnibus (GEO) with the accession number GSE72594 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72594).

## Additional files

Additional file 1: Table S1. Conserved and novel miRNAs identified from *A. officinalis*; **Table S2.** Pre-miRNA sequences of conserved miRNAs identified from *A. officinalis*; **Table S3.** Predicted novel miRNAs and their pre-miRNA sequences in *A. officinalis*. (XLS 131 kb) Additional file 2: Figure S1. Expression levels of aof-miR160d, aof-miR396f and their targets in male and female floral development. The targets of aof-miR160d and aof-miR396f were predicted from the unigene database created by RNA-seq. F represents female flower, M represents male flower. *or **indicates a statistically significant difference between male and female plants at *P <* 0.05 or 0.01, respectively. (DOC 139 kb) Additional file 3: Table S4. Target genes of miRNAs identified in asparagus using high-throughput degradome sequencing analysis. (XLSX 15 kb) Additional file 4: Table S5. GO term analysis for the whole collection of asparagus miRNA targets identified by degradome sequencing. The target genes are classified into biological process, cellular component and molecular function. (XLSX 12 kb) Additional file 5: Unigene sequences assembled using iAssembler in *A. officinalis*. (DOCX 7867 kb) Additional file 6: Table S6. Primers of real time qRT-PCR analysis for asparagus miRNAs, **Table S7.** Primers for qRT-PCR analysis for some selected target genes; **Table S8.** Primers for RLM-5′ RACE experiment.

## Abbreviations

MiRNA: microRNA
qRT-PCR: quantitative reverse transcription polymerase chain reaction
5′ RLM-RACE: RNA ligase-mediated 5′ rapid amplification of cDNA ends
EST: expressed sequence tag
NCBI: national center for biotechnology information
GO: gene ontology
Rfam: RNA family database
sncRNA: small non-coding RNA
BLAST: basic local alignment search tool
TPM: transcripts per million
MFEI: minimum free energy index

# Supplementary material for: Identification of miRNAs and their targets through high-throughput sequencing and degradome analysis in male and female Asparagus officinalis
**Source:** BMC Plant Biol. 2016 Apr 12;16:80. doi: 10.1186/s12870-016-0770-z
**Supplement:** Additional file 2: Figure S1. — Expression levels of aof-miR160d, aof-miR396f and their targets in male and female floral development. The targets of aof-miR160d and aof-miR396f were predicted from the unigene database created by RNA-seq. F represents female flower, M represents male flower. *or **indicates a statistically significant difference between male and female plants at P < 0.05 or 0.01, respectively.

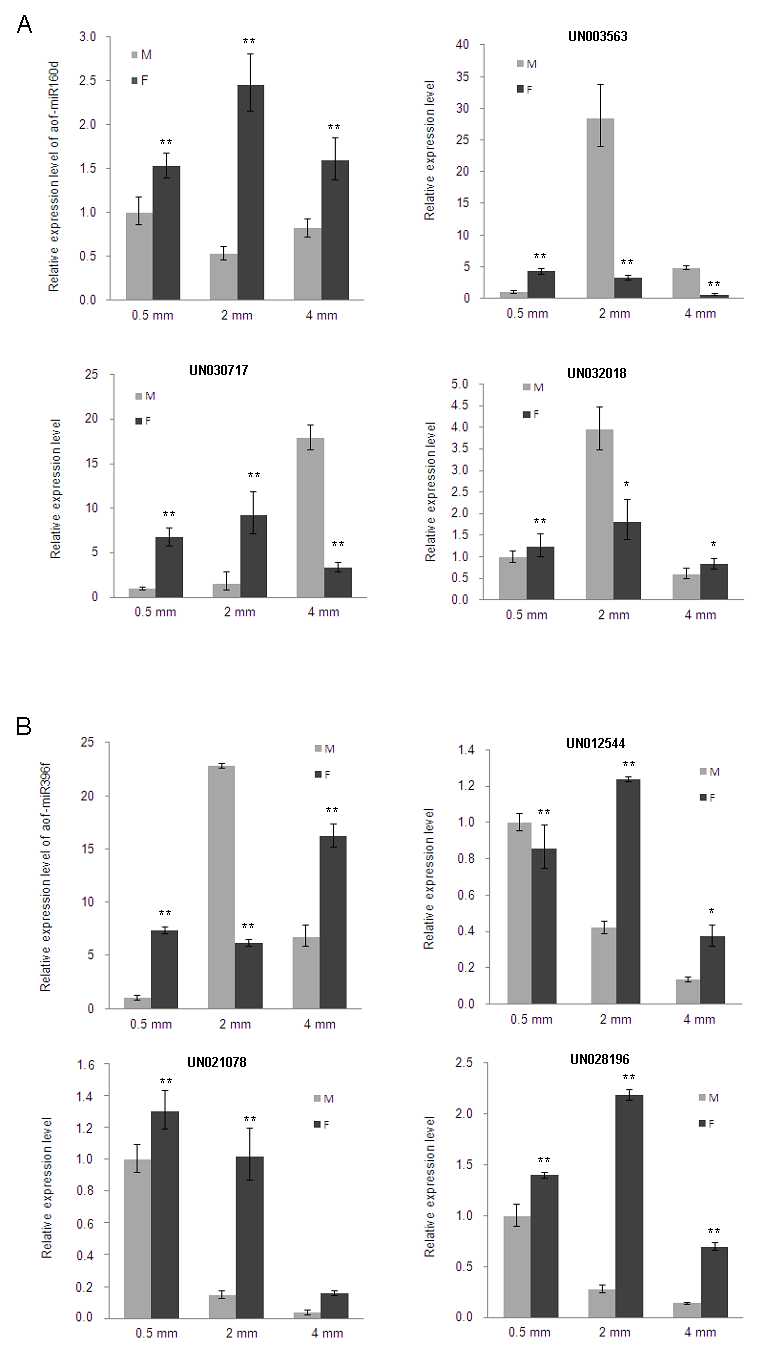

**Additional file 2: Figure S1.** Expression levels of aof-miR160d, aof-miR396f and their targets in male and female floral development. The targets of aof-miR160d and aof-miR396f were predicted from the unigene database created by RNA-seq. *Indicates the difference between male and female flowers at the same stage is significant (*P*-values < 0.05 or 0.01). F represents female flower, M represents male flower.

# Supplementary material for: Identification of miRNAs and their targets through high-throughput sequencing and degradome analysis in male and female Asparagus officinalis
**Source:** BMC Plant Biol. 2016 Apr 12;16:80. doi: 10.1186/s12870-016-0770-z
**Supplement:** Additional file 5: — Unigene sequences assembled using iAssembler in A. officinalis.

>UN00001

>UN00002

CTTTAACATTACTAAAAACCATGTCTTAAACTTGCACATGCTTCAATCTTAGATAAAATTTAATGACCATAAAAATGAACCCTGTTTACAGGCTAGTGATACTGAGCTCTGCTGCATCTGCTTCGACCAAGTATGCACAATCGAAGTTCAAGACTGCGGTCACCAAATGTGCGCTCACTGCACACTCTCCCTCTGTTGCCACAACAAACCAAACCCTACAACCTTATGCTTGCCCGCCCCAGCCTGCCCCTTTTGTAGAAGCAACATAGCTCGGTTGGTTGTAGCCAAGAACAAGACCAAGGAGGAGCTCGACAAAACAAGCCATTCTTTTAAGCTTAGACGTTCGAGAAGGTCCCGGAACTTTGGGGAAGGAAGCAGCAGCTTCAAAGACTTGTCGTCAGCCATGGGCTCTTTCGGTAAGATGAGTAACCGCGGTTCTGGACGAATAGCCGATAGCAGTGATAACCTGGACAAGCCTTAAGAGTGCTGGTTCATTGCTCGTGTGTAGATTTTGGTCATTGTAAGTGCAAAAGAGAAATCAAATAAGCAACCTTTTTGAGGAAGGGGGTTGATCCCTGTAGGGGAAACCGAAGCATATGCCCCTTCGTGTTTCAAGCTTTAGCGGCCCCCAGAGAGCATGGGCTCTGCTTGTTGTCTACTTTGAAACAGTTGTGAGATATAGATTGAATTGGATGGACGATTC

>UN00003

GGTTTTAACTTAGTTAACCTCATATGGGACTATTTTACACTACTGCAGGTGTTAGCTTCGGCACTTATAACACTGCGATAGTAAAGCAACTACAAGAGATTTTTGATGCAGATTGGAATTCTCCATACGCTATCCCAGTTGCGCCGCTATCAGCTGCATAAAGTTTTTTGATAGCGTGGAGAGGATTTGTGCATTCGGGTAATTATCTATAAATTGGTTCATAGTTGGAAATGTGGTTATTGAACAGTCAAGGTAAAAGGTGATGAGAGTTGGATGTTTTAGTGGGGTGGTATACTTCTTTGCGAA

>UN00004

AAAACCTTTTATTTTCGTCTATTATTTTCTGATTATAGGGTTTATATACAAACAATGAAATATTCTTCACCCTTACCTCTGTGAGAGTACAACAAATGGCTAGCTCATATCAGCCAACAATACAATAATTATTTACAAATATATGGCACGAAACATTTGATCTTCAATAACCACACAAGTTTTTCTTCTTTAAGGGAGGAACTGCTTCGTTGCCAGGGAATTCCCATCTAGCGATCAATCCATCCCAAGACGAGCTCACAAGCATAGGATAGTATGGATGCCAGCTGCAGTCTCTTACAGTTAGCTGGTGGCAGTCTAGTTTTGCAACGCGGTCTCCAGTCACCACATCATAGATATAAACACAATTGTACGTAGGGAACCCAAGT

>UN00005

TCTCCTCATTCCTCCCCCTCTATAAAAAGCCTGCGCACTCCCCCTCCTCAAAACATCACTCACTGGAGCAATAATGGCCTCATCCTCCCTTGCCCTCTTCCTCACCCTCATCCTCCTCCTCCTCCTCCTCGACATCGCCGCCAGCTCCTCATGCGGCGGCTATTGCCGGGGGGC

>UN00006

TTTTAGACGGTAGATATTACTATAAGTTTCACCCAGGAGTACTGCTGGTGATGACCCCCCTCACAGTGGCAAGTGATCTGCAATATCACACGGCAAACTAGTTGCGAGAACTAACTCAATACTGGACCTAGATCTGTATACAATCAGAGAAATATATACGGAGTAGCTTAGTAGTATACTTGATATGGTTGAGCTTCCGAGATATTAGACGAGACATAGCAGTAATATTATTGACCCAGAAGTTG

>UN00007

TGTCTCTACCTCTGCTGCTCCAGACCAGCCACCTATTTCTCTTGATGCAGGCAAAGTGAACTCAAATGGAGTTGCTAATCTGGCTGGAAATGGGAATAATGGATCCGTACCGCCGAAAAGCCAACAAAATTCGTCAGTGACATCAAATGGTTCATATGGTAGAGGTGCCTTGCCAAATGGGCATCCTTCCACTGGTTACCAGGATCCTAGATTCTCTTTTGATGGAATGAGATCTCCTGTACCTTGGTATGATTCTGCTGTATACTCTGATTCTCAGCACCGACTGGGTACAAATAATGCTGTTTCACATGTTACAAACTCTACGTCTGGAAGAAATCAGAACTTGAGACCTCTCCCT

>UN00008

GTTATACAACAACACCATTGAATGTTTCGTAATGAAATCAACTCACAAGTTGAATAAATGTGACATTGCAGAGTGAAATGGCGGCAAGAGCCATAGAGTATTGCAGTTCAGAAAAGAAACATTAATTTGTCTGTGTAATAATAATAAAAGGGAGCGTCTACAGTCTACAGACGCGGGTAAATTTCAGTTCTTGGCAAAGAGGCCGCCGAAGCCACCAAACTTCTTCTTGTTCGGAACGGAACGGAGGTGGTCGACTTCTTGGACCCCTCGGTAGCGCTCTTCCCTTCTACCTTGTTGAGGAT

>UN00009

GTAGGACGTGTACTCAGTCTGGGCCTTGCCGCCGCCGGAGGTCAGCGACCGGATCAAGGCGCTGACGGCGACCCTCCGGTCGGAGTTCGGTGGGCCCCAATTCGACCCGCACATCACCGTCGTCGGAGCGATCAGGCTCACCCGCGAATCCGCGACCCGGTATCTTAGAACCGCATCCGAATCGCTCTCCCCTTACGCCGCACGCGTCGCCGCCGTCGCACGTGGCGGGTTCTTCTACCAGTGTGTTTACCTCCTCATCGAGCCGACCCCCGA

>UN00010

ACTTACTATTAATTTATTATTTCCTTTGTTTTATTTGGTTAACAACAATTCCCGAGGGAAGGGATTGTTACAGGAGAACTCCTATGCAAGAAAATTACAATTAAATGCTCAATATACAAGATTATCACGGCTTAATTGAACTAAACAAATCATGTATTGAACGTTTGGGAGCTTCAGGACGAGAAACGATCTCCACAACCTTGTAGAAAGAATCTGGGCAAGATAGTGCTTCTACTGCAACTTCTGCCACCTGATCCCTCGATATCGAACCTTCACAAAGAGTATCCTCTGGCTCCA

>UN00011

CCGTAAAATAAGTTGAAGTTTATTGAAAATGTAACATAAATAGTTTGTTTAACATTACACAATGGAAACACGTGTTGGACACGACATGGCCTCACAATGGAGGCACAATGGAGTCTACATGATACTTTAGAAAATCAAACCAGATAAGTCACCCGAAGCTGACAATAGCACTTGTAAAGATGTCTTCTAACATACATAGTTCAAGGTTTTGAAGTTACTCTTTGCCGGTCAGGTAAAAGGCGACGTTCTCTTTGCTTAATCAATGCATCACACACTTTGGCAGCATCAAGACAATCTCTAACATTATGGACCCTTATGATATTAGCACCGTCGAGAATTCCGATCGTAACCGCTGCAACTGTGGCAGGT

>UN00012

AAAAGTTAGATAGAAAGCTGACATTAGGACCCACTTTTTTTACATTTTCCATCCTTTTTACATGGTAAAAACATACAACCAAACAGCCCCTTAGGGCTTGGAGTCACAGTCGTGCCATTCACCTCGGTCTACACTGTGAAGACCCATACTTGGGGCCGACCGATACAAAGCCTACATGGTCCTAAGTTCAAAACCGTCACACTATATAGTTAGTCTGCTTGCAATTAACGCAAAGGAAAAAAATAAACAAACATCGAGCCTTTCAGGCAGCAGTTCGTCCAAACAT

>UN00013

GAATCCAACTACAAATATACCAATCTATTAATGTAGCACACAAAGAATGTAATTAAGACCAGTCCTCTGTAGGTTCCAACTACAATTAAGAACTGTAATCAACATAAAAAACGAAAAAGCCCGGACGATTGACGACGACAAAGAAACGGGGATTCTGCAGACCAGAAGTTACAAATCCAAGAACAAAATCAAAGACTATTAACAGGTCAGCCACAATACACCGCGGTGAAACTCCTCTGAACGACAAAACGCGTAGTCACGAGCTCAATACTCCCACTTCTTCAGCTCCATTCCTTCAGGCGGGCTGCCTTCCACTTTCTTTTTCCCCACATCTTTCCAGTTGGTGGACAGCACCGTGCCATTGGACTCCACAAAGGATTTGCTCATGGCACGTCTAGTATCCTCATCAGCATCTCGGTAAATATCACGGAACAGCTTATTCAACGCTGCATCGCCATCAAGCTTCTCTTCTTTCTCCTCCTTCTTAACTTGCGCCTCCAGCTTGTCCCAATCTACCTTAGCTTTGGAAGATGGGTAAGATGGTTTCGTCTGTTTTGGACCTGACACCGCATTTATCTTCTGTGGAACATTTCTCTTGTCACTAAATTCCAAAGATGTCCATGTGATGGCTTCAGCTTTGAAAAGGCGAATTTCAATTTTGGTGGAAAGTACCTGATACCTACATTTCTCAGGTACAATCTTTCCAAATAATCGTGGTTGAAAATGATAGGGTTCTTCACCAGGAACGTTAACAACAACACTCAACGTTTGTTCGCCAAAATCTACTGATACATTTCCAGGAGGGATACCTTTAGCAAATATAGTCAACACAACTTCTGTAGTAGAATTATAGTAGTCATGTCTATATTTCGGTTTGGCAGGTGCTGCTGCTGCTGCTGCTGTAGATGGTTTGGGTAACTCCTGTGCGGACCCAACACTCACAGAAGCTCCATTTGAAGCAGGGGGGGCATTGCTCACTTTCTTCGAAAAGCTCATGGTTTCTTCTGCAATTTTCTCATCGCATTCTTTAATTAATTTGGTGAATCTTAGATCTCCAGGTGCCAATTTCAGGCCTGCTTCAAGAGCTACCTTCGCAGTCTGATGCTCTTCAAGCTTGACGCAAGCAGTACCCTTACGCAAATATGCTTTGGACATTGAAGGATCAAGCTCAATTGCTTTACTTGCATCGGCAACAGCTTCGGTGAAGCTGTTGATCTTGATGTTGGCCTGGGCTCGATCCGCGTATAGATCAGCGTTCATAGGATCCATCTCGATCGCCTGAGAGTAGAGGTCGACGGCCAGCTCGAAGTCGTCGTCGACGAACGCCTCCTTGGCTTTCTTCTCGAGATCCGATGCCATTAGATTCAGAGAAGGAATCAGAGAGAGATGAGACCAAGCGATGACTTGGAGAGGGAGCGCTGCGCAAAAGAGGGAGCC

>UN00014

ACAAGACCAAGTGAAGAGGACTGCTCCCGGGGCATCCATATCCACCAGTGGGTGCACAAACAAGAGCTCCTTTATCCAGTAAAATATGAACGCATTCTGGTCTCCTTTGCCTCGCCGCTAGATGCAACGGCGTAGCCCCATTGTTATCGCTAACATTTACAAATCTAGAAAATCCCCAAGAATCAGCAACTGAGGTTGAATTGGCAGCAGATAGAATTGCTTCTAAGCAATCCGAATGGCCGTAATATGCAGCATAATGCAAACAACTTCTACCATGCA

>UN00015

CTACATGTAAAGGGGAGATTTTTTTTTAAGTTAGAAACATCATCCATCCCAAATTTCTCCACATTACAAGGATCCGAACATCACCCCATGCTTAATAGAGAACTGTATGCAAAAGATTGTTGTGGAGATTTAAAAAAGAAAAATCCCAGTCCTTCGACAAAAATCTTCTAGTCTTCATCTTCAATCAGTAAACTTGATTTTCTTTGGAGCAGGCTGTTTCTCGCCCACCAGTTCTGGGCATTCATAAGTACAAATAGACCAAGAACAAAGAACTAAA

>UN00016

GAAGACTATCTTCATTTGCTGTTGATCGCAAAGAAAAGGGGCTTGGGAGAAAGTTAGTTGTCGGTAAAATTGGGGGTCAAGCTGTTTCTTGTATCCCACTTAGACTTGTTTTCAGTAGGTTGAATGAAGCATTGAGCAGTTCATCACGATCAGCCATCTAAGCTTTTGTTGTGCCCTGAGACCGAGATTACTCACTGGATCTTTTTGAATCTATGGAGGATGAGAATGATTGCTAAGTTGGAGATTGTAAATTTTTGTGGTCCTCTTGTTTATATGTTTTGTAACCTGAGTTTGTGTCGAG

>UN00017

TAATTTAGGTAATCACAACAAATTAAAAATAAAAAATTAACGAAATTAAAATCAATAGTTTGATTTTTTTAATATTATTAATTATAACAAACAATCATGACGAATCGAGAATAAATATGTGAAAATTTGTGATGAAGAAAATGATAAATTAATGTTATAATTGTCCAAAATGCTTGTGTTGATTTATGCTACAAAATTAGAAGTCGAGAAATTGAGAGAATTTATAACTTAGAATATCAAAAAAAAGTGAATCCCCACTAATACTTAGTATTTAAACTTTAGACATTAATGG

>UN00018

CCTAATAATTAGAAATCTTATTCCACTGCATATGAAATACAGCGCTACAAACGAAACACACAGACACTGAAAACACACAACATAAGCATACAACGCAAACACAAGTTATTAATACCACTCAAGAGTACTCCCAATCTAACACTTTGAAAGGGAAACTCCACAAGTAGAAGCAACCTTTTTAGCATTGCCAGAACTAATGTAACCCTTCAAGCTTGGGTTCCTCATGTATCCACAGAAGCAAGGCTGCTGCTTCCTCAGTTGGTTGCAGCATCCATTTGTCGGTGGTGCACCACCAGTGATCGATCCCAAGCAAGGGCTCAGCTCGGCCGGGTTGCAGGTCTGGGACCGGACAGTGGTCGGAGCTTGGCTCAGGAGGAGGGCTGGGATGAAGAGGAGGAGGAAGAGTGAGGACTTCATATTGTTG

>UN00019

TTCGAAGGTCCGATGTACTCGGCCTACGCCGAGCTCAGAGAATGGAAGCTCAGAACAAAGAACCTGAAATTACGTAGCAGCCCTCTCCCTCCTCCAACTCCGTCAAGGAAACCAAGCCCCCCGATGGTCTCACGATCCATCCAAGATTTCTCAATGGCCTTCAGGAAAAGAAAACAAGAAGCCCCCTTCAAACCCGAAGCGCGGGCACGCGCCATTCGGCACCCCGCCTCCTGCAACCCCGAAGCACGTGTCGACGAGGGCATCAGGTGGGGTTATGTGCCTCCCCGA

>UN00020

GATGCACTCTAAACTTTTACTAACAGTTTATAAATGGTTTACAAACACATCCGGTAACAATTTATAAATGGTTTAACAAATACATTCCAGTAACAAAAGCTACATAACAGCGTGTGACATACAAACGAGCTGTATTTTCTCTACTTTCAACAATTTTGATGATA

>UN00021

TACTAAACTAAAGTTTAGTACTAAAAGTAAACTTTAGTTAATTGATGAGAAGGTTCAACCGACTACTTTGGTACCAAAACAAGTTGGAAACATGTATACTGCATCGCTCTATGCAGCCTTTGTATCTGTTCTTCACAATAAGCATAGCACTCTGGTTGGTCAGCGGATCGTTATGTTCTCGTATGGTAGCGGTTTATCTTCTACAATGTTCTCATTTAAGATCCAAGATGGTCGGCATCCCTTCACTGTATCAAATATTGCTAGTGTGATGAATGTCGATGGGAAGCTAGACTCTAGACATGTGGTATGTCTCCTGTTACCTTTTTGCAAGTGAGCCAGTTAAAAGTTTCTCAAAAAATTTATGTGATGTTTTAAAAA

>UN00022

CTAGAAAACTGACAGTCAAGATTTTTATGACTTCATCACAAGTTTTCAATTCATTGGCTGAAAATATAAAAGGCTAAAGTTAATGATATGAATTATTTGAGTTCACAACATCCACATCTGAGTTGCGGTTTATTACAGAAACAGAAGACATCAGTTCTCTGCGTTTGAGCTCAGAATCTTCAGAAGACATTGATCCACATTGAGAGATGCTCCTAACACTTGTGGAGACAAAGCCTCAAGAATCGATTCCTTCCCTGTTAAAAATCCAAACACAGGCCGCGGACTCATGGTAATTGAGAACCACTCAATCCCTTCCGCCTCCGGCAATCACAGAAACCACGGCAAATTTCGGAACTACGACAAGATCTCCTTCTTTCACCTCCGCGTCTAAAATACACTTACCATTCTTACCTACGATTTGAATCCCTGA

>UN00023

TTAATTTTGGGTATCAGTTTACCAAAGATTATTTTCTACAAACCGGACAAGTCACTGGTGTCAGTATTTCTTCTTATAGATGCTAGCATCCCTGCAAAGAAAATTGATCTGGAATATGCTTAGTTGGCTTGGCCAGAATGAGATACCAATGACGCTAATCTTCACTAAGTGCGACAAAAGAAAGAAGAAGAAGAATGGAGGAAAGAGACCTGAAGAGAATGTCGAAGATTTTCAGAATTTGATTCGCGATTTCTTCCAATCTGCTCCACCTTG

>UN00024

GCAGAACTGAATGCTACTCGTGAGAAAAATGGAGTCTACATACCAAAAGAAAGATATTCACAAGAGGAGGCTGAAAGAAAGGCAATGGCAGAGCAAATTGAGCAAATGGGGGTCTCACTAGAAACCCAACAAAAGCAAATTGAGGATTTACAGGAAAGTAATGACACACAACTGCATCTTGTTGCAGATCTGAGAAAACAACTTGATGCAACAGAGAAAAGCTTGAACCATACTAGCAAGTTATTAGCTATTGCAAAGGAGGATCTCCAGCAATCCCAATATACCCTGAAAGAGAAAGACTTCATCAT

>UN00025

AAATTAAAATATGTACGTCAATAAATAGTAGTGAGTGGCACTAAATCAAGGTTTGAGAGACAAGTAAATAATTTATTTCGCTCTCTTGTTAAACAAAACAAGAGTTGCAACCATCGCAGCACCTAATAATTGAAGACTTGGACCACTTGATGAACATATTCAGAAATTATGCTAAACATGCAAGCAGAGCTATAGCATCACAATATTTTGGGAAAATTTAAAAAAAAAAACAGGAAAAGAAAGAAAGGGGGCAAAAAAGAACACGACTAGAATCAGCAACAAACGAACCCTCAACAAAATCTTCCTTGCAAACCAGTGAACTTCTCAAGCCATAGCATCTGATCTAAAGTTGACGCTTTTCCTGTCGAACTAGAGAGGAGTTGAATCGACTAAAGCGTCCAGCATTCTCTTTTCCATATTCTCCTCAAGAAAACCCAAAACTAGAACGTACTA

>UN00026

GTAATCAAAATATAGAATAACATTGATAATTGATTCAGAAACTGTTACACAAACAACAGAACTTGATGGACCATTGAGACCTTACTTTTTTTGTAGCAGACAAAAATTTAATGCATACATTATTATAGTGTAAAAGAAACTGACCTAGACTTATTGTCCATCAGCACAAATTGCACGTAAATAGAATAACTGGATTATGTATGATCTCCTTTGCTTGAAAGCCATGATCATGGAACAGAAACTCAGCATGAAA

>UN00027

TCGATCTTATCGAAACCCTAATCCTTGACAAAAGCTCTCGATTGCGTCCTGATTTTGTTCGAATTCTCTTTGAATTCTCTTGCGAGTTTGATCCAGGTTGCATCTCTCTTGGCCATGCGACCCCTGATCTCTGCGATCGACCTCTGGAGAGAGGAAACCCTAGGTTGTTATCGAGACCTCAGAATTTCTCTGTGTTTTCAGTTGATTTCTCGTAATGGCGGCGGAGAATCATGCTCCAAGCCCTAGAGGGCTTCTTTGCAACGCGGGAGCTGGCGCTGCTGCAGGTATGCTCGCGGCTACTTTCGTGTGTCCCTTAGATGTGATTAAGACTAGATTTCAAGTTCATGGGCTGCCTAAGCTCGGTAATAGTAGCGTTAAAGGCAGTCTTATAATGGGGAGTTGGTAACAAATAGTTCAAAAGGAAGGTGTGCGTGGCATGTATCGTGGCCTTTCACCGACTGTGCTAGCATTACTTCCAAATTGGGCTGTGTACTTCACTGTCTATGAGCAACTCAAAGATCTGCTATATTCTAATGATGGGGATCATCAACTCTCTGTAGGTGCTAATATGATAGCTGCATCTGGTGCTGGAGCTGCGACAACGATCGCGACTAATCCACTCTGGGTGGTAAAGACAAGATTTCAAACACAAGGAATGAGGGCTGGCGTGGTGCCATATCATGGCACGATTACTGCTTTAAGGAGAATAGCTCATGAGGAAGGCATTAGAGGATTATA

>UN00028

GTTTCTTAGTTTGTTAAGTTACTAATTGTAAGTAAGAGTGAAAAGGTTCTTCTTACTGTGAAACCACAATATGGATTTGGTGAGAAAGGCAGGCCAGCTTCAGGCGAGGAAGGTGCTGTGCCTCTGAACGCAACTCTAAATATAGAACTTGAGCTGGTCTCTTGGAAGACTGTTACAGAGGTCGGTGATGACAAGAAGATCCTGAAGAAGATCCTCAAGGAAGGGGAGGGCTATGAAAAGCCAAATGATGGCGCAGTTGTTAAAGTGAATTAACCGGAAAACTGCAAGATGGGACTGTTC

>UN00029

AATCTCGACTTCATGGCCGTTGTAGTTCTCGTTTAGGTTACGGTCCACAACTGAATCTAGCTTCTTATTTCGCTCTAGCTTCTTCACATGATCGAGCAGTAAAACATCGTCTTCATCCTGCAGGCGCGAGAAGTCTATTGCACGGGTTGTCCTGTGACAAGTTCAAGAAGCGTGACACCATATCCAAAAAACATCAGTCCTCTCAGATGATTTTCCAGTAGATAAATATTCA

>UN00030

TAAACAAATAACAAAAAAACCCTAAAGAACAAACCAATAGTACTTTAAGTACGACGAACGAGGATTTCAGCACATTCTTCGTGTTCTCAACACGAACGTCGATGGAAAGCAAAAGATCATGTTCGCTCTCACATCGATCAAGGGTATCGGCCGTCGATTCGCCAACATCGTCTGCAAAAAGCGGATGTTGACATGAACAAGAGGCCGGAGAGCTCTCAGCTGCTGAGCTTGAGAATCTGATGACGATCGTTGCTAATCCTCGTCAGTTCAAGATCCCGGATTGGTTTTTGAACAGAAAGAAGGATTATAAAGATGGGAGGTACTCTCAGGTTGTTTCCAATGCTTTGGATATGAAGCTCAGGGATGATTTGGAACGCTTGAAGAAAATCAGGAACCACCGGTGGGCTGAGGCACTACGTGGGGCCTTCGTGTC

>UN00031

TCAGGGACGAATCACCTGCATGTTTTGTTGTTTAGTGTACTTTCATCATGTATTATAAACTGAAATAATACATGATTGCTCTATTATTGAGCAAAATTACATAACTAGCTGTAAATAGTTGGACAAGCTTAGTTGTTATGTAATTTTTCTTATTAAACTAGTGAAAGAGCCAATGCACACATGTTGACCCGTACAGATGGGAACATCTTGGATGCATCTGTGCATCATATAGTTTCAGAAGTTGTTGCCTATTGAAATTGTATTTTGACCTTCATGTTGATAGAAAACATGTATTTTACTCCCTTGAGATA

>UN00032

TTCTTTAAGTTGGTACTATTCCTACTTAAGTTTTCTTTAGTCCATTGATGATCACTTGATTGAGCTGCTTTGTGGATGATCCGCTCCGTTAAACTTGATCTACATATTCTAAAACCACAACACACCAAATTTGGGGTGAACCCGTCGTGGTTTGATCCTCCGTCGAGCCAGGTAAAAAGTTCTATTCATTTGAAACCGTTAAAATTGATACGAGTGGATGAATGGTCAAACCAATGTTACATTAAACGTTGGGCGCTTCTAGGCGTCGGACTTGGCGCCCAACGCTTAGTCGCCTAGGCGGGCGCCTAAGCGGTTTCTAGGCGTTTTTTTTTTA

>UN00033

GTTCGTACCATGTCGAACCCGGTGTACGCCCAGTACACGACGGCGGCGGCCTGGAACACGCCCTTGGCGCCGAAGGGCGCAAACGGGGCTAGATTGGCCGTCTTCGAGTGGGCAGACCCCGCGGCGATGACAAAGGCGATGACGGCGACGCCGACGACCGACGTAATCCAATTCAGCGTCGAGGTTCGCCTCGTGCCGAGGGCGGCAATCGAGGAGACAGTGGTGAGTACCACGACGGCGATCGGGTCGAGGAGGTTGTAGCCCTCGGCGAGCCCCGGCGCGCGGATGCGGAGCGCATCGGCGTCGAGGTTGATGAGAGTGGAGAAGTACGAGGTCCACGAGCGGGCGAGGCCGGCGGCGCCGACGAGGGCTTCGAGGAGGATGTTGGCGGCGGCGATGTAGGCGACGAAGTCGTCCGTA

>UN00034

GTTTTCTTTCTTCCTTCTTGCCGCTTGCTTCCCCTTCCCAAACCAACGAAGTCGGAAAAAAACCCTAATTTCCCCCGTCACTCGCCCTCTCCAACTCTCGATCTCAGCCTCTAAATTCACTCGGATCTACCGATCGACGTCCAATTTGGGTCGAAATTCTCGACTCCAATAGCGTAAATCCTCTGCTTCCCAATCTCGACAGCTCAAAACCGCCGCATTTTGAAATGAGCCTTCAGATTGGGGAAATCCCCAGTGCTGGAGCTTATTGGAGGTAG

>UN00035

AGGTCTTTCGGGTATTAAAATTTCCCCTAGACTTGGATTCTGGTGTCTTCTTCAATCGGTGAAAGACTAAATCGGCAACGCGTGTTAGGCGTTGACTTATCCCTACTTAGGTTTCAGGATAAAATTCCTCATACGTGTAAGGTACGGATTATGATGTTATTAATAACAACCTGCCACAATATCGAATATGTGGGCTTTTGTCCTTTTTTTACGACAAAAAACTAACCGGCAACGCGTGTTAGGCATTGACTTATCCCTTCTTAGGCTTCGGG

>UN00036

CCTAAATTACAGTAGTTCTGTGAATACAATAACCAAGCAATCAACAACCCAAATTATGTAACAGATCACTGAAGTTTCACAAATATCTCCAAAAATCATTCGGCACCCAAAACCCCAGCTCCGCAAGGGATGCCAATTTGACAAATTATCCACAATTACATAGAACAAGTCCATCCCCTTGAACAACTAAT

>UN00037

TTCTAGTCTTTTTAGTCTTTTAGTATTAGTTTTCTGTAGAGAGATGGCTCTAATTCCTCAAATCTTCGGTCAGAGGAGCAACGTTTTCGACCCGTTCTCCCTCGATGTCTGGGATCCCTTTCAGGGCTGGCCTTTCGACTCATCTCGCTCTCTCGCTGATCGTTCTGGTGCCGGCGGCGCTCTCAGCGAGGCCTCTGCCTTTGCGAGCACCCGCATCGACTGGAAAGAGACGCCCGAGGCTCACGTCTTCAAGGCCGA

>UN00038

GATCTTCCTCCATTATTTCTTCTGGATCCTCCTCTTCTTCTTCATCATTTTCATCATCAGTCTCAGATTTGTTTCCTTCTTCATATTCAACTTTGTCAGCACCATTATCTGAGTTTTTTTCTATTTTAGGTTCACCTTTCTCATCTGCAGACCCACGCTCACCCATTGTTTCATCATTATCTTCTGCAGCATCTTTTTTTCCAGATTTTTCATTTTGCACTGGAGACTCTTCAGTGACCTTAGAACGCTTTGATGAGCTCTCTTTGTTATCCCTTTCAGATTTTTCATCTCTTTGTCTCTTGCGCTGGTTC

>UN00039

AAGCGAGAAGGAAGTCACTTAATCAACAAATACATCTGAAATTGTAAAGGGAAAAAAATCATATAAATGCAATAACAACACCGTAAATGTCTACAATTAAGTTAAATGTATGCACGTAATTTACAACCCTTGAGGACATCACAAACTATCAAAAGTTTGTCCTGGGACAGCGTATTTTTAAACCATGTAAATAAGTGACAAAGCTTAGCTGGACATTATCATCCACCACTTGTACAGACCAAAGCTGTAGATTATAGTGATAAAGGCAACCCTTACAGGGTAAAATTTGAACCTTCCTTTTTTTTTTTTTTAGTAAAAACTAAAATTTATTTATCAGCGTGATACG

>UN00040

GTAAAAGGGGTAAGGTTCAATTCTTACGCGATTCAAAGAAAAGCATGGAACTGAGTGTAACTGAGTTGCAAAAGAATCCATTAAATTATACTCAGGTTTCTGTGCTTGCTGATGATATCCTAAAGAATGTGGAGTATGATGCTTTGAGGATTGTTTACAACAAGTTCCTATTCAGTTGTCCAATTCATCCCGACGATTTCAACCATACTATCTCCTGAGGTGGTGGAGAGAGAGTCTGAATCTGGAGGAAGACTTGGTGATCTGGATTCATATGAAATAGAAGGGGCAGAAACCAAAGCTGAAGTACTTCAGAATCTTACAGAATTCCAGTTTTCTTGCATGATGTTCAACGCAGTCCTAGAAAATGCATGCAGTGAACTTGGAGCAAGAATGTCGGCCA

>UN00041

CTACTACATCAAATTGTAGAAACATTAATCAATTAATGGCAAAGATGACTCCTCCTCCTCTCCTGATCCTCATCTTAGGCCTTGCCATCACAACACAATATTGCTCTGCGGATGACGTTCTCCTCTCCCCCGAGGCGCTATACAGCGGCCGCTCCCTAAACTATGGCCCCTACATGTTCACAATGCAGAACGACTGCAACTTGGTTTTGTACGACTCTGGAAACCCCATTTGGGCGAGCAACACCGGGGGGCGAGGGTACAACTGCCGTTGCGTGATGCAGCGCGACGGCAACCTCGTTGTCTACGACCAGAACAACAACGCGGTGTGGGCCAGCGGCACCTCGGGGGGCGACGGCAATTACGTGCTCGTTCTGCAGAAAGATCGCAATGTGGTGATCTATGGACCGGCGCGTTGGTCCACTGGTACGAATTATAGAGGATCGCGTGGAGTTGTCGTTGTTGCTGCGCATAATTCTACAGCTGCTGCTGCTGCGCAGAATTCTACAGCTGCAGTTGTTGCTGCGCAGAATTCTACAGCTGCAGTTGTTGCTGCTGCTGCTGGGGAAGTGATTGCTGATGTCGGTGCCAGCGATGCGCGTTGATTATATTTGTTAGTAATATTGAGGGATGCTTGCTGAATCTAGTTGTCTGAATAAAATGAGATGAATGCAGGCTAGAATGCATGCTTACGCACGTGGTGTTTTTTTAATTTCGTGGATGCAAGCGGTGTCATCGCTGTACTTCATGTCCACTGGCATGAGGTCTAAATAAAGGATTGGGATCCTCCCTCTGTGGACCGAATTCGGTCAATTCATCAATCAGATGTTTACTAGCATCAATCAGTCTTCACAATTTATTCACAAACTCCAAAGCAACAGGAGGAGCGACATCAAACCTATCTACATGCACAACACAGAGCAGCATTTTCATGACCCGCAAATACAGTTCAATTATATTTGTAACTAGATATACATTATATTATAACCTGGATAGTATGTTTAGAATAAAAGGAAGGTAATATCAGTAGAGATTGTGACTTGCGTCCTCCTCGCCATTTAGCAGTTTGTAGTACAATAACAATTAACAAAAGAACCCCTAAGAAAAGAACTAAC

>UN00042

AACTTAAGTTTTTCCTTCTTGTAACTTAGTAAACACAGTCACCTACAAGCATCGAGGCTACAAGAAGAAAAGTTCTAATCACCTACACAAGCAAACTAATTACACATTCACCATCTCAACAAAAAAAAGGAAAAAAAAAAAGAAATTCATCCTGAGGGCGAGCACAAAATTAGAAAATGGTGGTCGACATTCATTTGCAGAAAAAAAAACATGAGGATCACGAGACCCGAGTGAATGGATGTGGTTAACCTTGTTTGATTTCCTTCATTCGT

>UN00043

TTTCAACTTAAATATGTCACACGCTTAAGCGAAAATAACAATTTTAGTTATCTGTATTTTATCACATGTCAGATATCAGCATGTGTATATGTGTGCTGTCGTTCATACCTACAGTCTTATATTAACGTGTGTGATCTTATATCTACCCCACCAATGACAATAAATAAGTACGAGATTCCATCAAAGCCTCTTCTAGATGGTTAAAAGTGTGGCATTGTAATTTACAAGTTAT

>UN00044

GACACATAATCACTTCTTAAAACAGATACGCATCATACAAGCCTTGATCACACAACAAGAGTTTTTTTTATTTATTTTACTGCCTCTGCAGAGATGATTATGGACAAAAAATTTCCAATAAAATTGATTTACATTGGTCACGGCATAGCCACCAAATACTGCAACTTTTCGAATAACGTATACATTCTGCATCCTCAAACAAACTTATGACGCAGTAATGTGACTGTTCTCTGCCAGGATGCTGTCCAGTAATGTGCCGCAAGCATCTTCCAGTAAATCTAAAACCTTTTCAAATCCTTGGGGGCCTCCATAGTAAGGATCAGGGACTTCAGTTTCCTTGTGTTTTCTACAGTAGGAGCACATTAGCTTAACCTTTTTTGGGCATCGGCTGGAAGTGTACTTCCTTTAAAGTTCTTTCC

>UN00045

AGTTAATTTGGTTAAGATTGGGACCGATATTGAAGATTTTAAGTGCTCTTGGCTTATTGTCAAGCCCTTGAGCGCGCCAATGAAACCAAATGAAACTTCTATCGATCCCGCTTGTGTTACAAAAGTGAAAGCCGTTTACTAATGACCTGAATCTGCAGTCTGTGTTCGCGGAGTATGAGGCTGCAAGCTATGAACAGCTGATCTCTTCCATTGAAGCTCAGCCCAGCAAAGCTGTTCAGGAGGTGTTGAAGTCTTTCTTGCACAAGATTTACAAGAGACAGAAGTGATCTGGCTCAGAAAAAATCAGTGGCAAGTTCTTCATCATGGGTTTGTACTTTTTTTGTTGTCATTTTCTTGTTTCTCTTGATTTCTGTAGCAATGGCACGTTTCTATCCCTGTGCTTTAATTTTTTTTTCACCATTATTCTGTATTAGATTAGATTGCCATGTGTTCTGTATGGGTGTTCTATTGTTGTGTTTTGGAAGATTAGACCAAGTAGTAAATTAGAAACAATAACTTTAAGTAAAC

>UN00046

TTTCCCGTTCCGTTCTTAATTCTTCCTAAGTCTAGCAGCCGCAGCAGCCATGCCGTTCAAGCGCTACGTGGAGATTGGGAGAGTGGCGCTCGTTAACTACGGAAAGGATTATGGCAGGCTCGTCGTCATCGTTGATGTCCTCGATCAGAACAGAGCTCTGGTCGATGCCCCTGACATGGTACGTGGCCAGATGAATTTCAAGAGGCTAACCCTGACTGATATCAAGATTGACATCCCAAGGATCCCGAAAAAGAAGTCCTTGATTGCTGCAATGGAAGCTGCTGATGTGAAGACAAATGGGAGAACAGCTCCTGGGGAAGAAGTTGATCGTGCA

>UN00047

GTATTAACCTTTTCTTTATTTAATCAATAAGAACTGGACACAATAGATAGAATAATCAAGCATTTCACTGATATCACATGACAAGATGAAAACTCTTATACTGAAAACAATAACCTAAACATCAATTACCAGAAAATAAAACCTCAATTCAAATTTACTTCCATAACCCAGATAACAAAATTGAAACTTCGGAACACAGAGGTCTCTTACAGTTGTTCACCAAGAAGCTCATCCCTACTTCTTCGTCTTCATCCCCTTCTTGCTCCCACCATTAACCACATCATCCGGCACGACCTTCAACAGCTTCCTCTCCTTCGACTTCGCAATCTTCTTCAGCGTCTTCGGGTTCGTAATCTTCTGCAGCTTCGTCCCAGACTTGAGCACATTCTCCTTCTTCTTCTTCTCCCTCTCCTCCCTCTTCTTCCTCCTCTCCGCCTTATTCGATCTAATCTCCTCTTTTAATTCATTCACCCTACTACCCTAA

>UN00048

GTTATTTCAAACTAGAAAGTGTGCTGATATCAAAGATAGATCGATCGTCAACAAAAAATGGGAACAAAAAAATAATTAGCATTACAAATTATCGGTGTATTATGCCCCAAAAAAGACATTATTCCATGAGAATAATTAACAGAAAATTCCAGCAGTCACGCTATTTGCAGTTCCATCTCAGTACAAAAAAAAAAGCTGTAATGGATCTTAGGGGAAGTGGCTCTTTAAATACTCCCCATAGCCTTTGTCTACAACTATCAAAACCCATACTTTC

>UN00049

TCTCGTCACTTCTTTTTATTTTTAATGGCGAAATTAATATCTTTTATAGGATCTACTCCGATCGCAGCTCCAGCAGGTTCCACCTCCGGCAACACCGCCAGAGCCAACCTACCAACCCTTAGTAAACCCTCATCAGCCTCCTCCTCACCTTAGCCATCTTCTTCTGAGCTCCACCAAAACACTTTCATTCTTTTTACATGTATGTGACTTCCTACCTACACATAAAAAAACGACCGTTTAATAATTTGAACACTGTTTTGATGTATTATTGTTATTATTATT

>UN00050

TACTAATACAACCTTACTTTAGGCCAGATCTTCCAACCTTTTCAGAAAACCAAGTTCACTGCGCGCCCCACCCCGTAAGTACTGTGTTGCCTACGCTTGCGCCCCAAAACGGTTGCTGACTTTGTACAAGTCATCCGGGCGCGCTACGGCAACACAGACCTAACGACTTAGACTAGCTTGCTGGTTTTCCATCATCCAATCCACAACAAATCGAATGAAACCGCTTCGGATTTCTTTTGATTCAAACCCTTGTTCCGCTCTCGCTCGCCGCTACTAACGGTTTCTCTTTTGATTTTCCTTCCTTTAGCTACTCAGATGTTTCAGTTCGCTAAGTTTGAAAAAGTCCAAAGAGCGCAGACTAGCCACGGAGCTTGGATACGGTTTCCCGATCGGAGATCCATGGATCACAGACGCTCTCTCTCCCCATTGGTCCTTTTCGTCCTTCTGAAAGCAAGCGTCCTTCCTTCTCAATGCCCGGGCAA

>UN00051

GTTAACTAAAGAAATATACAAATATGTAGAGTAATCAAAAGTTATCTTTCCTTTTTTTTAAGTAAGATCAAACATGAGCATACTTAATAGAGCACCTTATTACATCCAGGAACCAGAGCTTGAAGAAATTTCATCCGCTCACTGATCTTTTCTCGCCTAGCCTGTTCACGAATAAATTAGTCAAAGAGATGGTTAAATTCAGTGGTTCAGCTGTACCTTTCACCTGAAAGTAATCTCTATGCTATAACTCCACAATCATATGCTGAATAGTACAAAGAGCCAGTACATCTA

>UN00052

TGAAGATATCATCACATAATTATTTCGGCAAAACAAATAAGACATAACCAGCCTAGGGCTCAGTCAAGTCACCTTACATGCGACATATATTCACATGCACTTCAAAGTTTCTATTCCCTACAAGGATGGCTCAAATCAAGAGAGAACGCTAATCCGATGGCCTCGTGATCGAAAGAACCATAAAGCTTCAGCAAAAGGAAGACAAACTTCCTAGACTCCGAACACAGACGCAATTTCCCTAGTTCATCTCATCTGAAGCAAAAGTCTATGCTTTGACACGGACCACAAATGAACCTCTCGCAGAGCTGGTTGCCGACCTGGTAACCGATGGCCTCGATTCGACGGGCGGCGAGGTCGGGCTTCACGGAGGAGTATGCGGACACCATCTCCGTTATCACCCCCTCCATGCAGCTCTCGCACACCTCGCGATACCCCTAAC

>UN00053

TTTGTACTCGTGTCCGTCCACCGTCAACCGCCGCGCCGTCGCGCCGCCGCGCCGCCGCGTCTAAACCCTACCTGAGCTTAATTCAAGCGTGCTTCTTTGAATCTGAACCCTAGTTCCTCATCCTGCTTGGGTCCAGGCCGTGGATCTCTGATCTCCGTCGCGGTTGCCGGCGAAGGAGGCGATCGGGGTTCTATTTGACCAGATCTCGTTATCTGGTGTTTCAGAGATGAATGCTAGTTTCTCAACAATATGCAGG

>UN00054

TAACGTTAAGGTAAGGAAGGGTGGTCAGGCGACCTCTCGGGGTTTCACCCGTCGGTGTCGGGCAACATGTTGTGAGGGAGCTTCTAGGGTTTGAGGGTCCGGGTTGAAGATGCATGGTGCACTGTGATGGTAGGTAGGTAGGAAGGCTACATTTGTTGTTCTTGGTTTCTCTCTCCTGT

>UN00055

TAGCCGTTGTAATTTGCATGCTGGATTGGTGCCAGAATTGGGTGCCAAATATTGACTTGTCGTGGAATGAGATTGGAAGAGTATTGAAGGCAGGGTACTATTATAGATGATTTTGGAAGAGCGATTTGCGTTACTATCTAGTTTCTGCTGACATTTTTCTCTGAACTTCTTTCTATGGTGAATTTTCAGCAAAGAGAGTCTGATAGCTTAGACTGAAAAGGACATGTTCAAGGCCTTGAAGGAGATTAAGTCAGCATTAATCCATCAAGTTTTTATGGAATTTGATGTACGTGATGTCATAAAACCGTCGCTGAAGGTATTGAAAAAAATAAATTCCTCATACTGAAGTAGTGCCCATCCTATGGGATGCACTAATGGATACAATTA

>UN00056

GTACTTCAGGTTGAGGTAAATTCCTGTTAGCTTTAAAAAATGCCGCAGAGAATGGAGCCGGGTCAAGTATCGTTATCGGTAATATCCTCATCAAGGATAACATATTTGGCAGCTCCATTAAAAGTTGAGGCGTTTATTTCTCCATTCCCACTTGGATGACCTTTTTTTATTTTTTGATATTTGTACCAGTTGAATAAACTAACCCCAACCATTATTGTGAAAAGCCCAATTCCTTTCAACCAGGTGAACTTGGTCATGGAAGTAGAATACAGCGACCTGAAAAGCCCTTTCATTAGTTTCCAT

>UN00057

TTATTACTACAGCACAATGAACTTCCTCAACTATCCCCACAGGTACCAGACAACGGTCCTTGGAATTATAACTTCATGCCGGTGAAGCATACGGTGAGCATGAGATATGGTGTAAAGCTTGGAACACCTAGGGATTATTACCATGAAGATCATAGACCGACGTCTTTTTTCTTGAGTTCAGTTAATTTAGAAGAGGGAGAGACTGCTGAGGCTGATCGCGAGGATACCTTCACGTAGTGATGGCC

>UN00058

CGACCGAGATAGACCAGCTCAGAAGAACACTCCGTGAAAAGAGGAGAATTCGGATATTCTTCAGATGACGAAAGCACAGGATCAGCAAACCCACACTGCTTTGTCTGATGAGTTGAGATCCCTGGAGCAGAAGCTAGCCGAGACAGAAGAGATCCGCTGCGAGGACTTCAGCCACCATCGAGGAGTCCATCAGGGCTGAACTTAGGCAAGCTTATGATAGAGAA

>UN00059

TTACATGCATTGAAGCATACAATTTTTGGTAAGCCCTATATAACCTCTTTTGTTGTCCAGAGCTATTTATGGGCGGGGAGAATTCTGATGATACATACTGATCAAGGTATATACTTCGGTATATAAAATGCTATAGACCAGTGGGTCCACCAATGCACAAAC

>UN00060

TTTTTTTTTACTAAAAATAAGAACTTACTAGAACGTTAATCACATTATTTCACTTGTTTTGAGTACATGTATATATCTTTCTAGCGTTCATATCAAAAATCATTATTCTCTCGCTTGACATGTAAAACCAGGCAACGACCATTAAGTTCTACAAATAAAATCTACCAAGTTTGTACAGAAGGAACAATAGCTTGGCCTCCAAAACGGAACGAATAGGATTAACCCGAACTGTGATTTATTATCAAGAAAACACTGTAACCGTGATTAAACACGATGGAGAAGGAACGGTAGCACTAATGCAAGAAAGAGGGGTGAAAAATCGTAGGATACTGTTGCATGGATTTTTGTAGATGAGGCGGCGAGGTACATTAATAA

>UN00061

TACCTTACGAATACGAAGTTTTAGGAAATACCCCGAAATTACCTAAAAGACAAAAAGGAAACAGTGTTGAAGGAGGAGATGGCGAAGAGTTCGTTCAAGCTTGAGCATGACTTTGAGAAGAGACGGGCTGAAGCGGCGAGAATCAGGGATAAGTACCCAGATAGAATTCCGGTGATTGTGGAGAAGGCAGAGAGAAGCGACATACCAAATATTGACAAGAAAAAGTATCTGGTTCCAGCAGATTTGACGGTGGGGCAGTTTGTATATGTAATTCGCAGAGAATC

>UN00062

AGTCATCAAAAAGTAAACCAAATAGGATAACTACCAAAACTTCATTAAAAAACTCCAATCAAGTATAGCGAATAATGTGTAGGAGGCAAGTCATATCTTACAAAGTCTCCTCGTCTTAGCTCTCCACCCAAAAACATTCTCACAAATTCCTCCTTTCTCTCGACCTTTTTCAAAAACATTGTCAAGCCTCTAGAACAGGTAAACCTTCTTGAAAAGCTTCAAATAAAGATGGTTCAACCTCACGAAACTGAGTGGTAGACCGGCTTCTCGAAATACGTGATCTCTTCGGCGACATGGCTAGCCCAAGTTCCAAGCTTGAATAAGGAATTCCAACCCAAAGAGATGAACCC

>UN00063

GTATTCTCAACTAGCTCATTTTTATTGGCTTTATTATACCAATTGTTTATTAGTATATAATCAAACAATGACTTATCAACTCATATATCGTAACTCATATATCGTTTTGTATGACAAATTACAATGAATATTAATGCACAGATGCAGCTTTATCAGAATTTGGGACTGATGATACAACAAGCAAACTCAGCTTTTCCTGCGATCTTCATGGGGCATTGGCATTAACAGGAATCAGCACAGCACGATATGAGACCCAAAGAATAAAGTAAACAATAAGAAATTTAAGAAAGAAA

>UN00064

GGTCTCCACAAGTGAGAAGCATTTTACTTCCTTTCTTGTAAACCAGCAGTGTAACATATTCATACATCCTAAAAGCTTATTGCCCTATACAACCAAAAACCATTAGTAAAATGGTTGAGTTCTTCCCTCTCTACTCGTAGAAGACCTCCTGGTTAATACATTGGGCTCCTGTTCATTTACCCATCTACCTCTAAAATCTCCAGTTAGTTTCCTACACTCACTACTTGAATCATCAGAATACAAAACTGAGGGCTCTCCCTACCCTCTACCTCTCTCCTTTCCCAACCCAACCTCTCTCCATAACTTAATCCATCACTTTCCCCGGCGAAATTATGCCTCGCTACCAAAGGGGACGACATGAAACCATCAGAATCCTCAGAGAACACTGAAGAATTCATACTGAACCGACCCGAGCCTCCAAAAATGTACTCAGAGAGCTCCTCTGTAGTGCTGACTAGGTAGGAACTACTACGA

>UN00065

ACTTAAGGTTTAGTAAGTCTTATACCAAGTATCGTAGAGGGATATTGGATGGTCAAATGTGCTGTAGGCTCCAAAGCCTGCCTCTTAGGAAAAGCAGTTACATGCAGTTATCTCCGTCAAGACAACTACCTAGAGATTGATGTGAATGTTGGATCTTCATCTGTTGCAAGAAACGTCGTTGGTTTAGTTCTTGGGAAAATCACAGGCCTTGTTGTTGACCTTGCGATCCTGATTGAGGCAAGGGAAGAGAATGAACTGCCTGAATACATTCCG

>UN00066

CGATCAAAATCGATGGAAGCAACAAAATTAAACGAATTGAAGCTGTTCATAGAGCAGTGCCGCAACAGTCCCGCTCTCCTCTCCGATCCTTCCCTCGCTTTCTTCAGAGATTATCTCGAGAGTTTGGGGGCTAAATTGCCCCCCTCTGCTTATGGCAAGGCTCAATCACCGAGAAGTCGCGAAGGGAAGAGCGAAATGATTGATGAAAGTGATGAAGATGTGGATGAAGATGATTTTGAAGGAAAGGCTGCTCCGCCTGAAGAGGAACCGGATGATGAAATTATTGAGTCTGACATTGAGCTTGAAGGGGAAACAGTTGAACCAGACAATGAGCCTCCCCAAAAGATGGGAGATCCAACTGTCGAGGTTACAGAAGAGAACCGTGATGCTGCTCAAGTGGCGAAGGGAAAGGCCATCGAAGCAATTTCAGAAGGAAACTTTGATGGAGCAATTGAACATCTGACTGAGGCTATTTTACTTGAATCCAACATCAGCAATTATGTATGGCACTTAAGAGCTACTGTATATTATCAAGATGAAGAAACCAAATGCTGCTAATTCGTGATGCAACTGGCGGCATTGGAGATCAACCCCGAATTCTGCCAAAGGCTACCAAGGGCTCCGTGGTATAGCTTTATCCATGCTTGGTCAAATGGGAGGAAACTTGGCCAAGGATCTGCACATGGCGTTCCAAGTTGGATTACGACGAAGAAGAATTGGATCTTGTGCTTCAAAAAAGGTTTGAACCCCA

>UN00067

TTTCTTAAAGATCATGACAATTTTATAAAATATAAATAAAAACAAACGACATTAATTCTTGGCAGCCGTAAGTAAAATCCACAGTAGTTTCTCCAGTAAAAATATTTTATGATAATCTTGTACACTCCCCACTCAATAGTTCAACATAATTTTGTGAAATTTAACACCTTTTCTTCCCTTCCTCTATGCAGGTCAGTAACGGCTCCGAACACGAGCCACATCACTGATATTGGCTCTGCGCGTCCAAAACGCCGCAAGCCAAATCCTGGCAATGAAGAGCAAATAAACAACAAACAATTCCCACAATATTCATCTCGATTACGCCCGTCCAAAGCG

>UN00068

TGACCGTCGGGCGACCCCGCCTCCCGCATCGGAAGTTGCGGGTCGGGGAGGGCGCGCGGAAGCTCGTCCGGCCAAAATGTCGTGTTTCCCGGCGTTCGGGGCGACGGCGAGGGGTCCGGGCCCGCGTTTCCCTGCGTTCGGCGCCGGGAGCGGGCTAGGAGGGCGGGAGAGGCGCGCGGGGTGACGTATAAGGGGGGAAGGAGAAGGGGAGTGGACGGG

>UN00069

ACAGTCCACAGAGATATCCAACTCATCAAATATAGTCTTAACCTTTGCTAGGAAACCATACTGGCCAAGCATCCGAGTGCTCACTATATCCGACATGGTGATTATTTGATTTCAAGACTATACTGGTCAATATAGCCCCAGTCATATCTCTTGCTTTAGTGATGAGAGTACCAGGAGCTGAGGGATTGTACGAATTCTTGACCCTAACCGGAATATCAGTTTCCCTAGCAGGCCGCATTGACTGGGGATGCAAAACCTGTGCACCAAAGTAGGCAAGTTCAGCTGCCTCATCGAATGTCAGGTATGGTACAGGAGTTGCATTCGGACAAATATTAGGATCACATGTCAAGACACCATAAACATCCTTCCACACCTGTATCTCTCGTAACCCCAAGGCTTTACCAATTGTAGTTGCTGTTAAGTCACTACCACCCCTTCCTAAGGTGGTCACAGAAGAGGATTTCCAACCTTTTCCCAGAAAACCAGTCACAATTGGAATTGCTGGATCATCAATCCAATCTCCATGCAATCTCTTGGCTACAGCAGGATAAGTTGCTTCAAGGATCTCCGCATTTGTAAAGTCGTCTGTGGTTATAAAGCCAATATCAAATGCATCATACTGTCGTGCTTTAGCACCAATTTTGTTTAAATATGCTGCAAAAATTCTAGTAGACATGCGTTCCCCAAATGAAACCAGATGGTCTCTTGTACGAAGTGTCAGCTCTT

>UN00070

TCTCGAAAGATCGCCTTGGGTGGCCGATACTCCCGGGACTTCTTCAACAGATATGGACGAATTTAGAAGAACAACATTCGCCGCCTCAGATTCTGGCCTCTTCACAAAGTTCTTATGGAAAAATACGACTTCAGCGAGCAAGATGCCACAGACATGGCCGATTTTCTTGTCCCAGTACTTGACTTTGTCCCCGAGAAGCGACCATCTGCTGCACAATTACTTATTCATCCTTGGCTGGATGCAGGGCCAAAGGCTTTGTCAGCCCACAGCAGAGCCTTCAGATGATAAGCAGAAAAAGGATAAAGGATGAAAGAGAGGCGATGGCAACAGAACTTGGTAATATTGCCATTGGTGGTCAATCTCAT

>UN00071

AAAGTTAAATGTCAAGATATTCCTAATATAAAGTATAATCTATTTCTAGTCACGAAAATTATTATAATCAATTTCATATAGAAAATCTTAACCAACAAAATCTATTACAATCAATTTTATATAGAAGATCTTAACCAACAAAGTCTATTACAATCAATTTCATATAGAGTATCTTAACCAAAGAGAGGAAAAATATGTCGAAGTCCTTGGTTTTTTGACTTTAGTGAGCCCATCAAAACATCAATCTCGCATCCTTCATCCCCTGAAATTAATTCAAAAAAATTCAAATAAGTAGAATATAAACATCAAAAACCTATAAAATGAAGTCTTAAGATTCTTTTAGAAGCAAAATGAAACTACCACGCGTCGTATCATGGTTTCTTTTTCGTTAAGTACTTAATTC

>UN00072

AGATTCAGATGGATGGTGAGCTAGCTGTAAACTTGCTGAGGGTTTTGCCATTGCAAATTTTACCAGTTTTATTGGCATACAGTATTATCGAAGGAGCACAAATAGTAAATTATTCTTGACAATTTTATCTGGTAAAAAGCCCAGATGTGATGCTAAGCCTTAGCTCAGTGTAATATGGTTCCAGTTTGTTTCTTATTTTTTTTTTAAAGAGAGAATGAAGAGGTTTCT

>UN00073

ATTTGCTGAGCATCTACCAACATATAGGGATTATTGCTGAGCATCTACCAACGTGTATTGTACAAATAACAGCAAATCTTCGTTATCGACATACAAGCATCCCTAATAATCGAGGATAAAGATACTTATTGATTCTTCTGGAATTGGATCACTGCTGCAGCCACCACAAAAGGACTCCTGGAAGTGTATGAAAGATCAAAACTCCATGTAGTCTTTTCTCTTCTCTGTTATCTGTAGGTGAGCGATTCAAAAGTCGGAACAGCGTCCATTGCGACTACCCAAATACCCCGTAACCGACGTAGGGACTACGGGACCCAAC

>UN00074

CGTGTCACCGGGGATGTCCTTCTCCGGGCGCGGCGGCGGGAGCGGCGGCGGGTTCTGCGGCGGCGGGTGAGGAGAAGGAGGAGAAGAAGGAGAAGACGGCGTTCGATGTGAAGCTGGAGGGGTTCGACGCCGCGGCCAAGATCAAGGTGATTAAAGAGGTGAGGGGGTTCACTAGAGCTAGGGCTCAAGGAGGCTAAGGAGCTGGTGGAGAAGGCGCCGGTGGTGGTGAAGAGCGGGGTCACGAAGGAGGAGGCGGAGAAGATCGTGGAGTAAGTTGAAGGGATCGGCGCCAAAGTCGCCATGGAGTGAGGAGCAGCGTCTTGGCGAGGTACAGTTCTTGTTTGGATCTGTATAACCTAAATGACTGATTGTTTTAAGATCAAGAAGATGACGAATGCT

>UN00075

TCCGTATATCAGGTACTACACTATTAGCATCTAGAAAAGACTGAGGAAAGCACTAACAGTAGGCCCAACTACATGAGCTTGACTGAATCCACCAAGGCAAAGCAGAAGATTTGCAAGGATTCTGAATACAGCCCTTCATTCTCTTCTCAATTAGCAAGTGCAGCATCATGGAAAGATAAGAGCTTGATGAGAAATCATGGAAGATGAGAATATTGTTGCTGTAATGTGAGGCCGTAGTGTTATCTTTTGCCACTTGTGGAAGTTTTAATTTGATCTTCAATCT

>UN00076

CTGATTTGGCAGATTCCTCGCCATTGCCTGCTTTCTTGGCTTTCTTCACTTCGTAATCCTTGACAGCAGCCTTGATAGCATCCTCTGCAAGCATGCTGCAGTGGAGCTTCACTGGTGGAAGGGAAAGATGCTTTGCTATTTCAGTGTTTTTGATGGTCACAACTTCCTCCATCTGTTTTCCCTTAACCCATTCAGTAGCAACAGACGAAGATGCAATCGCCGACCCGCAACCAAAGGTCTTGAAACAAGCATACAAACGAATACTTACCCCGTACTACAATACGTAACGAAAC

>UN00077

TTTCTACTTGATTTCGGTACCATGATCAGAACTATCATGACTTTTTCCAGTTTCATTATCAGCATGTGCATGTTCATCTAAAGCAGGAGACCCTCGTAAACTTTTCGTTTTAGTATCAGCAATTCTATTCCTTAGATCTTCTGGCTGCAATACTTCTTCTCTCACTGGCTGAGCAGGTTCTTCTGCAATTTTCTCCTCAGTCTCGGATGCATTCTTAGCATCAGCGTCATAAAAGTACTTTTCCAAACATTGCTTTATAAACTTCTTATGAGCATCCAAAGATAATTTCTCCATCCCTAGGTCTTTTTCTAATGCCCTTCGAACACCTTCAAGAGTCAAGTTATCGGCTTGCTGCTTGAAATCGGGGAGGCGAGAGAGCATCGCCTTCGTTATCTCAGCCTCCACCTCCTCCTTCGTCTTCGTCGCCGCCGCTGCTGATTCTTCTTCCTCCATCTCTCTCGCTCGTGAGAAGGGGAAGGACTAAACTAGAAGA

>UN00078

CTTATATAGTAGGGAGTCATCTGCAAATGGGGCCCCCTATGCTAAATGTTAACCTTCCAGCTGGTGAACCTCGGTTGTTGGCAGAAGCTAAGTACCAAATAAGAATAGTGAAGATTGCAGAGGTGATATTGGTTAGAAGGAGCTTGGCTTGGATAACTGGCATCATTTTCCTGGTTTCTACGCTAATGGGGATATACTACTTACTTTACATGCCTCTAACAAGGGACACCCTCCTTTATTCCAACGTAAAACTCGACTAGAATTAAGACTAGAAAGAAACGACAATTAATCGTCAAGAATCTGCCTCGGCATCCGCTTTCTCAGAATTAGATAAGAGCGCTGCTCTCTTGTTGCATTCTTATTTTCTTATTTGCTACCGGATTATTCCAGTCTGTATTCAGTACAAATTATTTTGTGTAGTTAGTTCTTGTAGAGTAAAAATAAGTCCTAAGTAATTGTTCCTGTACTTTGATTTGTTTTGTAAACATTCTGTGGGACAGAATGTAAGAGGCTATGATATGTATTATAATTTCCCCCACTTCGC

>UN00079

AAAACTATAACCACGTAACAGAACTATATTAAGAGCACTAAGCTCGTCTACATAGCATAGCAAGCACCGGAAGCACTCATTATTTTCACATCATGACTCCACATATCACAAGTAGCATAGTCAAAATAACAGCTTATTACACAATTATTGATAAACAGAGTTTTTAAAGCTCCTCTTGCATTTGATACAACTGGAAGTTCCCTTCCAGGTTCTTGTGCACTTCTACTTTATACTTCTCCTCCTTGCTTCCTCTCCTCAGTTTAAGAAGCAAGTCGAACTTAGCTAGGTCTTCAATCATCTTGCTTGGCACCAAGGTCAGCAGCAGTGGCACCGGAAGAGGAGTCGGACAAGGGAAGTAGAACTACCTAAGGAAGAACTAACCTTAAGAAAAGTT

>UN00080

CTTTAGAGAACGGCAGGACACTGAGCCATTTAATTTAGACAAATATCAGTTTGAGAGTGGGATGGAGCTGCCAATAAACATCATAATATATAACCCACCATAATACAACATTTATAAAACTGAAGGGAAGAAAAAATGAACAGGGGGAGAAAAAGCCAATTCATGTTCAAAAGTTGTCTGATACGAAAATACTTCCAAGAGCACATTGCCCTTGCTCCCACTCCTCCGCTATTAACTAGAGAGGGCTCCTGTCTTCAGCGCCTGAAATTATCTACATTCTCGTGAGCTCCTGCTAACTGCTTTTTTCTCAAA

>UN00081

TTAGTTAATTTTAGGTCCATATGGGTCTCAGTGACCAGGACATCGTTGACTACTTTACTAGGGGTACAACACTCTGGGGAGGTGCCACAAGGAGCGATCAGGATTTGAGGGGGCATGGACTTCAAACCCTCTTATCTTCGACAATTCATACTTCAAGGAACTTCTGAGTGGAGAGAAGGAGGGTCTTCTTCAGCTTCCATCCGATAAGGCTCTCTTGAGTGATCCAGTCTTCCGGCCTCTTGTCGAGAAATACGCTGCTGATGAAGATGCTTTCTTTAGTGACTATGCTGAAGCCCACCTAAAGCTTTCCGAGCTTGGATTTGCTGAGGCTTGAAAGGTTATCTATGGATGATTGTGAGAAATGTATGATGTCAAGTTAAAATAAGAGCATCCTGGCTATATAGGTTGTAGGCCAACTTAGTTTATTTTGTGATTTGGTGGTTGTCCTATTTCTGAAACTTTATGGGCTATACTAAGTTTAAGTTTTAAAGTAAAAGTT

>UN00082

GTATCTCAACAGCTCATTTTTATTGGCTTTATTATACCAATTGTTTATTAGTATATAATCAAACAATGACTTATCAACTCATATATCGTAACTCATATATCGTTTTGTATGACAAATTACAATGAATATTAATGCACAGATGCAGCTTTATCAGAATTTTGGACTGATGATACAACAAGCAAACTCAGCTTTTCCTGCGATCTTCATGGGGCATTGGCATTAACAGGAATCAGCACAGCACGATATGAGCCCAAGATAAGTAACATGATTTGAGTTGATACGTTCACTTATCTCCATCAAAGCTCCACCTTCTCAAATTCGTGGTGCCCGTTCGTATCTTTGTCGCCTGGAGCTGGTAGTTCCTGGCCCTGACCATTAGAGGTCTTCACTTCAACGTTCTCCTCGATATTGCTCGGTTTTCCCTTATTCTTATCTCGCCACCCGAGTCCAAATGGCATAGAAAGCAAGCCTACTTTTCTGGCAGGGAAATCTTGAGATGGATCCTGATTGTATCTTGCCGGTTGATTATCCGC

>UN00083

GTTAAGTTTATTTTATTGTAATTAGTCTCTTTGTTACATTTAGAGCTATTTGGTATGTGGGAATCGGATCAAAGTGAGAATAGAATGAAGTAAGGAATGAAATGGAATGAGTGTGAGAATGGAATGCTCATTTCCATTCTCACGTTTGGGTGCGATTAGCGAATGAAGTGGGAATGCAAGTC

>UN00084

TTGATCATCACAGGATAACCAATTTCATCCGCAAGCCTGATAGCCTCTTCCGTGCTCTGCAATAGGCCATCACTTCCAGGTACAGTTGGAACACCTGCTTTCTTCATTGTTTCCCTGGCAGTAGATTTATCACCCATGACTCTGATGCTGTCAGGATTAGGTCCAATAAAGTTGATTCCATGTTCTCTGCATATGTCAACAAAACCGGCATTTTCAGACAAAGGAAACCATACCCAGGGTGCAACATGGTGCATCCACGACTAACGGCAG

>UN00085

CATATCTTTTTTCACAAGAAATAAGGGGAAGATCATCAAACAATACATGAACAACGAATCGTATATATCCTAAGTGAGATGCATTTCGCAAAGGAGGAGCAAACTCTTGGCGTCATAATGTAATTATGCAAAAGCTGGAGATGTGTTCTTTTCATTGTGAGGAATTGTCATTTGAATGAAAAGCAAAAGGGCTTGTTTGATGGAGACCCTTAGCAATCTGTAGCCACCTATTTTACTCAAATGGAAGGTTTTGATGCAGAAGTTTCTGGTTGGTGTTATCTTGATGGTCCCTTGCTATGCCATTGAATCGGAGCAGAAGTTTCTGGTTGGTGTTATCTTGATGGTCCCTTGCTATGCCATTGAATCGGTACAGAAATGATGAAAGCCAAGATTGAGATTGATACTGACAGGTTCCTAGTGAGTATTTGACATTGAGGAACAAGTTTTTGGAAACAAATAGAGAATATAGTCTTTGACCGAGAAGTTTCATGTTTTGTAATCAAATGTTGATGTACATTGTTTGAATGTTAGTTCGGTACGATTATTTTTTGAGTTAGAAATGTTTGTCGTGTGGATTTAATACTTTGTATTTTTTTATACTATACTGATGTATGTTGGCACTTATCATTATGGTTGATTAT

>UN00086

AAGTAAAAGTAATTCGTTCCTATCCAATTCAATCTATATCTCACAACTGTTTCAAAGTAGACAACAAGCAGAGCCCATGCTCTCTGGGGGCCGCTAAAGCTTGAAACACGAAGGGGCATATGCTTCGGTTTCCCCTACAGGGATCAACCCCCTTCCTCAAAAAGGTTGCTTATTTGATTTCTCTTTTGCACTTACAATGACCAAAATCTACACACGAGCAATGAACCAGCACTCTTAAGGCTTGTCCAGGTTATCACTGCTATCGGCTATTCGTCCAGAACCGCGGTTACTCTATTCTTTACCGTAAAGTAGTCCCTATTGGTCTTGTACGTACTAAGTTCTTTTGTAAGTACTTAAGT

>UN00087

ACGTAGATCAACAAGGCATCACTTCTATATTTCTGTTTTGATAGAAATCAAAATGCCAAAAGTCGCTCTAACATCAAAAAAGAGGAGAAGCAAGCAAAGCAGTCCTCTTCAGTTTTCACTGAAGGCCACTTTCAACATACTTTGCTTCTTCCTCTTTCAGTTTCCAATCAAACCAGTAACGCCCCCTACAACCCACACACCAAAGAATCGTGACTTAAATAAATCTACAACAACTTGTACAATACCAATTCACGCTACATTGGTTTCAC

>UN00088

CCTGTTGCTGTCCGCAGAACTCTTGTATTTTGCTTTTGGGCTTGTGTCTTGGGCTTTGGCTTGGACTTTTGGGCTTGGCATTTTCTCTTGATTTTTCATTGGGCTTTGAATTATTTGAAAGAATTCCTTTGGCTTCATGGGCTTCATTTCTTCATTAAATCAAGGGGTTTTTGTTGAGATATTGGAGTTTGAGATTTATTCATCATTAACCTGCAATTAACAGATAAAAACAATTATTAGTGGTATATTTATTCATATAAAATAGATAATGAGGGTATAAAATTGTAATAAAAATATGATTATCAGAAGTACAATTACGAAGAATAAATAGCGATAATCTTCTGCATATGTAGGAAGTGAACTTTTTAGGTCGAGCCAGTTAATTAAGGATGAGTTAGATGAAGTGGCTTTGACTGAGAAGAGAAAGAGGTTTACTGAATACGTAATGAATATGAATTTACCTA

>UN00089

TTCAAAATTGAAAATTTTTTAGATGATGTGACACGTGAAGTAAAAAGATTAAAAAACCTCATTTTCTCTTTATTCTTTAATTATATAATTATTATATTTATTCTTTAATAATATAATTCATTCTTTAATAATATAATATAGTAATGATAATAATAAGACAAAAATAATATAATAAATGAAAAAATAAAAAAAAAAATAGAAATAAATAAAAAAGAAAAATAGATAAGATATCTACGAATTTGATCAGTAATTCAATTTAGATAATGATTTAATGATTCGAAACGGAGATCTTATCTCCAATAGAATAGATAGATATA

>UN00090

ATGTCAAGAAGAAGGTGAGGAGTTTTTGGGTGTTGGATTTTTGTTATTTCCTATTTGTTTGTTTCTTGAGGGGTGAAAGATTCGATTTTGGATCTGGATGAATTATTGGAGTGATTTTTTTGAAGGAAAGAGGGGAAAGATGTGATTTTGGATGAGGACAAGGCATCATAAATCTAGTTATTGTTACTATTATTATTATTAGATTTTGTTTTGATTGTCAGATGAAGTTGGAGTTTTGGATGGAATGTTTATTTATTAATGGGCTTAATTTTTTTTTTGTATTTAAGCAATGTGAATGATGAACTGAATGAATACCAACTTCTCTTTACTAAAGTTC

>UN00091

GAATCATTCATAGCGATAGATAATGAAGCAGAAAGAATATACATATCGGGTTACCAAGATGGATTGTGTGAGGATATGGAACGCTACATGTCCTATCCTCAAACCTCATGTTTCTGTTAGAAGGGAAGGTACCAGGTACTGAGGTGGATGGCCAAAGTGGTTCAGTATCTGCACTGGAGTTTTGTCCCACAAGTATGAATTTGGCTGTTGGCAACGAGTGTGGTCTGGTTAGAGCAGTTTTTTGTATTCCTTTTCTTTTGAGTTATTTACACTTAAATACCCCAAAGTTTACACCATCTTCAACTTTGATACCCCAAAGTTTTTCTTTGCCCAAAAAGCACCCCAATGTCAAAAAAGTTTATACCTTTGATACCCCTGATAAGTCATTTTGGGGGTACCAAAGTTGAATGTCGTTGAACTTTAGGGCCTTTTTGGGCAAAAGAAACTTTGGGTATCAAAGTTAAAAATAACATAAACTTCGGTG

>UN00092

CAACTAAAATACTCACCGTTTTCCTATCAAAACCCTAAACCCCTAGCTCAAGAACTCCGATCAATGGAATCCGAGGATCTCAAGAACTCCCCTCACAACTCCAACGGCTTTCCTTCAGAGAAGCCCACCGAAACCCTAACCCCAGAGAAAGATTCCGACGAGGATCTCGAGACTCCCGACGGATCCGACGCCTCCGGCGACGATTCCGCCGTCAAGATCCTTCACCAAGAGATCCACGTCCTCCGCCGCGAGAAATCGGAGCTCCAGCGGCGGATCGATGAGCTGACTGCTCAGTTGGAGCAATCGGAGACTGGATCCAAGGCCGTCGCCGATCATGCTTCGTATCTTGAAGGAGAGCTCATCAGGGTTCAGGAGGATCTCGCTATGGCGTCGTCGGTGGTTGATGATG

>UN00093

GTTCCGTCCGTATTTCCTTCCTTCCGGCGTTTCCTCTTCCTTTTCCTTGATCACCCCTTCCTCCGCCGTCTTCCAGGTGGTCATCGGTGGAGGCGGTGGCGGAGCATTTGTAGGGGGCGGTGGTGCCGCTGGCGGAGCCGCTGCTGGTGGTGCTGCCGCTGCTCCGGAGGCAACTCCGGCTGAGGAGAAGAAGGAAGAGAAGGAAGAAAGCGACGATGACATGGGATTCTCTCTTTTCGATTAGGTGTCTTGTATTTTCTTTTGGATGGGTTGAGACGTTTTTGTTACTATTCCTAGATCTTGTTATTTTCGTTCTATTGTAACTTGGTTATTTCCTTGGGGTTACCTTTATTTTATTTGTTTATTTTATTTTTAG

>UN00094

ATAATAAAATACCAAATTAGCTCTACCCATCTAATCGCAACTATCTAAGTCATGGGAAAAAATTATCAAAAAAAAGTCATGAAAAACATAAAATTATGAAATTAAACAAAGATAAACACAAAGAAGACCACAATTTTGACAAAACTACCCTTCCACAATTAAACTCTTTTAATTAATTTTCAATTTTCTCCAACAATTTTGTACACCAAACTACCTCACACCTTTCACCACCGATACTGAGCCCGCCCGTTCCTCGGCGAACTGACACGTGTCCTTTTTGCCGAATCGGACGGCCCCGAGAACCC

>UN00095

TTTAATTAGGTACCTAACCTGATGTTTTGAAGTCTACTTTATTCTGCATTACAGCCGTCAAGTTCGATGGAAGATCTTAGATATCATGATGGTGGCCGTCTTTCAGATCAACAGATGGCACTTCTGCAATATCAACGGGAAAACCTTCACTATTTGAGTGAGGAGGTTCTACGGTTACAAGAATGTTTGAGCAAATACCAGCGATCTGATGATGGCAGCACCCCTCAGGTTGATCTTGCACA

>UN00096

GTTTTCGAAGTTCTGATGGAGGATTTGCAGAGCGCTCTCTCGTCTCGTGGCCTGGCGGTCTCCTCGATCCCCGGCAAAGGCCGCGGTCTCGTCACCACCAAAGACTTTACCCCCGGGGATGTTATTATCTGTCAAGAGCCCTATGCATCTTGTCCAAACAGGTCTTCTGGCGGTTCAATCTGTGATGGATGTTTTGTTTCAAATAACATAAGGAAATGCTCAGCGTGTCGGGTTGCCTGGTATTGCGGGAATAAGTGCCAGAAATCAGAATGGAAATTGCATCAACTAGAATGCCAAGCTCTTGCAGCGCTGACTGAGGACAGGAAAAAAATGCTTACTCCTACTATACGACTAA

>UN00097

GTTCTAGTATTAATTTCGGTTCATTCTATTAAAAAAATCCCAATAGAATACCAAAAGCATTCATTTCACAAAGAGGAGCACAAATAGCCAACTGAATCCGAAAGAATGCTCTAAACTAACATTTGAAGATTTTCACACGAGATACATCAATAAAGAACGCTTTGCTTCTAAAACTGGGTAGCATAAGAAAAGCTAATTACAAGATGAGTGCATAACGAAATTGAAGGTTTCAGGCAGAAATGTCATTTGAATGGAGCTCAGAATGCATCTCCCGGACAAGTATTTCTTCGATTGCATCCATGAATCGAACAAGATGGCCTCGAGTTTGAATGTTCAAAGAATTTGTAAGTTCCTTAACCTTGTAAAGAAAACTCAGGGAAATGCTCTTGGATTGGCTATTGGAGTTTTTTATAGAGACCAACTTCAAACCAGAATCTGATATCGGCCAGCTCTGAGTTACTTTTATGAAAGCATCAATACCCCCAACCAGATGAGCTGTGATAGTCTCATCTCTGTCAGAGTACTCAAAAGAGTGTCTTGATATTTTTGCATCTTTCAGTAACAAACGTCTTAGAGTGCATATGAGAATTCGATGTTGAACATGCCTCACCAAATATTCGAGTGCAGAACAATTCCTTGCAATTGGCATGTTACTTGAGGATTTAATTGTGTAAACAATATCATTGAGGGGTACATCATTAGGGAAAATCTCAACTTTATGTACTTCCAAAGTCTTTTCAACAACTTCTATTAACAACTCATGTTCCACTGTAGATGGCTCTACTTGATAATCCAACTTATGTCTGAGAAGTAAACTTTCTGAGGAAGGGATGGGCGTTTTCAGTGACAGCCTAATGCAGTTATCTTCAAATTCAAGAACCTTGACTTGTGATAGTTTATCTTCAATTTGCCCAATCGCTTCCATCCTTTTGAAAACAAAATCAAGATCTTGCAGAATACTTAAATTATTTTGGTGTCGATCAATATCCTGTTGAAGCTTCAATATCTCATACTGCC

>UN00098

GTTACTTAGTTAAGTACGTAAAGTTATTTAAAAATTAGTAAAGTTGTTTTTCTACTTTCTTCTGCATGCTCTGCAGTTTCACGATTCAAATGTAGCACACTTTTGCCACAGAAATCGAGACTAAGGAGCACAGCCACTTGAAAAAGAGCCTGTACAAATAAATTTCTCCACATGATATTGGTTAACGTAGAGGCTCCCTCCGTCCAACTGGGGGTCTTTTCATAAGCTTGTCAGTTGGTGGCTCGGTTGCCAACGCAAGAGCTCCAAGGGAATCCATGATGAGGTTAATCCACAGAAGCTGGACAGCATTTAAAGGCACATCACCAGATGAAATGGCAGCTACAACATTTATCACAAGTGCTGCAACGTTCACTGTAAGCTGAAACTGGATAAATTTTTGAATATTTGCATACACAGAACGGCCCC

>UN00099

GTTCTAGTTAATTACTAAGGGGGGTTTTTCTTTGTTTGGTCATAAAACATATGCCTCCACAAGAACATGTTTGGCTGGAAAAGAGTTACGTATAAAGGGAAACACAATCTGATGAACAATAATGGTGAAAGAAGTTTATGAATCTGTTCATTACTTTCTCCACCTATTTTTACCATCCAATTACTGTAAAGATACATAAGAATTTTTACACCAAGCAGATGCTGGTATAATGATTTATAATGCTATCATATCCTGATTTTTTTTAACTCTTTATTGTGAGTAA

>UN00100

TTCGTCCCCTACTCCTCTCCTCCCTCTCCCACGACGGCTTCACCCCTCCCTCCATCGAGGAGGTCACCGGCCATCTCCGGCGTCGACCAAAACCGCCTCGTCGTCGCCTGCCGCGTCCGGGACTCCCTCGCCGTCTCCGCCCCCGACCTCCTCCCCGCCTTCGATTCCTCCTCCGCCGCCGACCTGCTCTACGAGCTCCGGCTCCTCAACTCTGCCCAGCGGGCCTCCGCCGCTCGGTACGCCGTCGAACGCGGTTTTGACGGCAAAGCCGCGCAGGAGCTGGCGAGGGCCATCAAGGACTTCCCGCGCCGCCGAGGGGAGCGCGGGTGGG

>UN00101

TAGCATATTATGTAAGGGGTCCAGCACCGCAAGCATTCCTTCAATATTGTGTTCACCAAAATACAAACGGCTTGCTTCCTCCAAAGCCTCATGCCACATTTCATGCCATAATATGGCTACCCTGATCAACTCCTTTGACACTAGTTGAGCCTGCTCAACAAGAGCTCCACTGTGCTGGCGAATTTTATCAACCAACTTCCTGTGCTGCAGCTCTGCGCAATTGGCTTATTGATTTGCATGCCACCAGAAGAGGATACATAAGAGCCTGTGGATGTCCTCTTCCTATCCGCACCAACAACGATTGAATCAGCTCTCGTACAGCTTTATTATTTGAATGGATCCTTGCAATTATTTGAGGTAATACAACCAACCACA

>UN00102

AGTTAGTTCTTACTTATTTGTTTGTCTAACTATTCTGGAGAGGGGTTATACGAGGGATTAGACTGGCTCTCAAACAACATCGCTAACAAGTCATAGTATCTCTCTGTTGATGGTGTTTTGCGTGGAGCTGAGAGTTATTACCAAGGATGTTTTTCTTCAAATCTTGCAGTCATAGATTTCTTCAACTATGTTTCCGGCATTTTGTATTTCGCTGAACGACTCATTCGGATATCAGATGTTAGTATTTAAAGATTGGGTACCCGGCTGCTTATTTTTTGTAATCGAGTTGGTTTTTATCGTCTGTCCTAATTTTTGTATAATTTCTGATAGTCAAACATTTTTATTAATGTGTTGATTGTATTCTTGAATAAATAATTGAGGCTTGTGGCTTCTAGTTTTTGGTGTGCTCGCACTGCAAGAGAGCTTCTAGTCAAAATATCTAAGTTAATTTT

>UN00103

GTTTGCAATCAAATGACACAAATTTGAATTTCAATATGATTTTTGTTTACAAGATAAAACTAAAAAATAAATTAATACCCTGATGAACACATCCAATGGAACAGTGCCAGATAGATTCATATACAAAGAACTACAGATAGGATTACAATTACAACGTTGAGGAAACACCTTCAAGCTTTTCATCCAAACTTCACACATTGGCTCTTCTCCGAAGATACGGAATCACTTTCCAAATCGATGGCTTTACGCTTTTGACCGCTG

>UN00104

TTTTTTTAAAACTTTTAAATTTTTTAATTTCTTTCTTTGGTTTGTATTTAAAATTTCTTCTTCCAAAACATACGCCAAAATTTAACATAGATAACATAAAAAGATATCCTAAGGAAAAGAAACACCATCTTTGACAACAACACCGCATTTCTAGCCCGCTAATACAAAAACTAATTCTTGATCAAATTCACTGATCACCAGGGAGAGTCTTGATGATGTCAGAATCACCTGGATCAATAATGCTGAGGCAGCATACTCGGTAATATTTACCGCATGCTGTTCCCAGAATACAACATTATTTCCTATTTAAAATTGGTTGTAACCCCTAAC

>UN00105

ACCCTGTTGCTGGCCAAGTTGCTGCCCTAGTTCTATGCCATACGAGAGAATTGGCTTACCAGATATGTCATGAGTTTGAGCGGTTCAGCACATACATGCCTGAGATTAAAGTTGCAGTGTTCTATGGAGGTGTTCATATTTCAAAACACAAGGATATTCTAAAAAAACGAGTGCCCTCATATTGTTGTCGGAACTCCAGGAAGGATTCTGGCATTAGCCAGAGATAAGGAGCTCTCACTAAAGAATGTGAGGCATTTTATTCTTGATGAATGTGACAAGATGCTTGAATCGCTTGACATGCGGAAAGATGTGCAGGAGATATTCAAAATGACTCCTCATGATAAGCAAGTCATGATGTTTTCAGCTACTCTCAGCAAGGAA

>UN00106

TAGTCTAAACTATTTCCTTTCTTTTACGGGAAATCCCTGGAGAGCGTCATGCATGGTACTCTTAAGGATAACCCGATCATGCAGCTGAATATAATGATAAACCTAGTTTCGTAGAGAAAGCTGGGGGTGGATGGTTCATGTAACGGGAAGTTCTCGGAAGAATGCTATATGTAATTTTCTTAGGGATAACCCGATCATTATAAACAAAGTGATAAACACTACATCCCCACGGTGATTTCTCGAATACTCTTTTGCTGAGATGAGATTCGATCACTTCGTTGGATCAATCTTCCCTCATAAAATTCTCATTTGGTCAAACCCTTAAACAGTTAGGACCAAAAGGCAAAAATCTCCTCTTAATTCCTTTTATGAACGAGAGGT

>UN00107

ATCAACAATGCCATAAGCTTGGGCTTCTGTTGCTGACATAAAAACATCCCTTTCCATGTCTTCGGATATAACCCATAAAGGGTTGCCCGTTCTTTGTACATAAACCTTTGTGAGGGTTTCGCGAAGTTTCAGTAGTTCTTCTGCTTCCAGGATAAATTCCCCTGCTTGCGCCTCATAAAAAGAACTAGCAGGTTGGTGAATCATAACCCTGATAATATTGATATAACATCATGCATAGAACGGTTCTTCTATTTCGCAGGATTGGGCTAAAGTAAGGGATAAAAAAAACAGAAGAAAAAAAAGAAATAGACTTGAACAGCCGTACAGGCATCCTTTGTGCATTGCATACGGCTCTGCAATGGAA

>UN00108

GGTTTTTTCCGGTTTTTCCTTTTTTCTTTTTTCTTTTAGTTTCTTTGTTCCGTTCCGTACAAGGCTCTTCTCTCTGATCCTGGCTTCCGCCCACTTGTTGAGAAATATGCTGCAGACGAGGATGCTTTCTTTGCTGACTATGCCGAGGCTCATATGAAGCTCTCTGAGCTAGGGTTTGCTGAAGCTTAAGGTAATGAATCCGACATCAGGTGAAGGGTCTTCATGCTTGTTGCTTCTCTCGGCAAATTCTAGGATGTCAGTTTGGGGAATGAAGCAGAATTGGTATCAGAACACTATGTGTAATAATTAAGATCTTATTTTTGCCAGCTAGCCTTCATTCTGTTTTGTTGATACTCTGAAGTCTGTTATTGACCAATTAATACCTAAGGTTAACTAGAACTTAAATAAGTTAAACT

>UN00109

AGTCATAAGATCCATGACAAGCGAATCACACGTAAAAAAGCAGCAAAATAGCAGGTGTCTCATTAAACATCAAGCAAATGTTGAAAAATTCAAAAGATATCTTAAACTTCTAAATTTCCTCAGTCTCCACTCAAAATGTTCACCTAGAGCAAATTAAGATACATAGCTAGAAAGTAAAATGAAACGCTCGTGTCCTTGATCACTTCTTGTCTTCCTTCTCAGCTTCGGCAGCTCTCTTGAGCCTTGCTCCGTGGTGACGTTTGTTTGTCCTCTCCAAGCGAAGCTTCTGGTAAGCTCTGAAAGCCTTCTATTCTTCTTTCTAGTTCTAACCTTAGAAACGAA

>UN00110

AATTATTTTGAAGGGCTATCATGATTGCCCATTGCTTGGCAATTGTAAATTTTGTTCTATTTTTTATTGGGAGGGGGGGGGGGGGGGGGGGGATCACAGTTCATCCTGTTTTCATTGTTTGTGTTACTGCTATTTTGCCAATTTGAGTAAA

>UN00111

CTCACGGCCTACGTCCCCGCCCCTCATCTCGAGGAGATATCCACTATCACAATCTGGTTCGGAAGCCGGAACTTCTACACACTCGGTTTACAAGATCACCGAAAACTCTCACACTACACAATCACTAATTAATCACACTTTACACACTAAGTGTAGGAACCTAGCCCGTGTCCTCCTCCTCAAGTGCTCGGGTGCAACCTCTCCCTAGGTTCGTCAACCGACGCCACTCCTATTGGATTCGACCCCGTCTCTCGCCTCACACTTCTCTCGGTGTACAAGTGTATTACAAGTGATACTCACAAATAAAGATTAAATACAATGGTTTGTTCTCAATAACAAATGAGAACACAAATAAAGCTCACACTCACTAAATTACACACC

>UN00112

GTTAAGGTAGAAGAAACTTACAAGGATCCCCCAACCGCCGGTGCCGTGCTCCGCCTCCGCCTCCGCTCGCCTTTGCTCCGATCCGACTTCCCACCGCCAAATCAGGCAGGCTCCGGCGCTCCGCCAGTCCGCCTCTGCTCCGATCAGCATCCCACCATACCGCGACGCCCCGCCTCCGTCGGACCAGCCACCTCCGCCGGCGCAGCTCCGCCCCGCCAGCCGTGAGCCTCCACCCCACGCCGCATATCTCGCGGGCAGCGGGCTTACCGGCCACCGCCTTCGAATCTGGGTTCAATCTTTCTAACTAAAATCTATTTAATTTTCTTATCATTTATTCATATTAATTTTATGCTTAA

>UN00113

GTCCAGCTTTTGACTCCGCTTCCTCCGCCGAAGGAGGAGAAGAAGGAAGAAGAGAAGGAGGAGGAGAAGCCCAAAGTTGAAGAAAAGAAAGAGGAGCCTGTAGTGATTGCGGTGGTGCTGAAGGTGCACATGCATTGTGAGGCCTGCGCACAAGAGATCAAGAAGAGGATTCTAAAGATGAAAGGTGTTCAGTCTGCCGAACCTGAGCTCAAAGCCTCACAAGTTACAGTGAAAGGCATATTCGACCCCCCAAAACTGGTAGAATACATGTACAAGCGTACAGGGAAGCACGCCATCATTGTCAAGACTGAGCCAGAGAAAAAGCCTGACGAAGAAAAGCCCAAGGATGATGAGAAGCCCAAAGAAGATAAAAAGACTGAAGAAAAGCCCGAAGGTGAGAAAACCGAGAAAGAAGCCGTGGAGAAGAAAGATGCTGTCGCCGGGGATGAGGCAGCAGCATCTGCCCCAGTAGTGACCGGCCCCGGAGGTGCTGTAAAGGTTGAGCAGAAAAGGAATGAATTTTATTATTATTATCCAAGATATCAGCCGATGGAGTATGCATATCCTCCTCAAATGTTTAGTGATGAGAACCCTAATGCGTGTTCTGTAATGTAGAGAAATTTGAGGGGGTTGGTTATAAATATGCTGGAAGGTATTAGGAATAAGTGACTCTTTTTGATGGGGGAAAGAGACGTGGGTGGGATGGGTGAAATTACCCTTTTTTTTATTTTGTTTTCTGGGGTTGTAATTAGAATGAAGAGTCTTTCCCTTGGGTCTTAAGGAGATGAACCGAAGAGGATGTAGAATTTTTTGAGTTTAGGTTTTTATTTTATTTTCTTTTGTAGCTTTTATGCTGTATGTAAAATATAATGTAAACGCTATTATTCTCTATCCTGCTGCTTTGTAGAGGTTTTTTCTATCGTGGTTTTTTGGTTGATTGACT

>UN00114

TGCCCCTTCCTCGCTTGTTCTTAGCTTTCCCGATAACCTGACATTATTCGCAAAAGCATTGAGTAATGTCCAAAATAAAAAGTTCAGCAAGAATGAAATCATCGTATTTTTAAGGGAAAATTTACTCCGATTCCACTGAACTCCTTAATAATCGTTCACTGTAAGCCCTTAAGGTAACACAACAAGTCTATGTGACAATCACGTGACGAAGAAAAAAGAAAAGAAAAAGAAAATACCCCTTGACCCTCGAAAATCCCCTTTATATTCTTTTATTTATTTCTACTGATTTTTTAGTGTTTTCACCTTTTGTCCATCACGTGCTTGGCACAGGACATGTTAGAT

>UN00115

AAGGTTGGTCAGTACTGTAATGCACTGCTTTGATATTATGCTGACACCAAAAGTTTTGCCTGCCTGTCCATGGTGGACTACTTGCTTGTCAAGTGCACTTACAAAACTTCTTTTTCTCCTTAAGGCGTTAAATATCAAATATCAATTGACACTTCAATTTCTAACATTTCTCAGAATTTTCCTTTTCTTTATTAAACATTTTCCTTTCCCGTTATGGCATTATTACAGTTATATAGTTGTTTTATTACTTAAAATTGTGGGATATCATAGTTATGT

>UN00116

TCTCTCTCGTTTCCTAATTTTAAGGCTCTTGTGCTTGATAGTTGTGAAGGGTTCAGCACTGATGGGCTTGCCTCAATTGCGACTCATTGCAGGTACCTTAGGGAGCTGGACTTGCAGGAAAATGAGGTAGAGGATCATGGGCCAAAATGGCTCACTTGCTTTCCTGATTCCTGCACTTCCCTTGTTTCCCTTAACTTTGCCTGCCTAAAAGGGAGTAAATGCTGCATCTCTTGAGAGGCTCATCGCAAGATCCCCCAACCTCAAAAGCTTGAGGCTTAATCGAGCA

>UN00117

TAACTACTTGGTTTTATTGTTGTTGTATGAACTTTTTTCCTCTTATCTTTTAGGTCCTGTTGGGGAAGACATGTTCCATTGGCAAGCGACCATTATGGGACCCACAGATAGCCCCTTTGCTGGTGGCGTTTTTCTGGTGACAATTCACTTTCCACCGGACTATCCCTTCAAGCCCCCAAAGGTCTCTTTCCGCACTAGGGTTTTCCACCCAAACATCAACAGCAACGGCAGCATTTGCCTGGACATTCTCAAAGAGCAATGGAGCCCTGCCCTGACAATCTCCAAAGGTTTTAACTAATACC

>UN00118

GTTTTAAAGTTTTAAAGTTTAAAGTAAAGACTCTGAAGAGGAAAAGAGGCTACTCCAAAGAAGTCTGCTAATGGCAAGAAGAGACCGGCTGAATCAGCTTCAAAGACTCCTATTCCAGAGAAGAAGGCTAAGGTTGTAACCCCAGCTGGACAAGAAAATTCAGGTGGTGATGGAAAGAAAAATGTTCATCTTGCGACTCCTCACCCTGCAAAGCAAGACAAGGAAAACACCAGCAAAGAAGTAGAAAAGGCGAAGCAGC

>UN00119

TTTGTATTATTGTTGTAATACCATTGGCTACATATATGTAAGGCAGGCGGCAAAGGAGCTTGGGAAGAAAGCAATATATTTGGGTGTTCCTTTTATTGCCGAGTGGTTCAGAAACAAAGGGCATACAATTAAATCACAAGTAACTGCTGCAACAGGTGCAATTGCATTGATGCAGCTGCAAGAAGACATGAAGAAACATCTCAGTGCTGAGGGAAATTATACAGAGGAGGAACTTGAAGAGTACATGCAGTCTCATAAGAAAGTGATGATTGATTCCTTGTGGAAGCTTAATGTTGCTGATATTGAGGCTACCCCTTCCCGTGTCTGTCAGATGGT

>UN00120

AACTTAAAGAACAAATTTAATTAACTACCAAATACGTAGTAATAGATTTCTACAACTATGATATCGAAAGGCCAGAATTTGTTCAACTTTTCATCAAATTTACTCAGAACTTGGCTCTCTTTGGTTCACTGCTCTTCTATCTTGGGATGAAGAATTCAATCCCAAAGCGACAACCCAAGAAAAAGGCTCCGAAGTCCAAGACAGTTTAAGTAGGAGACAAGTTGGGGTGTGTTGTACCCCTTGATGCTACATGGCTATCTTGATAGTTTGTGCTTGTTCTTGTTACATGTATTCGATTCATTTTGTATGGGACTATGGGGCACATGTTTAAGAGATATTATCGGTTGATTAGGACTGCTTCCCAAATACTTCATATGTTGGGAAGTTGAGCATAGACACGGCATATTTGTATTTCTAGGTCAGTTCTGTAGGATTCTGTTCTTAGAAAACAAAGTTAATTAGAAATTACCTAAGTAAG

>UN00121

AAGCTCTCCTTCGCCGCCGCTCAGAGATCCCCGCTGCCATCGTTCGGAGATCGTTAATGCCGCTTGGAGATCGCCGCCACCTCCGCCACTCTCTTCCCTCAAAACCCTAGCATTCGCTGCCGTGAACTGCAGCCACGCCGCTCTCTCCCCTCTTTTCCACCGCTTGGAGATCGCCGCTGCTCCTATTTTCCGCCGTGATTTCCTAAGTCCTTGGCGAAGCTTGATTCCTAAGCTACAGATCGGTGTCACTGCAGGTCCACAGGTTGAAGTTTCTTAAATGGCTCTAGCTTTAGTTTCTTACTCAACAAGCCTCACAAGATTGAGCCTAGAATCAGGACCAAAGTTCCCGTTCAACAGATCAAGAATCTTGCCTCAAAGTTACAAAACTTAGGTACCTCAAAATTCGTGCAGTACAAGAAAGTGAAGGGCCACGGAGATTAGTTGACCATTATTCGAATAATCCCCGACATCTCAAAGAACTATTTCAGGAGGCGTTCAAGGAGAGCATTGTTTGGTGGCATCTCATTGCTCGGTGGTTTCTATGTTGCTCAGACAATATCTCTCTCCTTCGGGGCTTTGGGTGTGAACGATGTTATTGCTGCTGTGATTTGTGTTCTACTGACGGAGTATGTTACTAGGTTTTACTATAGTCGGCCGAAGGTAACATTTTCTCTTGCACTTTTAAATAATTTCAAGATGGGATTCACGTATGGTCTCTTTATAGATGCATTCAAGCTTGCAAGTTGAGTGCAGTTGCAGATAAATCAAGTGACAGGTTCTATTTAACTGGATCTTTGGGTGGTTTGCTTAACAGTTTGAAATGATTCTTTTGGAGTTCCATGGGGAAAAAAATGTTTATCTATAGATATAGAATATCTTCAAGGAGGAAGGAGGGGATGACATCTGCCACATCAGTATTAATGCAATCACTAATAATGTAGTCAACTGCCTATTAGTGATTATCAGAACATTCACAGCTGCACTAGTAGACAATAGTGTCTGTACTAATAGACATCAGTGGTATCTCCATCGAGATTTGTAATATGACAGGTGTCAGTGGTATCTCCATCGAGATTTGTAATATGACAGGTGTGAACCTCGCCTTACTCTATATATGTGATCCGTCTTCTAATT

>UN00122

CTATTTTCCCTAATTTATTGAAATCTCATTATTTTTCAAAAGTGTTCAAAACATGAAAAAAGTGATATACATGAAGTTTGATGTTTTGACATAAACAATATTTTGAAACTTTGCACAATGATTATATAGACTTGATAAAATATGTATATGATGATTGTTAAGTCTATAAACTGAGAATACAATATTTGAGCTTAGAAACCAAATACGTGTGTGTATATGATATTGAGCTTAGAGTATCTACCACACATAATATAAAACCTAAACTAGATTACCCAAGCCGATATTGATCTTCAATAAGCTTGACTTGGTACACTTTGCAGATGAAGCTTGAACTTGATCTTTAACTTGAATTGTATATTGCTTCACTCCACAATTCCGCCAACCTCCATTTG

>UN00123

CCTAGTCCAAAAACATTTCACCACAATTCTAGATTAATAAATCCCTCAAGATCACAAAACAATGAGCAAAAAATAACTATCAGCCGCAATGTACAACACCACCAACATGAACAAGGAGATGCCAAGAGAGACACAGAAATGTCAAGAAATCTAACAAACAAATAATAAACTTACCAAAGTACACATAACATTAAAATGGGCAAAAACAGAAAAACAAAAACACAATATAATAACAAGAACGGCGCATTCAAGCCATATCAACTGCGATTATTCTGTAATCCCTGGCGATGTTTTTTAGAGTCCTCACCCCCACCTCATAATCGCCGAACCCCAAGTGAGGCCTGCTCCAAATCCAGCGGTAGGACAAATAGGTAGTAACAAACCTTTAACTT

>UN00124

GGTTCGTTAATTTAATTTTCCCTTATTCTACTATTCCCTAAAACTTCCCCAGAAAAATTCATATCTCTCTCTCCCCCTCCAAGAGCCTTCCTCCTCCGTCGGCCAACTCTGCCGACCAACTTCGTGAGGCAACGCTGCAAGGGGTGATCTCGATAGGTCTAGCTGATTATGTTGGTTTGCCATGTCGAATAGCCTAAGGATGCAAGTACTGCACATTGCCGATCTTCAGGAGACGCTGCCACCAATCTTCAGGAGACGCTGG

>UN00125

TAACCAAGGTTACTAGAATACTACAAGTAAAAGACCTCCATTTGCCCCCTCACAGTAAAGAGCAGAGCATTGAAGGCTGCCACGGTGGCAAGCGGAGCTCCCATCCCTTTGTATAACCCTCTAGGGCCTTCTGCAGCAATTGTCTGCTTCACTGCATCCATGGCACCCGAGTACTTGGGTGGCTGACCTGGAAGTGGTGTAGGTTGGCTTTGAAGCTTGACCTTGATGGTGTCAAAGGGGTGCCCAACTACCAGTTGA

>UN00126

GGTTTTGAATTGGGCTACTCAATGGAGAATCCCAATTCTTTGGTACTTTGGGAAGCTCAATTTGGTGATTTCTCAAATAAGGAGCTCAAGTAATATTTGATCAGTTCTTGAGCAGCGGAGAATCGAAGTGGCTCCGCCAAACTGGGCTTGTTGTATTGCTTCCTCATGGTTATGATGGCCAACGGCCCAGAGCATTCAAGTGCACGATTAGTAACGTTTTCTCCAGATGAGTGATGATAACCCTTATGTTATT

>UN00127

>UN00128

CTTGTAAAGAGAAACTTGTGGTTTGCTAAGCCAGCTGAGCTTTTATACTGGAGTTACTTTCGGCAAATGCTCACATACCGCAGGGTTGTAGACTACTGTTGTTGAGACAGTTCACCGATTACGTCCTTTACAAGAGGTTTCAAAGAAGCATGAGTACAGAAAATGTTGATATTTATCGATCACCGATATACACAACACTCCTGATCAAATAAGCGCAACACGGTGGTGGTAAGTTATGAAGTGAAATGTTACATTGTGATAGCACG

>UN00129

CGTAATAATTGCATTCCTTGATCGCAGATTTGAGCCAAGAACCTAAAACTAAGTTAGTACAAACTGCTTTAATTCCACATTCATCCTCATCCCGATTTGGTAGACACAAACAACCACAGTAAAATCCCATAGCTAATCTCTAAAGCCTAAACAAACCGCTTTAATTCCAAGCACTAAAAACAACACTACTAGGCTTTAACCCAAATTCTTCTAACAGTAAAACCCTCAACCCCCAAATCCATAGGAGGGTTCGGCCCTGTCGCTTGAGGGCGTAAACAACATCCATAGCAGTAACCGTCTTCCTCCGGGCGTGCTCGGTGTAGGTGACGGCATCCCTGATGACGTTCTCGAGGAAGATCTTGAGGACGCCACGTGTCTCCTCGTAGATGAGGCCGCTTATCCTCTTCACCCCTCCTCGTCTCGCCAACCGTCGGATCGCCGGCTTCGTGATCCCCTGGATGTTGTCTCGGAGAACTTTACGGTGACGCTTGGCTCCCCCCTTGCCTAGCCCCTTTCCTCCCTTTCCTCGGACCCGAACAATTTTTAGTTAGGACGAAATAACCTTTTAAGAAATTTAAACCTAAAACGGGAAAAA

>UN00130

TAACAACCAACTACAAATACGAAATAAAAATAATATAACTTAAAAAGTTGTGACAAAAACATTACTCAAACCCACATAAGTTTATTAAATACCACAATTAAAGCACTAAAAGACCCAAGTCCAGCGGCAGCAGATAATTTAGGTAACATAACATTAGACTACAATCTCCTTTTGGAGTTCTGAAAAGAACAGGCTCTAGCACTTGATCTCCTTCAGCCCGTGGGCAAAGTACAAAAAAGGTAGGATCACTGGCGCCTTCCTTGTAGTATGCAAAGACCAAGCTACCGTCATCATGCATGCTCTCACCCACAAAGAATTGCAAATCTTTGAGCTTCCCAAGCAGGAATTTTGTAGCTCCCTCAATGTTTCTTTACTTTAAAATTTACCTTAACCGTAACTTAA

>UN00131

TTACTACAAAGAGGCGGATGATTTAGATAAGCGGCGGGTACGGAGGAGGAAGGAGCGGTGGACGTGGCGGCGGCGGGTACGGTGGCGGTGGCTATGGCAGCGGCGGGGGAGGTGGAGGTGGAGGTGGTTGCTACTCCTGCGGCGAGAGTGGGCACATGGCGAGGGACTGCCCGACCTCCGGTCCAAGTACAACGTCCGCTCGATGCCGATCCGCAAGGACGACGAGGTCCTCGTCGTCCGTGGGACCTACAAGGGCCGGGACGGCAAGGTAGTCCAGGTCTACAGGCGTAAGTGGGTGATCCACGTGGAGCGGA

>UN00132

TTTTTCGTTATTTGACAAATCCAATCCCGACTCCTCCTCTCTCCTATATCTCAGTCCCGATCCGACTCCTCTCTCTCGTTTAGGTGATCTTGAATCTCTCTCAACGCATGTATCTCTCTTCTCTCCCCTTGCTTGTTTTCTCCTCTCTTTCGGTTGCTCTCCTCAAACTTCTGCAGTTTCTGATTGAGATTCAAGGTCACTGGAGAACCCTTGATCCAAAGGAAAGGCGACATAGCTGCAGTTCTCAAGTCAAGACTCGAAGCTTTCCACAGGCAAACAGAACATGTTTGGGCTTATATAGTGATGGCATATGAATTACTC

>UN00133

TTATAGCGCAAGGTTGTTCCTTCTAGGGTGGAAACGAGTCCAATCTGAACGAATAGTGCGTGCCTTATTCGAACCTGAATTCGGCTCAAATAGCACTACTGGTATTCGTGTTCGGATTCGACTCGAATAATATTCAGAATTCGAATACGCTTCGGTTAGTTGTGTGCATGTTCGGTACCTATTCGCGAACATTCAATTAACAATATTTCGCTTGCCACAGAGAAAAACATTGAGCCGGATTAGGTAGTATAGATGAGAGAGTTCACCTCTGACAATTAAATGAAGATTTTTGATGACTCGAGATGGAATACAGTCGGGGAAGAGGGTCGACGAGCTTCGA

>UN00134

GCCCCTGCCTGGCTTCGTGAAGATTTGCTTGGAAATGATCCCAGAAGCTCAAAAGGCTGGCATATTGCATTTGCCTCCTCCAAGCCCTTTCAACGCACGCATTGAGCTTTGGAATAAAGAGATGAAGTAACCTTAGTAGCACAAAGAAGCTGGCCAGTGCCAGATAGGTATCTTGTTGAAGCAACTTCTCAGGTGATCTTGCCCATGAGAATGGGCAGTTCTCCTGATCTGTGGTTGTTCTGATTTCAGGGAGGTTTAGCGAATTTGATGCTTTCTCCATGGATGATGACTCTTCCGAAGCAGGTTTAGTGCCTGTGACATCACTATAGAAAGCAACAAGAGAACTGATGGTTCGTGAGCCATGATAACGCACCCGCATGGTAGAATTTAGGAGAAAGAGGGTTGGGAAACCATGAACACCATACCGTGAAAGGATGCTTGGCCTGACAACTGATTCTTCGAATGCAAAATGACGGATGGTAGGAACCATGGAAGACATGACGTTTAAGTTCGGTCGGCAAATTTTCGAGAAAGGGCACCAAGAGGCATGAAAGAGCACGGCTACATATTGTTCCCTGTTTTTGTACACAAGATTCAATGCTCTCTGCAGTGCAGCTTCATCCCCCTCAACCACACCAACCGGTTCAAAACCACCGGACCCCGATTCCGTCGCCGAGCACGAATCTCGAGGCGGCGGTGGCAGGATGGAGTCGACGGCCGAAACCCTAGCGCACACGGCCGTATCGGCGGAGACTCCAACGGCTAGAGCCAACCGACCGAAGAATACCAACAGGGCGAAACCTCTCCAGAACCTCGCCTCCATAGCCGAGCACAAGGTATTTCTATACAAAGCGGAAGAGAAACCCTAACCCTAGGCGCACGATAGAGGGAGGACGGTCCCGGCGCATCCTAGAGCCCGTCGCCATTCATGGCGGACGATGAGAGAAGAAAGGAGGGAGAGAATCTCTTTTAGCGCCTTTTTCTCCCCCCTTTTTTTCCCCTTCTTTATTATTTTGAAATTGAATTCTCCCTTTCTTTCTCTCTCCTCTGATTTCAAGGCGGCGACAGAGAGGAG

>UN00135

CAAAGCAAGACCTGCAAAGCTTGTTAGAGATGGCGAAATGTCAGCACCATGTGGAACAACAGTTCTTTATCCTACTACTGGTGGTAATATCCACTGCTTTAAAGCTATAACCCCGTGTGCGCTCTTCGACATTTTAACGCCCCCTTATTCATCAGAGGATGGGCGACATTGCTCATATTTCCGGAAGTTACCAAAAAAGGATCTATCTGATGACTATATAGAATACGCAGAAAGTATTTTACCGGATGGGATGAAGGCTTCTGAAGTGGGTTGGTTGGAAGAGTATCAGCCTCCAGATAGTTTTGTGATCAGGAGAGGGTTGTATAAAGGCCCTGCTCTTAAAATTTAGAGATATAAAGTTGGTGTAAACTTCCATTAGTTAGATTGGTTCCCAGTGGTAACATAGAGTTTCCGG

>UN00136

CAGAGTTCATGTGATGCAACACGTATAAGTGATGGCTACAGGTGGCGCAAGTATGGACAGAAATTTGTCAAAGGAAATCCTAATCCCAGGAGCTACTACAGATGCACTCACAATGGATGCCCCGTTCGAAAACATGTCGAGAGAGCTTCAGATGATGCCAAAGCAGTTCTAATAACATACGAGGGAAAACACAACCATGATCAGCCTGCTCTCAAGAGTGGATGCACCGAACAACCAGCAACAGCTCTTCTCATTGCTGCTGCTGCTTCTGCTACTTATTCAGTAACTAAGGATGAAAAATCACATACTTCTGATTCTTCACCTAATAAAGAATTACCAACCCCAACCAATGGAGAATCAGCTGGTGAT

>UN00137

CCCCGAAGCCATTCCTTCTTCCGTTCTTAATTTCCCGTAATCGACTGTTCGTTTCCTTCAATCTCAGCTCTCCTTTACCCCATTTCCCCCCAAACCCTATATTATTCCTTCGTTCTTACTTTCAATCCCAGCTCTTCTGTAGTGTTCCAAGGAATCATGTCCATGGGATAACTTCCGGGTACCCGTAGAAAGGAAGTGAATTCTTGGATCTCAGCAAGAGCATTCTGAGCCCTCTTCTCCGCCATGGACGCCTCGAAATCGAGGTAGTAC

>UN00138

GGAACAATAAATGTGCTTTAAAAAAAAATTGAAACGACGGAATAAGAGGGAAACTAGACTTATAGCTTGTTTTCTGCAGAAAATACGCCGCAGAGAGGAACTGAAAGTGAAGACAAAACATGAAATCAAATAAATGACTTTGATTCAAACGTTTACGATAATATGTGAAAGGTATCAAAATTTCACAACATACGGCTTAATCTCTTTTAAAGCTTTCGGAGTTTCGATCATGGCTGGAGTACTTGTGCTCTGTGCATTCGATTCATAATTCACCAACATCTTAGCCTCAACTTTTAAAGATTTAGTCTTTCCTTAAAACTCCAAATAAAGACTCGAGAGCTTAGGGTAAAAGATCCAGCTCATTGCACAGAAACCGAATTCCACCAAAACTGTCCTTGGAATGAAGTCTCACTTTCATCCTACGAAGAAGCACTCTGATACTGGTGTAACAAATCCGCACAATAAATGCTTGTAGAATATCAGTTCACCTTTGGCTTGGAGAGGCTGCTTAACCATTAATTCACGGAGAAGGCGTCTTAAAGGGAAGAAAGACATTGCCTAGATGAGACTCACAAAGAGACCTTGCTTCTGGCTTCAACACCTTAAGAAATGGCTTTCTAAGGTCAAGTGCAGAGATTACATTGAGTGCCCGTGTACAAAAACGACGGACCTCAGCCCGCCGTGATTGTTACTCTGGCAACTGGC

>UN00139

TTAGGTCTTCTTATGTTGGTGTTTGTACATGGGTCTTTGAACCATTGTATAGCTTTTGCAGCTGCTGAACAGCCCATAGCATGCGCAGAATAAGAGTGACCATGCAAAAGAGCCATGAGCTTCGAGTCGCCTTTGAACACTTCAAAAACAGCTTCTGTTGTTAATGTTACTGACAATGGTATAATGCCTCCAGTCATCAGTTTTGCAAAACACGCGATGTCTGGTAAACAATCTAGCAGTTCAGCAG

>UN00140

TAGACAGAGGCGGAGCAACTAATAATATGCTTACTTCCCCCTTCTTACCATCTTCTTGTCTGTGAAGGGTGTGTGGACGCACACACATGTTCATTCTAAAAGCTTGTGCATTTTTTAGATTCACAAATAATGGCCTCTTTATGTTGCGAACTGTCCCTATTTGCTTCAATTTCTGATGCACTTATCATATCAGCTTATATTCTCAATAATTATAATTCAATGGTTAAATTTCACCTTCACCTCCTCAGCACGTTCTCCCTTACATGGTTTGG

>UN00141

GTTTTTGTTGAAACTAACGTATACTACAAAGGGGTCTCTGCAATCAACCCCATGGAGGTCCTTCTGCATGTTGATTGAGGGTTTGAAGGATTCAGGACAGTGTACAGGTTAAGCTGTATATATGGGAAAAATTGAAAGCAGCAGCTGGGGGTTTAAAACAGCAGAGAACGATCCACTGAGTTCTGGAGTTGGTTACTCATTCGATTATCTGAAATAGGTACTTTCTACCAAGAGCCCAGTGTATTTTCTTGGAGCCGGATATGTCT

>UN00142

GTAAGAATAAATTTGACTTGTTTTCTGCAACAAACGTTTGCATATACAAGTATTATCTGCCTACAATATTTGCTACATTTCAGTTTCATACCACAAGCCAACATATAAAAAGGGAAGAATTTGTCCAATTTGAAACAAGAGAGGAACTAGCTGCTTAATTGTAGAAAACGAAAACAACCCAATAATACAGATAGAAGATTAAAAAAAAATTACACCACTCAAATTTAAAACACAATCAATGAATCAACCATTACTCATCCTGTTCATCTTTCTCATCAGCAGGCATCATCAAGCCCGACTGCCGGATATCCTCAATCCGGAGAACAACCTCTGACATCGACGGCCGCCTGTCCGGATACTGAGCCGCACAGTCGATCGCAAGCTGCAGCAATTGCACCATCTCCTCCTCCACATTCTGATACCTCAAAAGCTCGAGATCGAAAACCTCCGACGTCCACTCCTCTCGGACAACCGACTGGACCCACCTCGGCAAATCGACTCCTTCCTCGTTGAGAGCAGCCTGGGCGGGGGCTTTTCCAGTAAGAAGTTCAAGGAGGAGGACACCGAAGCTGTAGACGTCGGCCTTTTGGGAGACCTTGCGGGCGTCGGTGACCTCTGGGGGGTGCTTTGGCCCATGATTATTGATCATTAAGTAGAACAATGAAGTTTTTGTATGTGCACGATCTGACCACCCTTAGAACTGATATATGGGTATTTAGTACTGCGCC

>UN00143

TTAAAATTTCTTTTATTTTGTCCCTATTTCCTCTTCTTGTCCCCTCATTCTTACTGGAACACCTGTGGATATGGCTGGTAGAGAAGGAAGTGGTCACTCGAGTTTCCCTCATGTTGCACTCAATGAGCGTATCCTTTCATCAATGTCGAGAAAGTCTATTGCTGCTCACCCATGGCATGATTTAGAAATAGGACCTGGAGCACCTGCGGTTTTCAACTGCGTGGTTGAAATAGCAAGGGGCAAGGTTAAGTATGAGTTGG

>UN00144

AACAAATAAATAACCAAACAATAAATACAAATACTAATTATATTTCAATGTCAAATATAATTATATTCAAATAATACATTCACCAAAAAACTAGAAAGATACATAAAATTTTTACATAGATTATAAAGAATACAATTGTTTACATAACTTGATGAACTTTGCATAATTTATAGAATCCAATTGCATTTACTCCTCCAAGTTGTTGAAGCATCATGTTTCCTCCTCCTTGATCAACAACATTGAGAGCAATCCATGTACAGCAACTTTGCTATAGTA

>UN00145

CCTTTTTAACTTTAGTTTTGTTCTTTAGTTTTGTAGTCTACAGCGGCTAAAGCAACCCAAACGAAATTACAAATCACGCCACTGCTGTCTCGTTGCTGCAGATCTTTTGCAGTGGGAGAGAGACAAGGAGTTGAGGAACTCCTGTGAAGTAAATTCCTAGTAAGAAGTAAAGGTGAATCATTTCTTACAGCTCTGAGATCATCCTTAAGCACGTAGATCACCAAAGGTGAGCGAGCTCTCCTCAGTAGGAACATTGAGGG

>UN00146

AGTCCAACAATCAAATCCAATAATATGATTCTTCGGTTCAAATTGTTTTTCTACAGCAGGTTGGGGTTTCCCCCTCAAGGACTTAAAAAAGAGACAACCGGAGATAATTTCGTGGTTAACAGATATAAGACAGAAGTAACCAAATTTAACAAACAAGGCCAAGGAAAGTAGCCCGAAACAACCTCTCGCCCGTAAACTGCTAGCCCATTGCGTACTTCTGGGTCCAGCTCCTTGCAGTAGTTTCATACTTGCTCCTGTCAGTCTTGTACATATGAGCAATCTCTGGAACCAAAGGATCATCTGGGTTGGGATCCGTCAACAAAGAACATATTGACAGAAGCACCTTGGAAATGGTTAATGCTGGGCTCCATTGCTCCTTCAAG

>UN00147

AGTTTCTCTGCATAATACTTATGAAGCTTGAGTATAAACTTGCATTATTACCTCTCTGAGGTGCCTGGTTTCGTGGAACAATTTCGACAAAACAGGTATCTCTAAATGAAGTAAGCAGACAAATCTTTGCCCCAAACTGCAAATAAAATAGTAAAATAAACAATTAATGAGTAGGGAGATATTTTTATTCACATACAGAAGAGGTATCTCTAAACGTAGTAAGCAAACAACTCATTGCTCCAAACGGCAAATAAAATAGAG

>UN00148

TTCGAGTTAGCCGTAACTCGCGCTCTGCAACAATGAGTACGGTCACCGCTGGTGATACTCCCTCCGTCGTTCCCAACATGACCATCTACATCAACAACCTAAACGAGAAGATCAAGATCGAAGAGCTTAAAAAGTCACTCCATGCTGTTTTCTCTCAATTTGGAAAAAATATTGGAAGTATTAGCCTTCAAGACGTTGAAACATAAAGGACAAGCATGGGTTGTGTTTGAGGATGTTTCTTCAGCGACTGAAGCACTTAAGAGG

>UN00149

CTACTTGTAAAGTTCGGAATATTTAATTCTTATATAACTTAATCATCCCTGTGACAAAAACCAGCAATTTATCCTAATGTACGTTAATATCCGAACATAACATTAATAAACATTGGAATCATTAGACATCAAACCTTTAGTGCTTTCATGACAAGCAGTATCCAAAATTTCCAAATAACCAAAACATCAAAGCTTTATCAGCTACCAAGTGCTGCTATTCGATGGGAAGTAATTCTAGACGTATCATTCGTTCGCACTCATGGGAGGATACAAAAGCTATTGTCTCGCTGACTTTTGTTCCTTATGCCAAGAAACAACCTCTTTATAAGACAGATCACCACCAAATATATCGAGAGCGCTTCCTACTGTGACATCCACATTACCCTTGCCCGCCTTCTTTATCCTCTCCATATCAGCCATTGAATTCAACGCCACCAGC

>UN00150

>UN00151

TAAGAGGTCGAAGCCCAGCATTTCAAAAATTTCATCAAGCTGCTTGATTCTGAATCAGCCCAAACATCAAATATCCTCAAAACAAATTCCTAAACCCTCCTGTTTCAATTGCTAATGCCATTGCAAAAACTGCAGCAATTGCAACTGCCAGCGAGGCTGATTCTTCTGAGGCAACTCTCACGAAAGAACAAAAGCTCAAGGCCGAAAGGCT

>UN00152

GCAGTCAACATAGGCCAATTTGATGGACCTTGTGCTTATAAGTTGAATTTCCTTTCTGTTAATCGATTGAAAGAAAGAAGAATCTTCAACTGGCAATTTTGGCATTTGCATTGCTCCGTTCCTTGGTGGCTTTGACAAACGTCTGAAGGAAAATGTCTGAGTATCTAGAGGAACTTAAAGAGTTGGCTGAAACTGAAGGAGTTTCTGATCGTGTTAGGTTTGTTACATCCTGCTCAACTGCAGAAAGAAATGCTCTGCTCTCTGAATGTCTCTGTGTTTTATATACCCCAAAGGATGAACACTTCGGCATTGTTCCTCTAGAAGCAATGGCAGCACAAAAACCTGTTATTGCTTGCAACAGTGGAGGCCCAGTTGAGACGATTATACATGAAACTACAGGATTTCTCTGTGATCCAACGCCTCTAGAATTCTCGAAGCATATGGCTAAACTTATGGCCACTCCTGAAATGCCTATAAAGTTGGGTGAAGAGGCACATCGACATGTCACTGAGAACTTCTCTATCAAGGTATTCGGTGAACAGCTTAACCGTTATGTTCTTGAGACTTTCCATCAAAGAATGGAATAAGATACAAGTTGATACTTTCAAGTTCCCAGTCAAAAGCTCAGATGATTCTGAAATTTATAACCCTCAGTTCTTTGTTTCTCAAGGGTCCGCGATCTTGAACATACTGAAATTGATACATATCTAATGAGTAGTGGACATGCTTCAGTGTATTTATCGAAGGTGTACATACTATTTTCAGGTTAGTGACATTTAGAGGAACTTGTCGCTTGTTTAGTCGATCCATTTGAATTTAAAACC

>UN00153

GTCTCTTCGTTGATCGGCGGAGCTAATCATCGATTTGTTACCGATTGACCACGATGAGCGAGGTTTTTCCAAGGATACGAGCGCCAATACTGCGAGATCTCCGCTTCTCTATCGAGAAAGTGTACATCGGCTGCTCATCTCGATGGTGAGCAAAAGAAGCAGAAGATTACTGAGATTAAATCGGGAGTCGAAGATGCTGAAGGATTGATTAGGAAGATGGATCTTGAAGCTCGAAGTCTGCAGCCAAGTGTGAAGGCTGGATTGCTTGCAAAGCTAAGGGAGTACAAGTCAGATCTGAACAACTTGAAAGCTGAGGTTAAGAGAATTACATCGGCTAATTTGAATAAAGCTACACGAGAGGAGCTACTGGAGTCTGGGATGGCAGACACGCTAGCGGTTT

>UN00154

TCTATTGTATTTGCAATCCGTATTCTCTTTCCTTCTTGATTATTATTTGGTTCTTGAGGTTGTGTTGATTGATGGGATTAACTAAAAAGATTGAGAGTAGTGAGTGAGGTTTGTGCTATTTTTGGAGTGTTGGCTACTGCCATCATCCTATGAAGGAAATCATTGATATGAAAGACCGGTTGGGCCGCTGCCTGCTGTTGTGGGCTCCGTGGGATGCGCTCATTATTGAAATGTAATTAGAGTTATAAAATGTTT

>UN00155

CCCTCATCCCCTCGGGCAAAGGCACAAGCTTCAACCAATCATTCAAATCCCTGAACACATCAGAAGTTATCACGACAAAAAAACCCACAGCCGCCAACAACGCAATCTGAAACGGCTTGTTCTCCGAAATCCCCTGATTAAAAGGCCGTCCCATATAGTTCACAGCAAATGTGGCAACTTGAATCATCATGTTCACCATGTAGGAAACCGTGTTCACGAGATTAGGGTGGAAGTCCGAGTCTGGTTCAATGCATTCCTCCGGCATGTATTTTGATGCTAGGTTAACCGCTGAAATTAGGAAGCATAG

>UN00156

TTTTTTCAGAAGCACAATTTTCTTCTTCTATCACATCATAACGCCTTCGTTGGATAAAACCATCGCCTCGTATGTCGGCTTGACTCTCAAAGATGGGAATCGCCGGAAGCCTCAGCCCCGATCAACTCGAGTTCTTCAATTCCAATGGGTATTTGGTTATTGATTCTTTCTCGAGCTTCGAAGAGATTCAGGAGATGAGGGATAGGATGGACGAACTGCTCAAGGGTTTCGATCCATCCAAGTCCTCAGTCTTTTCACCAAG

>UN00157

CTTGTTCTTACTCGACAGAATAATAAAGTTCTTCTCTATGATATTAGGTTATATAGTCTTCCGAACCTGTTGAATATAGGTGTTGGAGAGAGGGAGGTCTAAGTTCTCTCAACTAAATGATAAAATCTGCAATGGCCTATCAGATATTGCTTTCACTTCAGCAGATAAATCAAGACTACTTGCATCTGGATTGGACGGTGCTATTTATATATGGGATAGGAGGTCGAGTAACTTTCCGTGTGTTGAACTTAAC

>UN00158

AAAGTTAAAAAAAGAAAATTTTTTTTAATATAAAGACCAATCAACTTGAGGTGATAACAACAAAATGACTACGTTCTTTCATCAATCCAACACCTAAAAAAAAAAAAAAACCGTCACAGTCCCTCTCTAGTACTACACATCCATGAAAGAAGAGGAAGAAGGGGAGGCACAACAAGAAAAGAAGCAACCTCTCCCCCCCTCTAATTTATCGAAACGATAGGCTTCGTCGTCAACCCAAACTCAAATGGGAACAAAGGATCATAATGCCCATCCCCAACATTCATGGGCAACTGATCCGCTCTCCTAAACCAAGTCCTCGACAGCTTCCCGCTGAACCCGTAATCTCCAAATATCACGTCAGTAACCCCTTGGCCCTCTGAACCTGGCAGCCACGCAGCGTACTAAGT

>UN00159

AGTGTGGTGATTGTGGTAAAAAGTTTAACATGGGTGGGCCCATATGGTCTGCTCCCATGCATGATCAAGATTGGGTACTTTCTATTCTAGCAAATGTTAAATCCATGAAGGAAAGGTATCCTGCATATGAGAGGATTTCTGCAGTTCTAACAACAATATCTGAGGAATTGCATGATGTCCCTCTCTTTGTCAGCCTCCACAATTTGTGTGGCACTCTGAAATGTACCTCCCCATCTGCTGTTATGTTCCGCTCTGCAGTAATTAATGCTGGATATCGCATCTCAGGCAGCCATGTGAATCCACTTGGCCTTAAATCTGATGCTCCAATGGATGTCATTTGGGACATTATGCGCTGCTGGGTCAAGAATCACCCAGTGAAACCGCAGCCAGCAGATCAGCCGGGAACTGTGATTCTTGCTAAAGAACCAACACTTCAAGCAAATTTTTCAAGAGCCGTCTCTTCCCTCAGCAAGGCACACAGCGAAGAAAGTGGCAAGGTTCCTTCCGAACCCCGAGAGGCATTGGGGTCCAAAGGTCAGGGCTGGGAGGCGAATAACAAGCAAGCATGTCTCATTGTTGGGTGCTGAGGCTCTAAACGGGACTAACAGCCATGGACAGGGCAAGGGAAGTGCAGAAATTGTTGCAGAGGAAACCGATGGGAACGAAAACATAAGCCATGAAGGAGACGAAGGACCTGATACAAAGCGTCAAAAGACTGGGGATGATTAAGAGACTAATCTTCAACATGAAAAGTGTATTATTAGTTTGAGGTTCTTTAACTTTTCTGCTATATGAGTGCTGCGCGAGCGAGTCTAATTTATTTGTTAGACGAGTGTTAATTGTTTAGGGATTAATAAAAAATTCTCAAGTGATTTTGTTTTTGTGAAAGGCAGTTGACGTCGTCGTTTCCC

>UN00160

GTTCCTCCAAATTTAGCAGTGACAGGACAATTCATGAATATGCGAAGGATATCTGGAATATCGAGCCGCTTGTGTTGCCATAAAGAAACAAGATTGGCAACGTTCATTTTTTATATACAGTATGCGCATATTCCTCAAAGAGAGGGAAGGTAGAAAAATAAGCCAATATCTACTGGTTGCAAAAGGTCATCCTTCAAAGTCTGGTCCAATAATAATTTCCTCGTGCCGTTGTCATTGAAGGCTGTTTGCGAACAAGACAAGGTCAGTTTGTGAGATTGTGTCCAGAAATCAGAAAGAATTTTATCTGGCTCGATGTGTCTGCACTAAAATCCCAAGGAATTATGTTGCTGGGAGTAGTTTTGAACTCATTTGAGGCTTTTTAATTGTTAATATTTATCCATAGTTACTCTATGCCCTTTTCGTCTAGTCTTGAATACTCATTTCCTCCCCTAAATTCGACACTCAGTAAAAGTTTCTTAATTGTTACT

>UN00161

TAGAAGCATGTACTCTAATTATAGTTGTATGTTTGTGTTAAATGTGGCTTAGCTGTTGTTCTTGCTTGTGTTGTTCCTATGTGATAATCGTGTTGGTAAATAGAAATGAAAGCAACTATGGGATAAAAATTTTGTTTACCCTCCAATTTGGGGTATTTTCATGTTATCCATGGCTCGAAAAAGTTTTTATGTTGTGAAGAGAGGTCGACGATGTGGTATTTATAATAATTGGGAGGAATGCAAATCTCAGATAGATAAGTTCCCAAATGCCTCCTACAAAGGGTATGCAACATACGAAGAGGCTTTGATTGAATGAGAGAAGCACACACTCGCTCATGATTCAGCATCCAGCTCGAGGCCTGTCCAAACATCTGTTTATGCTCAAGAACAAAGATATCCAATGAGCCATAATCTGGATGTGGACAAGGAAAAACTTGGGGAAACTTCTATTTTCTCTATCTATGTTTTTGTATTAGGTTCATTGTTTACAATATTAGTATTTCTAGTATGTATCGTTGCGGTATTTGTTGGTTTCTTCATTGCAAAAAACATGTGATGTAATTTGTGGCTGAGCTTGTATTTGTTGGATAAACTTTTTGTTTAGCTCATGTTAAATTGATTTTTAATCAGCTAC

>UN00162

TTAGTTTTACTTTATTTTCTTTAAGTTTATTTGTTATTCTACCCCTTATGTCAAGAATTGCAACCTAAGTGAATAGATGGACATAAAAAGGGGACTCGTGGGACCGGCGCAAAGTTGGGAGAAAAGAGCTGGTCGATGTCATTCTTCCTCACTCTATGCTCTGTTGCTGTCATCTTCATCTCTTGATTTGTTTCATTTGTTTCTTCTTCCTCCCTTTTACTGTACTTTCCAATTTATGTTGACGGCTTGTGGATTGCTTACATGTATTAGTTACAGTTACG

>UN00163

How the deposited data were processed for this re-analysis (not part of the article)

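RNA was taken from leaves, roots, stems and flowers of several plants of each sex and pooled, and 1 small RNA library per sex was sequenced. A degradome library was made from 1 pool of both sexes. As the sexes are represented by 1 library each, the sequencing data give no estimate of the variation between plants and no p-value was computed for any comparison of the sexes.

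The expression values were deposited in RPM, which the authors call TPM: they removed adapters, low-quality and short reads and structural RNAs, scaled the reads of each unique small RNA to its library, and kept sequences of 20 to 24 nt with at least 5 TPM in one library. The values are not divided by length. The scores deposited by the authors in the target table belong to alignments of the miRNAs to asparagus unigenes, and a lower score stands for closer pairing. The table names no program and gives no reads or cleavage sites, so it was treated as a prediction by complementarity, which is not certain. No reads of the degradome library were analysed here. Cleavage sites were read from the paper's Table S4 and candidate precursors from Table S3.

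From the deposited values, the ratio of the female to the male value and its log2 were computed for each miRNA without a pseudocount, and a miRNA over 2-fold apart was counted. Aof-miRn29, listed at 0 in the female library, was counted as higher in the male library without a ratio. Values were summed over the members of each family. For lists of families with related targets, the median log2 ratio is given with its percentile among 10000 random lists of the same size, drawn with seed 7 from windows of 20 miRNAs nearest in mean value to each member. These percentiles describe the libraries and are not tests of the sexes. Shares of sequences carry exact (Clopper-Pearson) 95% intervals.

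The step between low values was searched over possible library totals, with values up to 60 TPM and a tolerance of 0.0051 TPM. A step was found that nearly all low values follow. As 21 values per library lay within 20 steps, and 100 such values had been set as the minimum for rebuilding reads, the Fisher exact and chi-square tests that the methods name were not run. Depth limits the low values most, since 10 TPM stands for 43.7 reads in the female library and 63.7 reads in the male library if a step is a read.

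Single-substitution variants were sought among miRNAs of the same length as a parent above 1000 TPM, and counted where they had less than 1% of the parent's value in both libraries. Candidates were compared with conserved miRNAs by shared stretches of at least 16 nt and by their places in the precursors of Table S3. Precursors were folded with RNAfold 2.7.2, and the MFEI was taken as the folding energy per 100 nt divided by the percentage of G and C.

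The miRNAs named are those the Results name, the 10 most abundant, the 8 with the largest ratio in each direction among those with at least 10 TPM in one library, and all families over 2-fold apart. Of the targets, the rule took the pairs of category 0. The values in the paper's tables had been seen when this rule was written. Single-substitution variants and candidates that overlap conserved miRNAs were named after their values were seen.

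Alternatives were pseudocounts of 1 and 5 TPM, a minimum of 10 TPM in one library, rescaling by the median ratio or by the summed values, a 3-fold threshold, merging of near-identical sequences of a family, weighting by value and by family, and stricter degradome categories. The steps were tested on simulated data of 194 miRNAs with 40 of them changed. In 100 rounds, 4-fold changes were recovered for 99.3% of miRNAs under 10 TPM, and 1.78% of unchanged miRNAs under 10 TPM were called. The simulation draws counting error only and holds no variation between plants or library preparations. Of 100 simulated lists without a shift, 8.0% lay over the 95th percentile of their random lists. The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.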

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

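The test of the strand in this part was chosen only after the result was seen. Of the predicted target unigenes, 10 had sites for more than 3 conserved miRNAs and are not among the targets of Table S4. UN19434, annotated as a class III homeobox-leucine zipper protein of asparagus, had sites for 17 miR166 members. UN38955, annotated as GRL2, and UN16563, annotated as growth-regulating factor 3, had sites for 8 miR396 members each. UN38339, annotated as an ectonucleotide pyrophosphatase, had sites for 7 members of miR159 and miR319. UN42740, without annotation, had sites for 5 members of these families. A further 5 unigenes without annotation had sites for 4 miRNAs each: UN08308 for miR156 and miR157, UN31941 for miR159 and miR319, UN49213 for miR166, UN12134 for miR168 and UN49821 for miR827.

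In 8 of these 10 unigenes all sites lie on the minus strand, and in UN49213 and UN49821 they lie on the plus strand. A candidate explanation for the absence of the 8 from Table S4 is that only the strand as assembled was searched for cleavage. Of the Table S4 pairs that are also predicted, 100% (31 of 31, exact 95% interval 88.8 to 100%) have the site on the plus strand, against 58.7% (54.1 to 63.3%) of all predicted alignments, as this explanation needs. These pairs lie in 18 unigenes and often share a site, so the interval is too narrow. The matching also favoured the plus strand, since a minus-strand alignment was matched only if it lay wholly within the listed site. This share alone therefore does not decide. A minus-strand site also arises where the assembled unigene holds a miRNA's own sequence. UN21911, listed as a precursor, has such a site of miR160 from 267 to 247 nt, where its hairpin holds aof-miR160d. The 8 unigenes were not checked for hairpins, so they need not be missed targets. None of the 90 predicted unigenes with minus-strand sites only is in Table S4, against 22 of the 104 with a plus-strand site. The 2 plus-strand unigenes are left unexplained, and no biological explanation was tested, since the degradome came from 1 pool of both sexes.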

How the results depend on the processing

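Under rescaling by the median ratio, the median log2 ratio of the miR168 members went from 0.16 to -0.01 (-0.58 with near-identical sequences merged), and the small female excess of the miR159, miR168, miR172 and miR894 families turned to a male excess. The medians of the other family lists kept their direction under all settings run. With 1 library per sex, no setting speaks to the variation between plants. No paired analysis was possible, because each sex has 1 library. The addition of overlapping candidates to their families and the merging of sequences within the family lists were chosen only after the values were seen. Of 78 results under an alternative setting, 55 stayed within the interval of the reported value or within 1.5 times the reported count, and 23 did not.

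Of the 60 miRNAs over 2-fold apart (35 higher in the female library and 25 in the male library), 32 were left with 5 TPM added to both values, 15 of them higher in the female library. With a minimum of 10 TPM in one library 34 of 124 were left (19 and 15), as the construction of this setting removes the low values. At a 3-fold threshold 35 were left (19 and 16). With near-identical sequences of a family merged, 26 of 73 were over 2-fold apart (15 and 11). Rescaling by the median ratio gave 58 (30 and 28), of which 55 are among the 60. Rescaling by the summed values gave 60 (32 and 28), of which 57 are. Of the 7 miRNAs over 2-fold apart with at least 100 TPM in one library, all were kept with 5 TPM added and 5 with rescaling by the median ratio. Families over 2-fold apart numbered 6 to 7 under the alternatives, against 8, and those lost were miR171, miR1425, miR5179 and, with overlapping candidates added, miR160. The median of each family list stayed within its interval, and merging left too few sequences of the inverted repeats for a median.

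The number of miR166 sequences, 63, was 14 after merging and 32 with a minimum of 10 TPM. The share with a 5′ U was 96.6% when weighted by value. The share of 21 nt was 76.9% with 1 sequence per family and 95.01% when weighted by value. The candidate median was 17.8 TPM in the female library and 18.9 TPM in the male library with overlapping candidates summed. Without the candidates of UN07381 and UN09382 it was lower, with 8.115 and 8.315 TPM, and stayed within its intervals. In the paper's Table S4, category 0 alone left 16 of 36 target unigenes. Counted along the unigene from the 3′ end of the listed site, without regard to gaps, 100% of its cleavage sites lay at position 10 or 11, against 96.5%. Taking each site once left 31 of 65 pairs in categories 0 to 2. The median MFEI was 0.985 with 1 precursor per unigene and 1.43 with the listed energies, against 1.41. Apart from settings that by construction remove or merge sequences, the cause was not tested.

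Not run were 8 alternatives, among them Fisher's exact test and the chi-square test on reads, since fewer small values were present than the minimum set for rebuilding reads, and those that need the authors' p-values for targets, which Table S4 does not give.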

Differences from the paper's values

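The comparisons by position were made on the deposited sequences and those of targets on the paper's Table S4. The paper gives about 40% A at position 10 of the conserved miRNAs (the paper's value), and 20.8% of the deposited sequences have A there, while 40.9% have G. For candidates with targets in the degradome the paper's number is 7, and Table S4 lists 4, aof-miRn08, aof-miRn13, aof-miRn14 and aof-miRn39. No alternative was set for either value before the data were examined.

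At the paper's 2-fold threshold, without its test, the counts of miRNAs apart between the sexes lie within 1.5 times the paper's. They lie further away with 5 TPM added, with a minimum of 10 TPM, at a 3-fold threshold and after merging. Of the 63 miRNAs of Table 3, 62 are in the deposited table with equal values, and 60 of these are over 2-fold apart. Aof-miR160b had a female to male ratio of 1.99 and aof-miRn17 a male to female ratio of 1.99, and aof-miR167g is not in the deposited table.

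The paper names aof-miR159a among the miRNAs higher in female plants past its threshold, and its ratio was 1.17. For aof-miR172b, aof-miR165a and aof-miRn30, named in the same place, the ratios lie past 2-fold in the stated direction. The paper lists aof-miR164b as highly expressed in both sexes, and its male value was 851 TPM. The 7 other miRNAs in that list lie above 1000 TPM in both libraries, as does aof-miR396b-3, which the list does not name. The paper calls 4 miR166 members lowest without naming a measure. By the lower of their 2 values these are the lowest of the family. Those values run from 0.46 TPM for aof-miR166a-5 in the female library to 0.94 TPM for aof-miR166i-9 in the male library. By the mean of both libraries, aof-miR166e-9 and aof-miR166e-2 are among the 3 lowest, aof-miR166a-5 is the 7th and aof-miR166i-9 the 14th. The paper's list of families with a single member leaves out miR477 and miR479.

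The paper describes the candidates as lower in abundance than the conserved miRNAs. The medians were 10.3 against 12.4 TPM in the female library and 11.3 against 11.5 TPM in the male library. The 95% intervals of the candidate medians, 7.77 to 14.9 and 8.16 to 14.1 TPM, include the conserved medians. With overlapping candidates summed, the candidate medians were 17.8 and 18.9 TPM. The conserved sequences were not summed alike, so these values cannot be set against the conserved medians. Without the candidates of UN07381 and UN09382, the candidate medians were 8.115 and 8.315 TPM, below the conserved ones. The paper's MFEI range is narrower than the range from 0.613 to 1.98 found after refolding, or from 0.617 to 2.00 from the listed energies. It names UN16232 and UN17918 as precursors of aof-miRn31, and Table S3 lists them for aof-miRn39. It gives aof-miRn06 and aof-miRn17 a target each, and Table S4 holds no pair of either.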

Other observations

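All tests in this part were chosen only after the results were seen. Table S4 of the paper holds 85 pairs of 48 miRNAs and 36 unigenes. The growth-regulating factor unigenes UN04890 and UN12031, in category 0 with 7 or more miR396 members each, have a predicted site (CCGUUCAAGAAAGCCUGUGGA, score 1) for aof-miR396f alone, which was higher in the male library with 18.2 TPM against 3.66 TPM. UN15466, annotated as a transport inhibitor response protein and so as an auxin receptor, is in category 0 with aof-miR393a and aof-miR393b, which have predicted scores of 2.5 and 2. UN48349, annotated as a sialyltransferase, is in category 0 with aof-miR482 at a score of 2.5. Of the pairs in Table S4, 31 of 85 (36.5%) are also in the deposited prediction, with 16 of 43 in category 0, 8 of 20 in category 2 and 6 of 20 in category 4.

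Single-substitution variants of abundant miRNAs lie over 2-fold apart between the libraries at particular positions, and the same rate of substitution errors in both libraries would leave their shares of the parent alike, but 16 of 44 shares differed over 2-fold. Substitution errors at position 5 of the reads of the female library and at position 10 of those of the male library may account for the variants there, as the direction seen in variants of aof-miR166d-1 was found in 5 of 5 variants of other parents. Each of these 5 reached 5 TPM in one library only, and variants low in both libraries are not listed. This favours ratios past 2-fold but does not set their direction. Aof-miR166g-3p starts 2 nt before aof-miR166d-1, and for the same change at the same base, counted from 1 at each parent's 5′ end, the log2 ratios of shares were -0.30 for A8C of aof-miR166d-1 and -3.98 for A10C of aof-miR166g-3p, and -0.10 for G3A and 1.34 for G5A. Away from these positions they were 0.14 and 0.32 for C19U and C21U, -0.36 and -0.52 for A15C and A17C, and -0.42 and 0.97 for C14U and C16U, of which the last pair is left unexplained by such errors. A difference between the sexes in these sequences stays open and untested, and 41 of the 60 miRNAs over 2-fold apart are not such variants.

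The 18 overlapping candidates from UN07381 and UN09382 were weighed against a hairpin cleaved at a fixed 5′ end, as in the conserved families. Their most used 5′ end held at most 27.0% of the summed value in either library, below the lowest conserved family at 62.4%. Conserved sequences were listed by their match to known mature miRNAs, so reads with other 5′ ends may be missing from their families. Aof-miRn28, which starts 1 nt before aof-miR160d, is listed as a candidate. The conserved shares may thus be too high, and the comparison does not decide. Of the 27 unigenes with a predicted site for the 18 candidates, 20 (74.1%) have it within the first 60 nt, against 12 of 147 (8.16%) for conserved miRNAs. In 19 of the 20 the assembled strand holds the complement of a candidate at the site. UN07381 and UN09382 also hold the candidates' own sequence, and the other unigenes were not checked for it. As a site is a complement and the sites resemble each other, these shares do not show where the candidates come from. A locus that gives rise to many small RNAs stays open.

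With aof-miRn20, aof-miRn25 and aof-miRn28 added, the miR160 family held 937 TPM in the female library and 847 TPM in the male library, against 154 and 66.4 TPM without them. With aof-miRn39 added, miR482 held 120 and 117 TPM. At the clean read numbers that the paper gives, 4.46% of the female and 8.02% of the male low values are whole reads, against 99.4% at the totals found from the step. The only low values off the step in both libraries are those of aof-miRn25*. Its precursor in Table S3 has 110 nt where its listed start and end span 81 nt.

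In the paper's Table S4, 57 of 85 pairs have the cleavage site at position 10 of the listed site, 25 at position 11 and 3 at position 9. Positions were counted along the unigene from the 3′ end of the listed site. Alignment gaps were not taken into account, so these need not be positions of the miRNA. The paper kept only alignments in which the degradome read began at the 10th nucleotide of the miRNA. These counts therefore do not test where cleavage falls. By their lowest category, 16 unigenes fall in category 0, 1 in category 1, 8 in category 2 and 11 in category 4. These are 36 unigenes, while the paper counts 40 targets, with 15, 12 and 12 in categories 0, 2 and 4. In 9 pairs the sequence carries another name in the deposited table, as aof-miR396b-4 and aof-miR396b-5 are exchanged and aof-miR396c-p5 is named aof-miR396c. In the deposited prediction, 34 of the 40 candidates have a site. These sites need not be targets, since some lie in unigenes listed as candidate precursors. Such sites were listed in UN09382 for 9 candidates and in UN07381 for 5. The 18 candidates of the shared stretch have sites in 27 unigenes and the other candidates in 26.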
